# Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression

**DOI:** 10.1371/journal.pone.0205883

**Published:** 2018-10-22

**Authors:** Joseph C. Mays, Michael C. Kelly, Steven L. Coon, Lynne Holtzclaw, Martin F. Rath, Matthew W. Kelley, David C. Klein

## Abstract

The vertebrate pineal gland is dedicated to the production of the hormone melatonin, which increases at night to influence circadian and seasonal rhythms. This increase is associated with dramatic changes in the pineal transcriptome. Here, single-cell analysis of the rat pineal transcriptome was approached by sequencing mRNA from ~17,000 individual pineal cells, with the goals of profiling the cells that comprise the pineal gland and examining the proposal that there are two distinct populations of pinealocytes differentiated by the expression of *Asmt*, which encodes the enzyme that converts N-acetylserotonin to melatonin. In addition, this analysis provides evidence of cell-specific time-of-day dependent changes in gene expression. Nine transcriptomically distinct cell types were identified: ~90% were classified as melatonin-producing α- and β-pinealocytes (1:19 ratio). Non-pinealocytes included three astrocyte subtypes, two microglia subtypes, vascular and leptomeningeal cells, and endothelial cells. α-Pinealocytes were distinguished from β-pinealocytes by ~3-fold higher levels of *Asmt* transcripts. In addition, α-pinealocytes have transcriptomic differences that likely enhance melatonin formation by increasing the availability of the Asmt cofactor S-adenosylmethionine, resulting from increased production of a precursor of S-adenosylmethionine, ATP. These transcriptomic differences include ~2-fold higher levels of the ATP-generating oxidative phosphorylation transcriptome and ~8-fold lower levels of the ribosome transcriptome, which is expected to reduce the consumption of ATP by protein synthesis. These findings suggest that α-pinealocytes have a specialized role in the pineal gland: efficiently O-methylating the N-acetylserotonin produced and released by β-pinealocytes, thereby improving the overall efficiency of melatonin synthesis. We have also identified transcriptomic changes that occur between night and day in seven cell types, the majority of which occur in β-pinealocytes and to a lesser degree in α-pinealocytes; many of these changes were mimicked by adrenergic stimulation with isoproterenol. The cellular heterogeneity of the pineal gland as revealed by this study provides a new framework for understanding pineal cell biology at single-cell resolution.

## Introduction

The pineal gland is an essential element of vertebrate circadian and seasonal biology, acting as the source of circulating melatonin, the hormonal signal of nighttime [1]. Melatonin is synthesized from tryptophan by a four-enzyme pathway that is a highly enriched in the pineal gland. Synthesis increases at night and is associated with significant changes in many aspects of cell biology. The full extent of these rhythmic changes has become increasingly evident from the results of RNA profiling, which highlight 24-hour differences in thousands of transcripts [2, 3]. In mammals, these changes are regulated via the release of the adrenergic ligand norepinephrine from sympathetic nerve fibers pervading the gland. The daily pattern of norepinephrine release is controlled by clock cells in the suprachiasmatic nucleus (SCN), the site of the master mammalian oscillator. SCN signals are transmitted to the pineal gland via a multisynaptic pathway that passes through central and peripheral structures. Light acts on melatonin synthesis through the eyes and a retinohypothalamic projection that terminates in the SCN. Light resets the clock and gates output to the pineal gland so as to optimally entrain melatonin synthesis to the photic environment [4, 5].

While bulk RNA sequencing has profiled 24-hour rhythmic changes in the pineal transcriptome and identified pineal marker genes [2], the specific cell types exhibiting rhythmic gene expression and cell type-specific localization of these marker genes has not been established. Here, we have performed single-cell RNA sequencing (scRNA-seq) of the rat pineal gland. The goals of this study were to transcriptomically profile the cell types that comprise the gland [6–9], examine the proposal [8] that two subtypes of pinealocyte exist that differ in expression levels of *Asmt*, which encodes the enzyme that converts N-acetylserotonin to melatonin, and to determine which cell types exhibit differential gene expression between day and night. In addition, scRNA-seq can address the localization of poorly understood genes, including *Esm1* [3, 10], *Penk* [11], lipoxygenases [12, 13], and other genes required for a broad range of processing including secretion, signal transduction, and transcription. The findings presented here provide a rich foundation for a more refined level of analysis of pineal cell biology.

## Results

### Genetic profiling identifies nine cell types in the pineal gland

To characterize the cellular heterogeneity within the pineal gland, we generated transcriptomic profiles for 5,667 single pineal gland cells from rats sacrificed six hours after lights on (Zeitgeber time (ZT0600), to mimic daytime (see Methods). 

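Pineal glands of 2 male and 2 female rats, killed 6 h after lights on, were pooled for each daytime library, and 2 such pools (day 1 and day 2) were processed as droplet libraries on the 10x Chromium system, which tags the 3' end of each captured mRNA with a unique molecular identifier (UMI) so that copies of 1 molecule are counted once. The deposited day files hold 2400 cells of day 1 and 3267 cells of day 2, with 25786679 and 34151334 UMIs in them and a median of 10526 and 9752 UMIs and of 2871 and 2737 detected genes per cell. The authors aligned the reads with Cell Ranger 2.1.0 to Rnor6.0, kept cells with at least 800 genes and genes found in at least 3 cells, removed cells of very high UMI number and doublets, and scaled each cell to 10000 UMIs. Counts made with gene annotations extended at their 3' ends were used here for levels and tests, in the cells that the authors kept. No file used here names the cell type of a cell, so the cells were clustered again. Day and night cells were clustered on counts of the original annotation, as in the paper. Ribosomal protein genes, mitochondrially encoded genes, Asmt and 4 G-protein γ-subunit genes were left out so that their levels could not define a cluster. The library, a pool of glands, is the replicate. Levels are therefore given as the mean ± SD of 2 library means, in UMIs per 10000 UMIs of the cell, and tests were run with edgeR's quasi-likelihood method on UMIs summed per library and cell type, with Benjamini-Hochberg adjustment. Doublets that passed the authors' removal would add genes of other types to a class, and cells with few UMIs would hide weakly expressed genes.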

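The day cells fell into 13 clusters, which carried the markers of pinealocytes, astrocytes, microglia, VLMCs and endothelial cells. Pinealocytes, which make melatonin, were 5079 of the 5667 cells. Astrocytes, the glia of the gland, were 400 cells, and VLMCs, fibroblast-like cells of vessels and meninges, were 113. Microglia and related macrophages were 64 cells and endothelial cells 6. A further 5 cells carried T or NK cell markers and were kept apart. Endothelial cells were 4 in day 1 and 2 in day 2, too few for a test, so only levels are given for them.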

Clustering analysis indicated the presence of five major cell types: melatonin-producing pinealocytes, astrocytes, microglia, vascular and leptomeningeal cells (VLMCs), and endothelial cells (Fig 1). These general designations were based on expression of established markers (Fig 1C)[14–18]. 

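Of the markers of each class that were measured well enough to test, all 20 of pinealocytes, all 9 of microglia and all 6 of VLMCs were higher in their own class than in the other classes, as were 8 of the 11 of astrocytes, when the 4 day and night libraries were compared with the library as a block. Aif1, a calcium-binding protein of microglia, and Lyz2, a lysozyme, were higher in microglia by log2 fold changes of 12.19 ± 0.17 and 12.11 ± 0.15 (standard error, adjusted p = 1.1e-30 and 1.4e-34, edgeR). Lum and Dcn, small proteoglycans of collagen matrix, were higher in VLMCs by 12.82 ± 0.28 and 10.85 ± 0.24 (adjusted p = 1.1e-21 and 3.2e-25). In astrocytes Aldh1a1, a retinaldehyde dehydrogenase, was higher by 7.82 ± 0.26 and S100b, a calcium-binding protein of glia, by 6.61 ± 0.24 (adjusted p = 1.9e-22 and 1.0e-21). Clusters were named by these markers, so that the markers stand high in their own class follows in part from the naming. The test covered 7902 genes. The paper reasons from clusters to cell types in this order: cells are clustered on principal components of variable genes, and each cluster is then given the name of the cell type whose established markers it expresses.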

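Sub-clusters parted the pinealocytes, the astrocytes and the microglia. The day libraries held 116 and 138 α-pinealocytes and 2034 and 2791 β-pinealocytes. Of astrocytes, 151 and 198 were of the α type, 11 and 15 of the β type and 13 and 12 of the γ type. Of microglia, 18 and 26 were of the α type and 9 and 11 of the β type. α-Pinealocytes were separated here although their most prominent transcripts, Asmt and those of ribosomal proteins, mitochondria and G-protein γ-subunits, had no part in the clustering. The night libraries, which were clustered on their own, parted into the same types.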

The five major cell types could be further resolved into a total of nine cell types: two populations of pinealocytes (designated as α and β), three populations of astrocytes (designated as α, β, and γ), and two populations of microglia (designated as α and β). Hierarchical clustering of the nine cell types indicates that their transcriptomic relationships are consistent with our subtype designations (Fig 1B).

**Fig 1:**
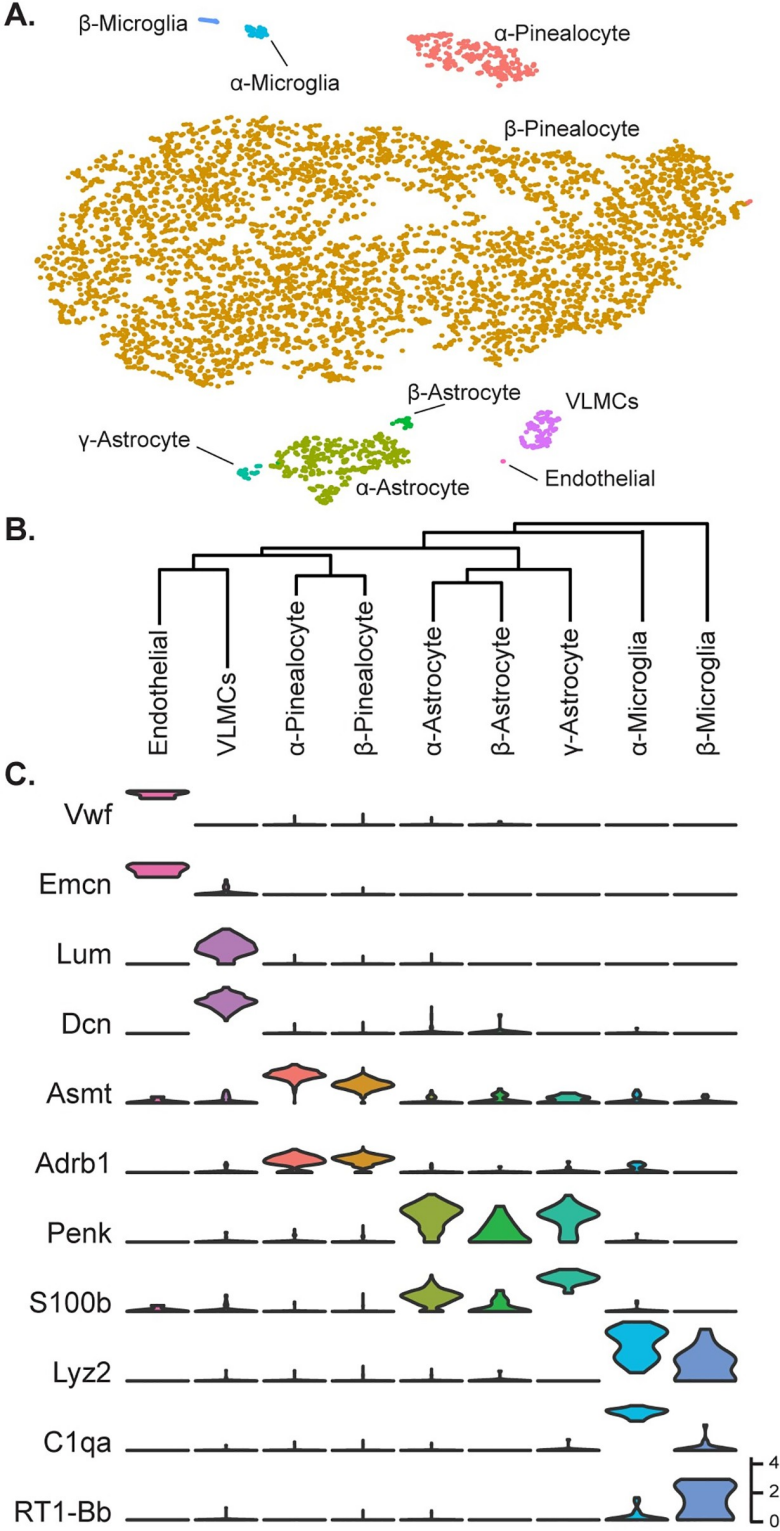
Transcriptomic characterization of cell types in the daytime rat pineal gland. (A) t-Distributed stochastic neighbor embedding (t-SNE) visualization of 5,667 daytime rat pineal gland cells profiled by scRNA-seq. Cell types are color-coded by cluster assigned from the shared nearest neighbor (SNN) clustering algorithm. (B) Hierarchical clustering dendrogram showing transcriptomic similarity of cell types, including relationships of the two pinealocyte subtypes, the three astrocyte subtypes, the two microglia subtypes, and two vascular-associated cell types: VLMCs and endothelial cells. (C) Violin plots of select marker gene expression distribution for cells from each cell type. Y-Axis is natural log of normalized counts.

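Pinealocytes were 89.62% ± 0.0502 (SD, n = 2 libraries) of the day cells. Most of them were β-pinealocytes, at 85.09% ± 0.481 of all cells, and α-pinealocytes were 4.53% ± 0.431. The shares are of cells that passed the authors' filters, of which the minimum of 800 detected genes acts on small or RNA-poor cells.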

Pinealocytes accounted for 90% of the profiled cells (S1 Table), consistent with morphological studies [6, 7]. 

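Of the 7902 genes compared between pinealocytes and the other classes over the 4 day and night libraries, 3121 were higher in pinealocytes and 2412 were lower at an adjusted p under 0.05 (edgeR). Astrocytes had 2425 genes above and 1963 below the rest, VLMCs 2355 and 1397, and microglia 1936 and 2012.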

Genetic markers specific to pinealocytes were identified both by unsupervised analyses, i.e. Receiver operating characteristic (ROC) curve, and querying of previously identified pineal marker genes and genes in related functional groups. Such markers included *Tph1* and *Asmt*, the first and last enzymes in melatonin synthesis, respectively, and *Sag* (Fig 1C, S1 Fig)[19]. 

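Tph1, the tryptophan hydroxylase that starts the path to serotonin and melatonin, stood at 112 ± 3.33 UMIs per 10000 in β-pinealocytes and 85.0 ± 3.65 in α-pinealocytes (SD, n = 2 libraries), against 3.29 ± 0.659 in α-astrocytes. It lies on chromosome 1 of Rnor6.0, from 102669868 to 102699442. It was higher in pinealocytes than in the other classes by a log2 fold change of 4.92 ± 0.09 (standard error, adjusted p = 1.3e-28, edgeR). Asmt, the methyltransferase that forms melatonin from N-acetylserotonin, lies on chromosome 12 of Rnor6.0, from 18521401 to 18526250. It was higher in pinealocytes by 5.36 ± 0.12 (adjusted p = 5.4e-27). Sag, the arrestin that ends light signalling in photoreceptors, lies on chromosome 9 of Rnor6.0, from 94928489 to 94972027, and was 3.11 ± 0.531 and 1.34 ± 0.0300 UMIs per 10000 in α- and β-pinealocytes and 0.0609 ± 0.00129 in α-astrocytes. Its log2 fold change was 5.33 ± 0.21 (adjusted p = 8.4e-21).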

Detection of Asmt*-*positive cells by immunohistochemistry (IHC) indicated that pinealocytes were uniformly dispersed throughout the pineal gland (Fig 2A, Panel A of S6 Fig). 

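Among genes of light signalling, Gngt1 and Gngt2, the γ-subunits of rod and cone transducin, were the most abundant in pinealocytes. In day β-pinealocytes they stood at 65.6 ± 11.2 and 52.6 ± 1.44 UMIs per 10000 (SD, n = 2 libraries). Rom1, a disc membrane protein of photoreceptors, was 20.2 ± 0.143, against 0.799 ± 0.137 in α-astrocytes, and Crx, the homeobox factor of photoreceptors, was 6.38 ± 0.553 against 0.191 ± 0.0771. Crx lies on chromosome 1 of Rnor6.0, from 77743937 to 77750960. The channel and phosphodiesterase genes Cngb1, Cnga1 and Pde6c were 3.91, 1.67 and 0.924 in β-pinealocytes and 0.110, 0.0107 and 0.00731 in α-astrocytes. The taurine transporter Slc6a6 was 4.46 ± 0.118 in α- and 2.26 ± 0.0913 in β-pinealocytes. Adrb1, the β1-adrenergic receptor through which norepinephrine acts on the gland, lies on chromosome 1 of Rnor6.0, from 277537585 to 277540348, and was 3.58 ± 0.251 and 4.04 ± 0.223, against 0.0882 ± 0.0319 in α-astrocytes. Of the other receptors, the α1B-adrenergic receptor gene Adra1b was 2.00 and 1.96, the nicotinic subunits Chrna3 and Chrnb4 were 1.86 and 1.01 in β-pinealocytes, and the dopamine receptor Drd4 was 0.659 ± 0.157 and 0.135 ± 0.00651. Neurod1, a neuronal transcription factor, was 2.34 and 5.52, and the calcium channel gene Cacna1f was 2.86 and 1.24. Pde6b stood at 0.0944 ± 0.00314 in β-pinealocytes against 0.00966 ± 0.00629 in α-astrocytes.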

Other genes found to be highly expressed in both pinealocyte subtypes include: *Gngt1*, *Gngt2*, *Rom1*, *Crx*, *Cngb1*, *Cnga1*, *Pde6c*, and *Slc6a6;* catecholamine receptors *Adrb1*, *Adra1b*, and *Drd4;* cholinergic receptors *Chrna3* and *Chrnb4* (Fig 1C, S1 and S2 Figs); and, a set of 49 genes expressed selectively in the pineal gland and retina [3] represented by *Sag* (S1 Fig); *Gngt1* and *Gngt2* (S4 Fig); *Crx* and *Neurod1* (S19 Fig); *Pde6b* (S15 Fig); *Drd4* (S2 Fig); and, *Cacna1f*, *Cnga1*, and *Cngb1* (S13 Fig). The localization of these transcripts has not been previously demonstrated in most cases, although they were thought to be expressed in pinealocytes based on several lines of evidence [2, 20–29].

**Fig 2:**
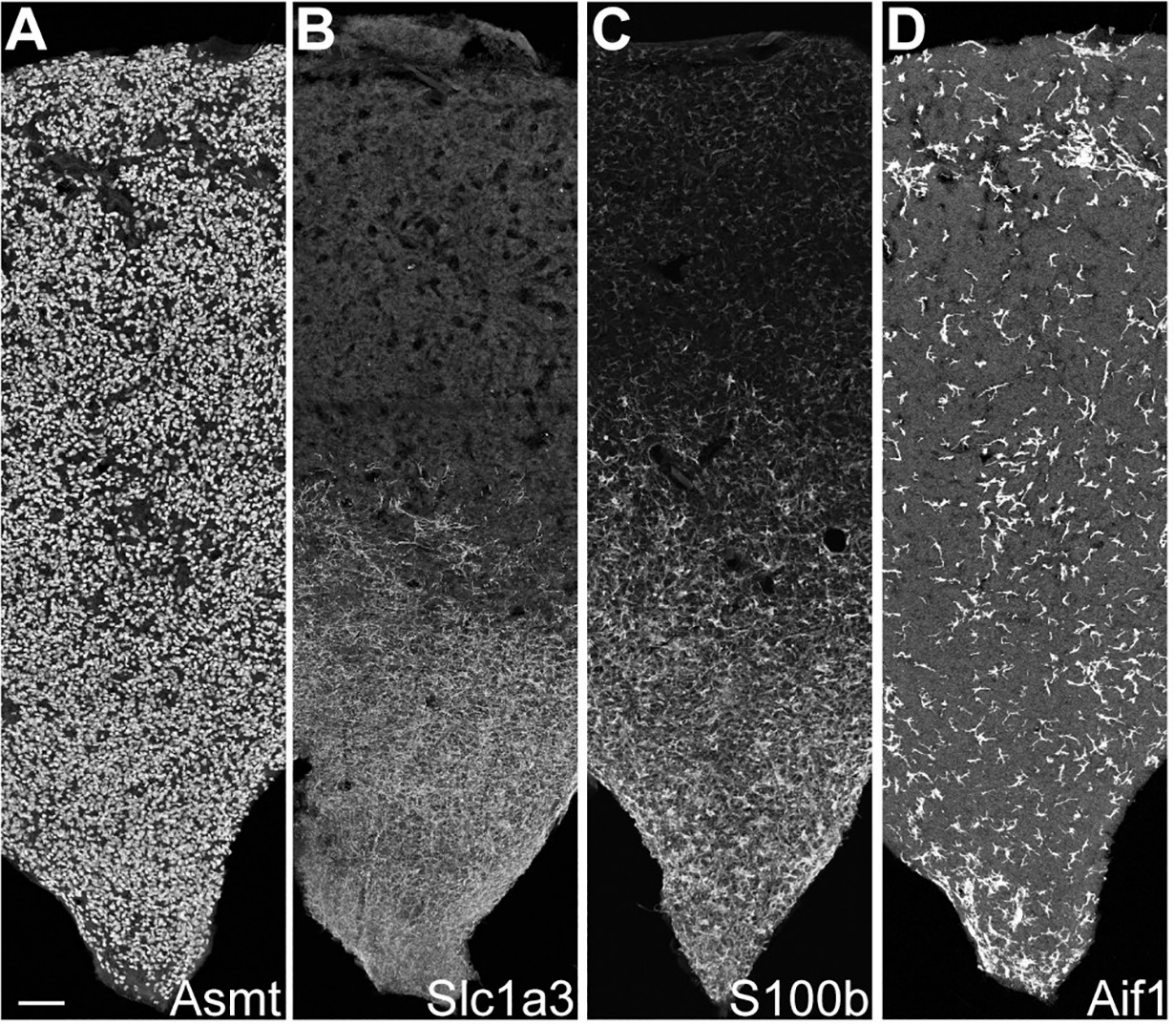
IHC reveals cell type-specific patterns of expression. Maximum intensity projections taken from IHC sections through the rat pineal gland midline with rostral stalk origin at the bottom. Images include the whole length and middle third of the width of the gland. Scale bar = 100 μm. (A) Asmt-positive pinealocytes are uniformly distributed. (B) Slc1a3-positive γ-astrocytes are most abundant in rostral region near the stalk. (C) S100b-positive cells are most abundant in the rostral region and appear elsewhere with distinctly lower density and expression strength. (D) Aif1-positive cells are unevenly distributed throughout pineal gland at low density. See S6 Fig for full images.

The most highly expressed pinealocyte markers (*Tph1*, *Asmt*, *Gngt1*, and *Gngt2*) were also detected uniformly at low levels in non-pinealocytes (S1 Fig). This is likely due to contamination by ambient mRNA from lysed pinealocytes. 

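In the day α-astrocytes Gngt1 was 3.63 ± 1.61 and Gngt2 2.26 ± 0.688 UMIs per 10000 (SD, n = 2 libraries). A Tph1 UMI was found in 92.8% of the α-astrocytes, whose median depth was 8946 UMIs in day 1 and 9129.5 in day 2, and Tph1 stood at 3.40 in α-microglia. Asmt was 0.327 ± 0.0794 in α-astrocytes, with a UMI in 27.2% of them. In microglia Gngt2 stood at 6.39 in the α and 6.87 in the β type.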

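The RNA outside cells was read from droplets with 10 to 100 UMIs that were not among the authors' cells, of which day 1 held 77303 and day 2 65780. Its share in a class was taken as the median, over 11 listed pinealocyte genes, of the gene's share of UMIs in the class divided by its share in these droplets. In α-astrocytes this was 3.24% ± 0.664 of the UMIs (SD, n = 4 day and night libraries), with a range of 2.30% to 3.77%. Droplets of 1 to 10 UMIs gave 4.62% and droplets of 100 to 300 UMIs gave 3.87%.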

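Measured over the 4 day and night libraries in the same way, the RNA of empty droplets made up 3.00% ± 0.679 (SD) of the UMIs of VLMCs, 3.28% ± 1.01 of microglia and 3.49% ± 0.555 of γ-astrocytes. β-Astrocytes had 4.19% ± 2.21, with the libraries between 2.27% and 7.38%. The means of the classes lay within the spread between libraries.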

We expect pinealocyte-derived ambient mRNA to introduce a relatively uniform and weak pinealocyte signature in nonpinealocytes because of the high proportion of pinealocytes in the preparation.

α- and β-Pinealocytes accounted for 5% and 95% of pinealocytes, respectively. 

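α-Pinealocytes were 5.05% ± 0.484 (SD, n = 2 libraries) of the day pinealocytes, and β-pinealocytes 94.95% ± 0.484. Ribosomal protein transcripts made up a median of 1.09% and 1.21% of the UMIs of an α-pinealocyte in day 1 and day 2, and 9.15% and 9.02% of those of a β-pinealocyte. Transcripts encoded in the mitochondria were a median of 44.7% and 44.2% in α- and 19.9% and 20.4% in β-pinealocytes. α-Pinealocytes also held fewer UMIs, at a median of 6415.5 and 5589 against 10870 and 9970.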

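In the day libraries 3937 of 11047 genes differed between α- and β-pinealocytes at an adjusted p under 0.05 (edgeR, library as block), 1608 higher and 2329 lower in the α type. Of 55 genes translated at the endoplasmic reticulum, listed before the data were examined like all gene lists here, 44 were higher and 4 lower (45 and 4 adjusted over the list alone), among them the lysosomal protease Ctsl at a log2 fold change of 2.35 ± 0.16 (standard error, adjusted p = 5.3e-49) and progranulin, Grn, at 2.16. Of 23 genes of endoplasmic reticulum stress 12 were higher and 4 lower, the same when adjusted over the list alone, with the chaperone Hspa5 at 2.31 ± 0.18 (adjusted p = 5.8e-36) and Pdia4 and Pdia6, which form disulphide bonds, at 1.75 and 1.63. Of 65 genes translated in the cytosol 19 were higher and 28 lower (19 and 29 adjusted over the list alone), with the actin-binding Tmsb4x at -3.27 ± 0.20 (adjusted p = 2.6e-58) and Tpt1 at -3.13. The largest increases in the α type were Ilvbl at 2.60, the fucosidase Fuca2 at 2.59, clusterin, Clu, at 2.58, and Retsat, Rrnad1, Abhd1, Renbp and the dopamine receptor Drd4 (2.28 ± 0.22). The largest decreases were Gng3 at -5.02 and Ggct, an enzyme of glutathione breakdown, at -4.27, followed by Lysmd4, Vamp8, Pdcl2, Snrpf and Lyrm2. Clu is among the genes by which α-pinealocyte clusters were named. A cell of the α type gave fewer genes than one of the β type at an equal UMI total. Thinned to 3000 UMIs, the median was 1091.5 and 1075 genes in the α type and 1317 and 1306 in the β type. In day 1 it was 1881.5 and 2927 before thinning. Left out were 6 and 2 shallower α- and 12 and 1 β-pinealocytes. Mitochondrially encoded transcripts take a larger share of the total in the α type, so fewer of its UMIs remain for other genes.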

Whereas these two cell types express an overlapping set of marker genes, comparison of their transcriptomes by differential expression analysis indicated distinct differences in expression of specific genes and sets of functional groups. 

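Asmt stood at 30.7 ± 3.72 UMIs per 10000 in α-pinealocytes and 8.97 ± 0.570 in β-pinealocytes of the day libraries (SD, n = 2), a ratio of 3.43 ± 0.197. Its log2 fold change was 1.73 ± 0.18 (standard error, adjusted p = 4.2e-20, edgeR). Other genes of melatonin synthesis went both ways. Of the 8 listed, 2 were higher and 3 lower (2 and 4 adjusted over the list alone), with Ddc, which decarboxylates 5-hydroxytryptophan, at 0.49 ± 0.16, and Pts and Qdpr, which make and recycle the cofactor of Tph1, at -2.37 ± 0.31 and -0.66 ± 0.18. At night the ratio of Asmt was 2.07, from 37.6 UMIs per 10000 in α- and 18.1 in β-pinealocytes.

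**Figure D1:**
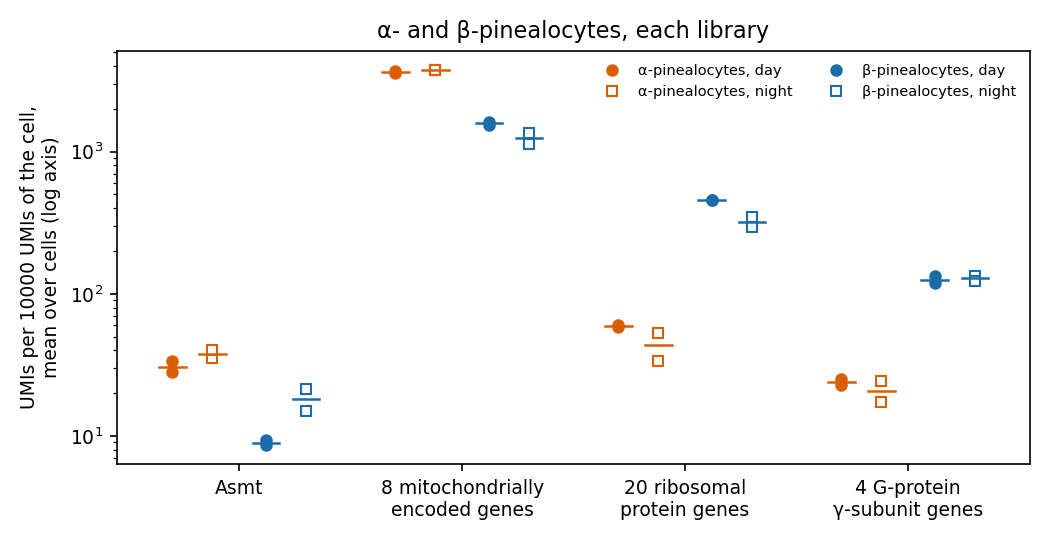
Mean level in α-pinealocytes (orange) and β-pinealocytes (blue) of Asmt and of 3 groups of genes summed per cell, in UMIs per 10000 UMIs of the cell on a log axis. Each point is 1 library, filled for day and open for night, and each bar the mean of 2 libraries. In every library Asmt and the 8 mitochondrially encoded genes lie higher, and the 20 ribosomal protein genes and 4 G-protein γ-subunit genes lower, in α-pinealocytes. The 8 were chosen as at least 2-fold higher in the α type by day, and the 20 for their largest effect.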

The most prominent differentiating genes as ranked by effect size included *Asmt*, genes involved in mitochondrial oxidative phosphorylation (OxPhos), ribosomal genes, and G-protein γ-subunits (Fig 3, S1, S3 and S4 Figs). α-Pinealocytes had 3.4-fold greater average expression of *Asmt* (Fig 3B), consistent with previous IHC evidence of marked cell-to-cell differences in Asmt protein[8]. 

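The paper pooled 8 differentially expressed mitochondrial genes of oxidative phosphorylation. Here the 8 at least 2-fold higher in α-pinealocytes by day were pooled, Mt-nd1, Mt-nd2, Mt-co2, Mt-atp6, Mt-cox3, Mt-nd3, Mt-nd5 and Mt-cyb. Together they took 3651 ± 78.6 UMIs per 10000 in α-pinealocytes and 1586 ± 48.8 in β-pinealocytes (SD, n = 2 day libraries), a ratio of 2.30 ± 0.0214. That these stand higher follows in part from the choice. All 13 mitochondrially encoded genes, taken without this choice, gave a ratio of 2.18 ± 0.0253. Of 13 genes that the mitochondria encode, 12 were higher in the α type and none lower, also when adjusted over the list alone, with Mt-cox3 at a log2 fold change of 1.31 ± 0.23 (standard error, adjusted p = 1.5e-07, edgeR) and Mt-nd3 at 1.24. The calls depend on the libraries. Without day 1 Mt-atp6 was 1.25 (adjusted p = 0.0581), and without day 2 Mt-cox3, Mt-atp6, Mt-cyb, Mt-co2 and Mt-nd1 kept log2 fold changes of 1.22, 1.14, 1.12, 1.25 and 1.16 but had adjusted p from 0.0967 to 0.162. The nuclear genes of the same complexes went the other way. Of 78, 9 were higher and 61 lower, also when adjusted over the list alone, with a median of -1.52, among them Atp5e at -2.94 ± 0.19, Ndufc1 at -2.84 and Atp5i at -2.70. Ribosomal protein genes were lower: 77 of 84 fell below β-pinealocytes and none was above (78 and 0 adjusted over the list alone), with Rps20 at -3.62 ± 0.20, Rpl12 at -3.57 and Rps12 at -3.46. The 20 ribosomal protein genes of largest effect summed to 59.3 ± 1.42 in the α and 457 ± 4.36 in the β type, a ratio of β to α of 7.71 ± 0.111, and all ribosomal protein genes gave 6.71. With ribosomal and mitochondrial UMIs left out of each cell's total, the ratio of mitochondrial genes was 3.16 and that of the 20 ribosomal protein genes 6.11.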

Transcript counts from subsets of the mitochondrial OxPhos and ribosomal protein transcriptomes were respectively pooled for analysis (S5 Fig). α-Pinealocytes had a 2.3-fold greater average expression of the eight differentially expressed OxPhos genes, and 8.2-fold lower average expression of the top 20 ranked differentially expressed ribosomal genes. Additionally, α-pinealocytes had 5.4-fold lower average expression of G-protein γ-subunits *Gngt1*, *Gngt2*, *Gngt10*, and *Gng13* than α-pinealocytes (Fig 3B, S4 Fig).

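The transcripts of Gngt1, Gngt2, Gng10 and Gng13 summed to 23.8 ± 1.53 UMIs per 10000 in day α-pinealocytes and 125.9 ± 9.13 in β-pinealocytes (SD, n = 2 libraries), a ratio of β to α of 5.28 ± 0.044. Each was lower in the α type. The log2 fold changes were -2.68 ± 0.19 for Gngt2 (standard error, adjusted p = 8.2e-42, edgeR), -2.59 for Gng10, -2.46 for Gng13 and -2.08 ± 0.19 for Gngt1 (adjusted p = 3.7e-25). At night the ratio was 6.21, and with ribosomal and mitochondrial UMIs left out of the total it was 4.10 by day. After subtraction of ambient RNA it was 8.82, with 6.58 in day 1 and 12.95 in day 2. Crx, which drives photoreceptor genes, was also lower in α-pinealocytes, at -1.71 ± 0.18 (adjusted p = 2.1e-20), while of the 26 listed genes of phototransduction or shared with the retina 7 were higher and 8 lower (8 and 8 adjusted over the list alone).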

**Fig 3:**
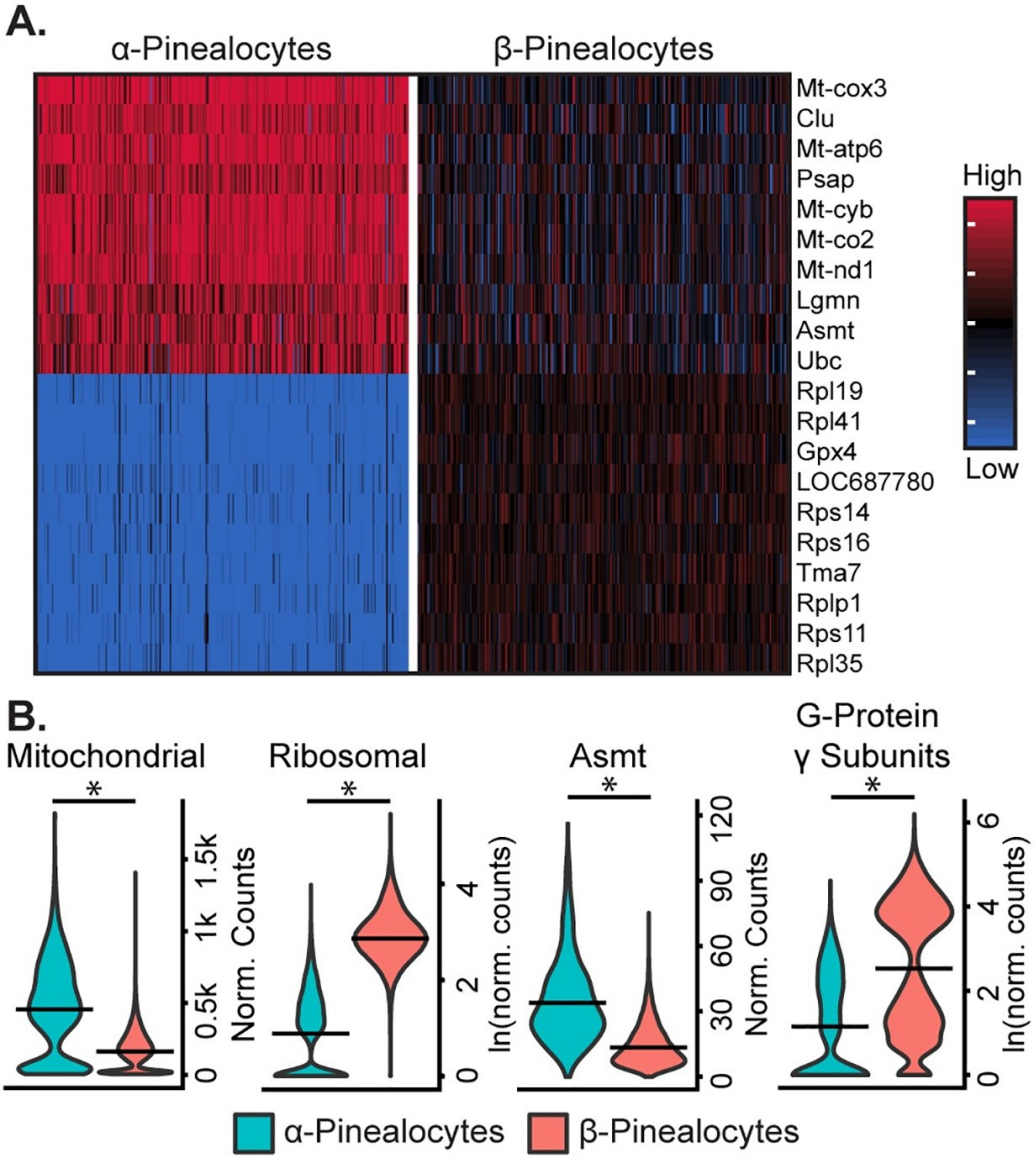
scRNA-seq reveals two transcriptionally distinct pinealocyte populations. (A) Heatmap of expression values for top 10 most differential expressed genes (by effect size) for α- and β-pinealocytes. Expression values are Z-scores of counts calculated between all cells of the two cell types. Each column represents one cell; random samples of 250 cells per cell type are shown. (B) Violin plots showing expression distribution differences between two pinealocyte subtypes for three functional groups and one gene, *Asmt*. Y-Axis is either normalized counts or natural log (ln) of normalized counts. Horizontal lines represent the mean. (*) indicates p<0.001, Wilcoxon rank sum test. All cells from each subtype are included (α-pinealocyte, n = 275; β-pinealocyte, n = 4,822). Mitochondrial group includes differentially expressed mitochondrial OxPhos genes (p<0.05, fold change ≥2.0), ribosomal group includes top 20 most differential ribosomal genes by effect size (p<0.05, fold change ≥2.0), G-protein γ-subunits include *Gngt1*, *Gngt2*, *Gng10*, and *Gng13* (see S5 Fig for individual genes).

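Astrocytes were 7.09% ± 0.286 (SD, n = 2 libraries) of the day cells. Aldh1a1 stood at 5.15 ± 0.185 UMIs per 10000 in α-, 3.90 ± 3.10 in β- and 1.06 in γ-astrocytes. Tnfrsf21, a death receptor of the tumour necrosis factor family, was 5.79, 1.90 and 6.51, and was higher in astrocytes than in the other classes by a log2 fold change of 5.80 ± 0.15 (standard error, adjusted p = 4.7e-25, edgeR over the day and night libraries).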

Astrocytes accounted for 7% of profiled cells (S1 Table) and were identified based on expression of glial markers including *Aldh1a1*, *S100b*, and *Tnfrsf21* (Fig 1C, S1 Fig)[14–16]. These cells also had high expression of *Penk*, *Apoe*, and *Esm1* (Fig 1C, S1 Fig). α-, β-, and γ-Astrocytes accounted for 85%, 7%, and 8% of astrocytes, respectively. 

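Apoe, the apolipoprotein that glia release, was the most abundant of the 3 in α-astrocytes, at 749 ± 71.7 UMIs per 10000 (SD, n = 2 day libraries), with 543 ± 45.2 in γ- and 29.6 ± 15.7 in β-astrocytes. Penk, the precursor of enkephalins, was 41.1 ± 4.06 in α-, 40.1 in γ- and 7.28 in β-astrocytes. Esm1, a secreted proteoglycan, was 73.1 ± 4.05 in β-, 33.6 ± 4.28 in α- and 13.2 ± 6.87 in γ-astrocytes. Against all other classes the log2 fold changes were 7.63 ± 0.19 for Penk, 7.18 ± 0.16 for Esm1 and 4.35 ± 0.15 for Apoe (standard error, adjusted p = 1.4e-25, 7.9e-27 and 4.0e-22, edgeR). α-, β- and γ-Astrocytes were 87.1% ± 1.21, 6.48% ± 0.269 and 6.38% ± 1.48 of the astrocytes.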

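Compared with the other astrocytes over the 4 day and night libraries, 469 genes were higher and 95 lower in α-astrocytes, 447 and 576 in β-astrocytes and 605 and 563 in γ-astrocytes (edgeR, adjusted p under 0.05, library as block). In α-astrocytes Gad2, a glutamate decarboxylase that makes GABA, was higher by a log2 fold change of 7.59 ± 0.68 (standard error, adjusted p = 1.8e-08), Sparcl1 by 2.06 ± 0.22, Mdfic by 1.97 ± 0.25, the matrix protein gene Efemp1 by 1.88 ± 0.18 and Oat, which makes glutamate from ornithine, by 1.42 ± 0.13. In β-astrocytes the organic anion transporter Slc22a8 was higher by 9.49 ± 0.59 (adjusted p = 1.1e-11), the homeobox gene Shox2 by 9.90 ± 0.87, Mlf1 by 3.48 ± 0.26 and galectin-1, Lgals1, by 1.72 ± 0.17. In γ-astrocytes Nkain4 was higher by 9.81 ± 0.42 (adjusted p = 1.7e-16), the water channel Aqp4 by 10.49 ± 0.44, the glutamate transporter Slc1a3 by 4.32 ± 0.23, the proteoglycan Bcan by 10.55 ± 0.42 and the intermediate filament gene Gfap by 9.27 ± 0.70. The subtypes were named by these genes, so the enrichment is in part built in. β- and γ-Astrocytes held 11 to 24 cells in each of the 4 libraries.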

Differential expression analysis revealed that α-astrocytes exhibited higher expression of *Sparcl1*, *Mdfic*, *Efemp1*, *Oat*, and *Gad2* as compared to the other astrocytes. β-Astrocytes exhibited higher expression of *Slc22a8*, *Shox2*, *Lgals1*, and *Mlf1*. γ-Astrocytes exhibited higher expression of *S100b*, *Nkain4*, *Aqp4*, *Slc1a3*, *Bcan*, and *Gfap* (Fig 4, S1 Fig). IHC detection of Slc1a3-positive cells indicated that γ-astrocytes were generally limited in distribution to the rostral region of the gland close to the pineal stalk (Fig 2B, Panel B of S6 Fig). 

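S100b stood at 66.2 ± 27.4 UMIs per 10000 in γ-astrocytes, 6.79 ± 1.39 in α-astrocytes and 0.945 ± 1.02 in β-astrocytes (SD, n = 2 day libraries). It was higher in γ- than in the other astrocytes by a log2 fold change of 4.43 ± 0.20 (standard error, adjusted p = 6.8e-17, edgeR over day and night). The day libraries held 25 γ- and 26 β-astrocytes, with the 2 libraries of β-astrocytes differing by more than their mean. Gfap was 2.80 ± 1.64 in γ- and 0.0419 in α-astrocytes.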

Gfap protein was also exclusively detected in the same region(Panel C of S6 and S7 Figs), consistent with previous observations [30–32]. scRNA-seq indicated that *S100b* was expressed in all astrocyte subtypes, but most strongly in γ-astrocytes (Fig 4, S1 Fig). IHC detection of S100b-postive cells indicated that astrocytes are dispersed throughout the gland, though higher expression is detected in the rostral region, consistent with the higher expression *S100b* exhibited by γ-astrocytes (Fig 2C, Panel D of S6 and S7 Figs).

**Fig 4:**
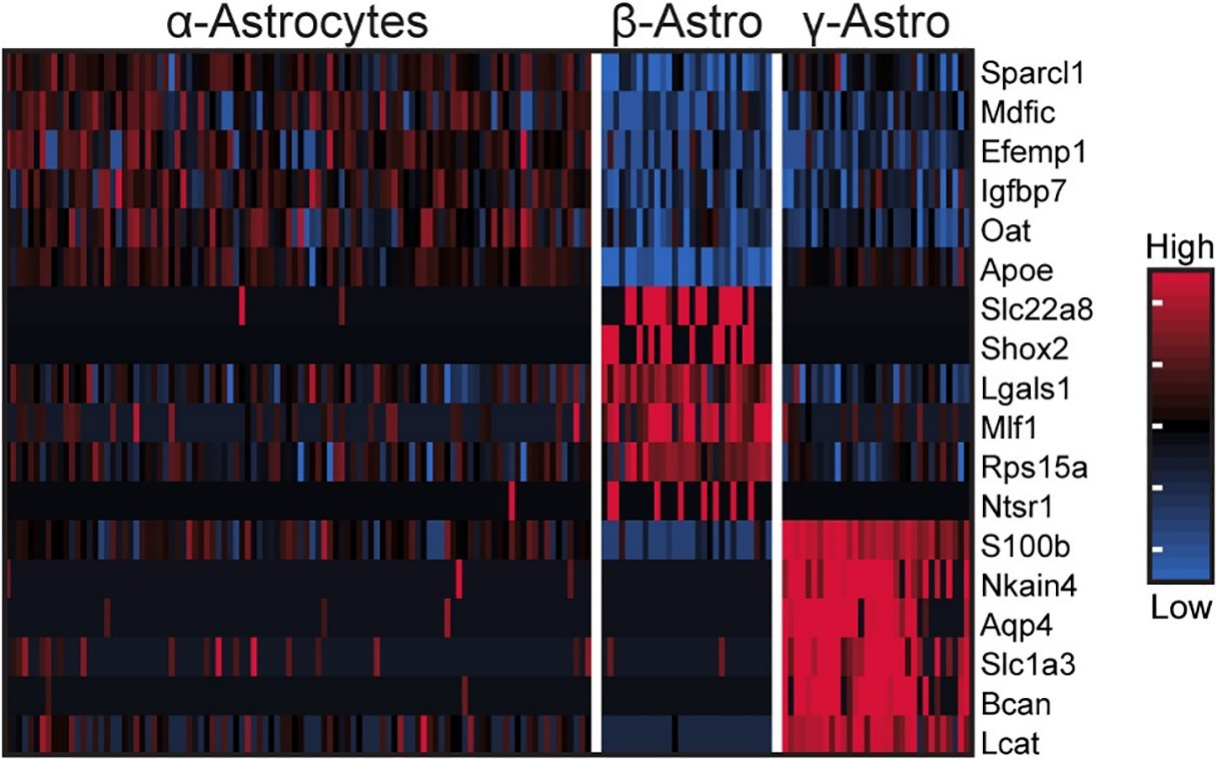
scRNA-seq reveals three transcriptionally distinct astrocyte populations. Heatmap of expression values for top 6 most differential expressed genes (by effect size) for α-, β-, and γ-astrocytes. Expression values are Z-scores of counts calculated between all cells of the three cell types. Each column represents one cell; random sample of 100 cells from α-astrocytes are shown; all β- and γ-astrocytes are shown. See also S1 Fig.

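Microglia were 1.129% ± 0.00533 (SD, n = 2 libraries) of the day cells. Lyz2 stood at 210.0 ± 12.4 UMIs per 10000 in α-microglia and 39.4 ± 42.9 in β-microglia, where the libraries differed widely, and Aif1 at 47.0 and 11.4.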

Microglia accounted for 1% of profiled cells (S1 Table) and were identified by expression of *Aif1* and *Lyz2* (Fig 1C, S8 Fig)[14–16]. IHC detection of Aif1-positive cells indicated that microglia were distributed throughout the gland (Fig 2D, Panel E of S6 Fig). α- and β-Microglia accounted for 64% and 36% of microglia, respectively. They were differentiated based on the expression of genes linked to immune function: α-Microglia were enriched with complement subcomponents *C1qa*, *C1qb*, and *C1qc*, whereas β-microglia were enriched with MHC Class II genes *RT1-Da*, *RT1-Db1*, and *RT1-Ba* (S8 Fig).

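α-Microglia were 68.5% ± 2.55 and β-microglia 31.5% ± 2.55 (SD, n = 2 libraries) of the day microglia, 44 and 20 cells. C1qa, C1qb and C1qc, the chains of the first complement component, stood at 96.6 ± 15.3, 89.5 and 62.6 UMIs per 10000 in α-microglia and at 1.02, 0.525 and 0.775 in β-microglia. The MHC class II genes RT1-Da, RT1-Db1 and RT1-Ba, which present antigen, were 156 ± 30.2, 108 ± 18.3 and 85.7 ± 13.3 in β-microglia and 5.62, 4.13 and 2.87 in α-microglia. With 9 β-microglia in day 1 no test was run between the types. C1q and class II genes were among the genes used to name them.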

Vascular cells, including endothelial cells and vascular and leptomeningeal cells (VLMCs) comprised the remaining profiled cells. VLMCs accounted for 2% of profiled cells, identified by expression markers *Lum*, *Dcn*, *Col1a1*, and *Gjb2* (Fig 1C, S9 Fig)[33]. These cells also exhibited high expression of *Cdh11* (S9 and S10 Figs). 

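VLMCs were 1.95% ± 0.402 (SD, n = 2 libraries) of the day cells, 113 in all. Dcn stood at 52.6 ± 3.12 UMIs per 10000, the collagen gene Col1a1 at 34.0 ± 5.07, Lum at 10.1 ± 1.61 and the gap junction gene Gjb2 at 3.05 ± 0.526, against 1.40 for Col1a1 in α-astrocytes. Over the day and night libraries Col1a1 was higher in VLMCs than in other classes by a log2 fold change of 9.66 ± 0.21 and Gjb2 by 10.47 ± 0.25 (standard error, adjusted p = 2.5e-27 and 6.2e-23, edgeR).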

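Cdh11, a cadherin of mesenchymal cells, was 8.75 ± 1.03 UMIs per 10000 in day VLMCs and 1.42 ± 0.0418 in α-astrocytes (SD, n = 2 libraries). It was higher in VLMCs than in the other classes by a log2 fold change of 4.76 ± 0.24 (standard error, adjusted p = 1.1e-17, edgeR).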

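Endothelial cells were 6 of the day cells, 0.114% ± 0.0746 (SD, n = 2 libraries). Vwf, the von Willebrand factor, stood at 38.8 ± 7.76 UMIs per 10000, the sialomucin Emcn at 23.3 ± 8.27, the junction protein Esam at 5.45 ± 3.24 and VE-cadherin, Cdh5, at 4.74 ± 0.504. In VLMCs Emcn was 0.362.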

Endothelial cells accounted for 0.1% of profiled cells and were identified by expression of *Vwf*, *Esam*, *Cdh5/VE-cadherin*, and *Ecmn* (Fig 1C, S9 and S10 Figs)[14–18].

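Levels of some granins and ephrin receptors are given by class for the day libraries, and tests for α- against β-pinealocytes only. In γ-astrocytes the granins Scg2 and Scg3, proteins of secretory granules, were 4.68 and 2.63 UMIs per 10000 (means of 2 libraries). The ephrin receptor Epha4 was 0.476 in β-pinealocytes and 0.584 in VLMCs, and Epha5 0.102 and 0.0603 in α- and β-pinealocytes. In the lists compared between α- and β-pinealocytes, the 15 enzymes of cyclic nucleotides had 2 higher in the α type and none lower, also when adjusted over the list alone (Pde6c 0.75 and Adcy2 0.51 on the log2 scale, edgeR), and the 6 catecholamine and cholinergic receptors had 2 higher, Drd4 and Chrna3 (1.14), and none lower. Of 5 cadherin and gap junction genes Cdh2 was higher (0.62). Of 11 genes of GABA and glutamate 1 was higher and 1 lower, and of 8 lipoxygenase and phospholipase genes 3 and 3. None of 4 tumour necrosis factor, 8 ephrin or 2 aquaporin genes passed the adjusted test there.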

Examination of the expression patterns of gene families and functionally related genes revealed cell-specific expression patterns for catecholamine and cholinergic receptors (S2 Fig), glutamate and GABA signaling (S11 and S21 Figs), purinergic receptors (S12 Fig), G-protein subunits (S4 Fig), cadherins and gap junction elements (S10 Fig), calcium channel subunits (S13 Fig), potassium channel subunits (S14 Fig), cyclic AMP signaling proteins (S15 Fig), Tnfa signaling proteins (S18 Fig), ephrin signaling elements (S17 Fig), circadian clock elements (S22 Fig), lipoxygenases and phospholipases (S23 Fig), aquaporins(S20 Fig), secretion-related proteins (S16 Fig) and transcription factors (S18 Fig).

### ScRNA-seq reveals day/night changes in pineal cell transcriptomes

To examine expression differences between day and night in specific pineal cell types, scRNA-seq profiles of 7,940 pineal gland cells from rats sacrificed at night (ZT1800) were generated and compared to profiles of the daytime cells characterized above. 

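Night libraries were made in the same way as the day libraries, from 2 pools of glands (2 males and 2 females each) of rats killed at 18 h, 6 h after lights off. The deposited night files hold 4193 cells of night 1 and 3747 of night 2, with 41151106 and 42609412 UMIs in them and a median of 9536 and 10712 UMIs per cell. For each cell type the UMIs of its cells were summed per library and the 2 night sums were compared with the 2 day sums by edgeR's quasi-likelihood test, after TMM scaling and edgeR's filter on low counts, so that the spread between pools and not between cells sets the error. The sums held 22734005 to 39945261 UMIs per library for β-pinealocytes, 709858 to 1377662 for α-pinealocytes, 913807 to 2089072 for α-astrocytes, 380354 to 933830 for VLMCs and 210341 to 264605 for microglia. β- and γ-Astrocytes had 84833 to 161590 and 143827 to 261121. α- and β-Microglia were taken together because day 1 held 9 β-microglia, and endothelial cells were too few to test. On simulated counts with these sums and their spread, a change of 1 on the log2 scale was found in 72.7% of the changed genes in β-pinealocytes, 64.5% in α-pinealocytes, 60.0% in α-astrocytes, 50.5% in microglia, 42.7% in VLMCs, 33.3% in γ-astrocytes and 33.0% in β-astrocytes, and a change of 2 in at least 92.2% in each. With 2 libraries per time an exact permutation test cannot give a p under 0.333, so the tests rest on the spread that edgeR shares between genes.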

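At night pinealocytes were 91.67% ± 2.79 (SD, n = 2 libraries) of the cells, and α-pinealocytes 5.75% ± 1.80 of the pinealocytes. Astrocytes were 4.86% ± 1.252 of the cells, of which the α, β and γ types made up 75.7% ± 7.38, 11.5% ± 2.74 and 12.8% ± 4.64. VLMCs were 2.07% ± 1.23, microglia 1.069% ± 0.0398 and endothelial cells 0.234% ± 0.142 of the cells, 19 endothelial cells in all. T or NK cells were 8. α- and β-Microglia were 55.4% ± 1.46 and 44.6% ± 1.46 of the microglia, against 68.5% ± 2.55 and 31.5% ± 2.55 by day. The night pools differed from each other by more than the day pools in most of these shares.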

Clustering analysis of the night cells yielded the same cell types and proportions found in the day cell population (S1 Table, S24 Fig). The number of significantly differentially expressed genes between day and night varied considerably among cell types (Fig 5). 

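β-Pinealocytes changed most between day and night. At an adjusted p under 0.05 (edgeR) 4308 of 11791 genes differed in them, 2205 higher and 2103 lower at night. α-Pinealocytes had 929 of 6173, 565 higher and 364 lower, α-astrocytes 274 of 8010, 132 higher and 142 lower, and microglia 53 of 2797, 33 higher and 20 lower, but 2 higher and 20 lower by the study's criteria over cells. β-Astrocytes had 14 of 1896, VLMCs 5 of 5562 and γ-astrocytes 0 of 2867 (391 at an unadjusted p under 0.05, and 0 by DESeq2). With 1 library left out these 3 counts lay between 67 and 129, 26 and 100, and 24 and 112. Both night libraries lay above or both lay below the day libraries, which happens for 33.3% of genes when the 4 libraries are ordered at random, in 72.6% of the genes in β-pinealocytes, 54.4% in α-pinealocytes, 49.1% in α-astrocytes, 47.4% in β-astrocytes, 44.5% in microglia, 44.3% in γ-astrocytes and 40.7% in VLMCs. β-Pinealocytes also held the most UMIs, so the counts of genes are not measures of biology alone. The microglia mixed α and β types in shares that differed between day and night, and the effect of this mix on their count was not tested. Counted by DESeq2, α-pinealocytes had 360 such genes and α-astrocytes 144, and without night 1 β-pinealocytes had 6385, against 2284 without day 1. The paper counts differentially expressed genes in each cell type and states from these counts that the degree of day/night change differs among cell types and is greatest in pinealocytes.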

Pinealocytes exhibited the greatest degree of differential expression, with 359 genes upregulated at night and 195 genes upregulated during the day. 

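In β-pinealocytes the genes of the nocturnal cyclic AMP response rose together. Of 23 genes listed for it, 20 were higher at night and none was lower (21 and 0 adjusted over the list alone, edgeR), with a median log2 fold change of 2.22. Slc15a1, a peptide transporter, rose by 8.12 ± 0.25 (standard error, adjusted p = 1.7e-06). It lies on chromosome 15 of Rnor6.0, from 106800081 to 106844426. Of 8 genes of melatonin synthesis 4 were higher and none lower, also when adjusted over the list alone, with Asmt at 1.02 ± 0.17 (adjusted p = 0.0028), while Tph1 was -0.26 (adjusted p = 0.11). Mat2a, which makes the methyl donor of Asmt, rose by 1.90 ± 0.14 (3 of the 14 genes of the methionine cycle were higher and 1, Bhmt, was lower, by -1.35, also when adjusted over the list alone). Of 23 genes of endoplasmic reticulum stress 16 were higher and 1 lower (17 and 1 adjusted over the list alone), led by Hspa5 at 2.87 ± 0.16 (adjusted p = 1.4e-05), the transcription factor Xbp1 at 2.62 and Ddit3 at 1.81. Glucocorticoid-responsive genes were higher in 7 of 11 and lower in 1 (7 and 2 adjusted over the list alone), with the metallothioneins Mt2A and Mt1 at 4.34 ± 0.19 and 3.34, Fkbp5 at 2.40 and the kinase Sgk1 at -1.79. Ribosomal protein genes were lower in 57 of 86 and higher in 1 (64 and 2 adjusted over the list alone), with a median of -0.49, and of 13 mitochondrially encoded genes 7 were lower and none higher (10 and 0 adjusted over the list alone), with Mt-nd3 at -0.98. The largest other increases were Tinagl1 (7.72), Nap1l5 (6.12), Cyp2s1 (5.06), Fndc4, Lrrc73 and Lmo1, and the largest decreases Hs3st2, a heparan sulfotransferase (-4.14 ± 0.15, adjusted p = 2.3e-06), Ptpn21 (-3.90), Ndrg1 (-3.01), Ccl9, Htra4, Gucy1a3, Zdhhc22, Rgs20, Cdh11 and Tle1.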

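Receptor and signalling genes changed in both directions in β-pinealocytes. Of 16 enzymes of cyclic nucleotides 7 were higher and 2 lower at night (9 and 3 adjusted over the list alone, edgeR), with the phosphodiesterases Pde4b at a log2 fold change of 2.74 and Pde8b at 2.49 and the cyclase Adcy1 at -2.25. Of 12 genes of GABA and glutamate 3 were higher and 5 lower (4 and 5 adjusted over the list alone), with the receptor subunit Gria2 at -2.55. Of 7 catecholamine and cholinergic receptors 3 were higher and 1 lower, also when adjusted over the list alone, with Adra1b at 0.88 and Chrnb4 at -0.80. Of 9 ephrin genes 2 were higher and 3 lower (2 and 4 adjusted over the list alone), with Ephb3 at 3.00 and Efnb2 at -1.61, and of 5 cadherin and gap junction genes 1 was higher and 2 were lower (1 and 3 adjusted over the list alone). The phospholipase Pla2g4a fell by 2.21 on the log2 scale and the lipoxygenase-activating protein Alox5ap rose by 1.80, among 8 genes of which 3 were higher and 3 lower (4 and 3 adjusted over the list alone). The water channel Aqp1 rose by 2.54, and the thyroid hormone receptor Thrb by 1.56. Of 20 genes of collagen and matrix 2 were higher and 5 lower, also when adjusted over the list alone, with Timp3 at 1.64 and Col15a1 at -2.15. Of 21 genes of glutathione 6 were higher and 1 lower, also when adjusted over the list alone, with Gstt3 at 1.36 and Gsta1 at 1.33. Of 26 genes of phototransduction 9 were higher and 8 lower (11 and 8 adjusted over the list alone), with Sag at 1.43 ± 0.11 and the rod transducin Gnat1 at -1.35. Heat shock genes were higher in 8 of 13 and lower in none (9 and 1 adjusted over the list alone), with Dnajb1 at 1.93, and 18 immediate early genes, which dissociation of the tissue can also raise, were higher in 7 and lower in 3 (8 and 3 adjusted over the list alone), with Dusp1 at 1.14. Of 5 tumour necrosis factor genes only Tnfrsf12a passed, at 0.53, and none did when adjusted over the list alone. Nuclear genes of oxidative phosphorylation were higher in 20 of 79 and lower in 9, also when adjusted over the list alone, and of the 11 pinealocyte genes used to trace ambient RNA 5 were higher and 2 lower (7 and 2 adjusted over the list alone).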

Differentially expressed genes included *Aanat*, *Crem*, *Drd4*, *Pde10a*, and others previously established to exhibit day/night differential expression [2]. β-Pinealocytes had 1.5-fold more differentially expressed genes overall than α-pinealocytes, although there was considerable overlap, as 173 and 58 of the same genes were upregulated in both pinealocyte populations during night and day, respectively (Fig 5C). 

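Aanat, the acetyltransferase that sets the nightly rate of melatonin synthesis, rose by a log2 fold change of 6.56 ± 0.16 (standard error, adjusted p = 6.6e-07) in β-pinealocytes and by 6.62 ± 0.29 (adjusted p = 2.4e-66) in α-pinealocytes (edgeR). It lies on chromosome 10 of Rnor6.0, from 105568091 to 105572403. Crem, which encodes repressors of cyclic AMP-driven transcription, rose by 4.29 ± 0.13 and 4.29 ± 0.26 in the β and α type, the dopamine receptor Drd4 by 4.04 ± 0.25 and 3.17 ± 0.25, and the phosphodiesterase Pde10a by 3.91 ± 0.14 and 3.80 ± 0.35. In α-pinealocytes 18 of 19 genes of the cyclic AMP response were higher and none lower, also when adjusted over the list alone, with Slc15a1 at 6.24 ± 0.34, the copper transporter Atp7b at 3.99 and Ptch1 at 3.81. Of 8 glucocorticoid-responsive genes 5 were higher and 1 lower (6 and 1 adjusted over the list alone), with Mt2A at 4.07 and Sgk1 at -2.02, and of 19 genes of endoplasmic reticulum stress 3 were higher and none lower, also when adjusted over the list alone, with Hspa5 at 2.62. Ribosomal protein genes were lower in 13 of 72 and higher in none (15 and 0 adjusted over the list alone). Of 8 genes of melatonin synthesis 2 were higher and none lower (3 and 1 adjusted over the list alone), and of 13 genes that the mitochondria encode none was higher and 1 lower, also when adjusted over the list alone. Other large changes in α-pinealocytes were increases of Fcer1a, a subunit of the IgE receptor (4.99), Lmo1 (4.85), Dclk3, Cyp2s1 and Kank3 and decreases of Hs3st2 (-3.94 ± 0.32), Ccl9 (-3.48), Abcd2, Pla2g4a (-3.13) and Tle1. Tinagl1 and the interferon-induced Mx2 had 0 UMIs in both day libraries of α-pinealocytes and 67 to 89 and 21 to 26 UMIs at night. Of the night-higher genes 517 were called in both pinealocyte types, of a union of 2253. Independent lists, counted over the 6173 genes tested in both types, would share 141.3. Of the night-lower genes 235 of 2232 were called in both, against 61.0. Both types come from the same pools, which can add to the overlap.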

Among non-pinealocytes, α-astrocytes had the greatest degree of differential expression, with 37 genes increasing at night and 50 increasing during the day. 

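Gsta1, a glutathione transferase, rose at night by a log2 fold change of 1.69 ± 0.14 (standard error, adjusted p = 8.7e-05, edgeR), while Gpx3, a secreted glutathione peroxidase, was lower at -3.29 ± 0.32 (adjusted p = 4.4e-04). Of 20 genes of glutathione 2 were higher and 1 lower (3 and 1 adjusted over the list alone). Of 20 genes of collagen and matrix none was higher and 6 were lower (1 and 8 adjusted over the list alone), with Col1a1 at -1.43 ± 0.21 (adjusted p = 0.0042), Col5a3 at -1.39, the crosslinking enzyme Lox at -1.33 and Col15a1 at -1.26. Glucocorticoid-responsive genes went both ways (3 of 11 higher and 1 lower, 4 and 1 adjusted over the list alone), with the sulfotransferase Sult1a1 at 1.95, Tsc22d3 at 1.64 and Mt2A at -1.38. Of 12 heat shock genes 5 were higher (9 adjusted over the list alone) and of 22 genes of endoplasmic reticulum stress 6 (8 adjusted over the list alone), with Hspa1b at 1.30 and Herpud1 at 1.46, and none of either was lower. Ribosomal protein genes were lower in 18 of 75 and higher in none (37 and 0 adjusted over the list alone). Among the largest changes were increases of Fcer1a (5.08), Ribc2, Cd24 and the cytokine receptor subunit Cntfr (2.24) and decreases of Efnb1, an ephrin (-2.10), Igfbp2, Sdc3, Kcna2, Foxs1 and Serinc5. The interferon-induced Mx1, Mx2 and Cxcl10 were higher by 2.52, 2.30 and 2.46, but without night 1 they were 1.33, 0.875 and 0.673 and none was called, nor were Ribc2, Cd24, Fam111a or Tubb2b. Pinealocyte genes were among the called ones, such as the transporter Slc17a6 (2.80) and Drd4 (4.28).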

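Of 11 heat shock genes in microglia, 6 were higher at night and none lower (8 and 0 adjusted over the list alone, edgeR), with Bag3 at a log2 fold change of 2.40 ± 0.50 (standard error, adjusted p = 0.033) and Hspb1 at 2.04. Of 11 genes of the cyclic AMP response 4 were higher (5 adjusted over the list alone), among them the nuclear receptors Nr4a1 at 1.59 and Nr4a2 at 1.45. Transcripts abundant in pinealocytes rose too, Aanat by 5.48 and Crem by 1.14, and after the RNA of empty droplets was subtracted Crem was 0.70 (adjusted p = 0.229). The chemokine Cxcl1 was 3.96 ± 0.56 (adjusted p = 0.0047), and Stmn1, Slamf7, Dnase1l3 and Lyve1 were also higher. Of the interferon-induced genes, Ifit2 was lower at -3.28 ± 0.58 (adjusted p = 0.015) and Cxcl10 at -3.27 ± 0.49 (adjusted p = 0.0064), as were Phactr1, St3gal5, Sirpa and Grxcr1. Without night 1 the calls of Hspb1, Ifit2, Slamf7, Dnase1l3 and Lyve1 were lost, at log2 fold changes of 1.36, -3.01, 2.62, 2.43 and 2.26. Without night 2 that of Bag3 was lost, at 2.00. By DESeq2 Cxcl1, Stmn1 and Cxcl10 had adjusted p of 0.519, 0.314 and 0.0819, at log2 fold changes of 4.14, 2.84 and -3.23. Of 24 microglial genes looked at in this way 1 kept its call in each alternative. The β type made up 31.5% of the microglia by day and 44.6% at night. A shift in makeup and a change within the cells were therefore not told apart. In β-astrocytes Gsta1 rose by 3.73 ± 0.27 (adjusted p = 4.0e-04), from 417 ± 23.7 to 5521 ± 1147 CPM (SD, n = 2), and Gstm1 and Gstp1 by 2.76 and 2.09, so that 3 of 9 genes of glutathione were higher and none lower (4 and 0 adjusted over the list alone). The retinol carrier Rbp4 rose by 1.57, the sulfotransferase Sult1a1 by 2.11 and the monoamine oxidase Maob by 1.84, while the signalling regulator Rgs16 was -3.28 ± 0.41 (adjusted p = 0.015) and the fatty acid-binding Fabp5 -2.20 ± 0.28 (adjusted p = 0.015). Glycam1, Rcan2, Col12a1, Prkcdbp and Rps15a were also called. With no filter on low counts 5 genes were called. In VLMCs Gsta1 rose by 1.78 ± 0.19 (adjusted p = 0.0022), Lum by 1.03 ± 0.16 (adjusted p = 0.046) and Cxcl1 was lower at -1.44 ± 0.23 (adjusted p = 0.046), and the other 2 genes were the pinealocyte genes Aanat and Slc15a1. Lum and Cxcl1 were not called with the original annotation or after the RNA of empty droplets was subtracted, and with a replicate block neither these (0.0525 and 0.0724) nor Slc15a1 (0.0655) was. After the subtraction the log2 fold changes of Lum and Cxcl1 hardly moved, to 1.05 and -1.46. In γ-astrocytes Gsta1 stood at 54.3 ± 3.53 UMIs per 10000 by day and 125 ± 30.4 at night, and of 16 immediate early genes, none of which passed over all genes, 12 were lower and none higher when adjusted over the list alone, with a median of -1.02.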

Other non-pinealocytes had comparatively fewer differentially expressed genes, several of which overlapped between different cell types (Fig 5D). 

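Aanat was higher at night outside the pinealocytes as well. Its log2 fold change was 6.16 ± 0.30 (standard error, adjusted p = 1.8e-06, edgeR) in α-astrocytes, 6.71 ± 0.53 (adjusted p = 1.6e-04) in VLMCs and 5.48 ± 0.75 (adjusted p = 0.0045) in microglia, where the day libraries held 0 to 4 UMIs of it in each class. In γ-astrocytes it was 4.92 ± 0.83 (adjusted p = 0.09). At night it stood at 26.9 ± 1.56 UMIs per 10000 in β- and 18.8 ± 2.42 in α-pinealocytes and 1.27 ± 0.253 in α-astrocytes, 1.11 ± 0.257 in VLMCs, 1.19 ± 0.214 in α-microglia and 2.03 ± 0.778 in endothelial cells (SD, n = 2 libraries).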

*Aanat* is highly expressed in pinealocytes at night and was also detected uniformly at low levels in non-pinealocytes (S1 Fig), as addressed above, this is likely due to contamination by pinealocyte-derived ambient mRNA. Because this can make non-pinealocytes erroneously appear to differentially express *Aanat*, the gene was removed from analysis for non-pinealocytes. 

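Like Aanat, Slc15a1, the gene that rose most in β-pinealocytes, was also higher at night in α-astrocytes and VLMCs. It was higher at night by a log2 fold change of 7.06 ± 0.52 in α-astrocytes (standard error, adjusted p = 5.7e-05, edgeR) and 5.38 ± 0.65 in VLMCs (adjusted p = 0.0054), and stood at 18.2 ± 4.10 UMIs per 10000 in β-pinealocytes, 0.533 ± 0.0888 in α-astrocytes and 0.523 ± 0.0312 in VLMCs at night (SD, n = 2). Asmt was also called in α-astrocytes at 1.24 and in microglia at 1.92. Of 21 genes of the cyclic AMP response 8 were higher in α-astrocytes and none lower (11 and 0 adjusted over the list alone), among them Atp7b and Pde10a (3.41).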

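Pmepa1, a membrane protein that dampens TGF-β and androgen signalling, lies on chromosome 3 of Rnor6.0, from 171294856 to 171342646. It rose at night in β-pinealocytes by a log2 fold change of 2.31 (standard error 0.13, adjusted p = 1.3e-05) and in α-pinealocytes by 2.09 (standard error 0.33, adjusted p = 2.9e-08), and was lower at night in α-astrocytes at -2.28 (standard error 0.36, adjusted p = 0.0071), by edgeR. In CPM it went from 26.6 and 29.1 in the day libraries to 144.6 and 132.7 in the night libraries of β-pinealocytes, and from 22.5 and 24.8 to 5.02 and 4.50 in α-astrocytes. In VLMCs it was -0.71 (standard error 0.29, adjusted p = 0.46).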

*Pmepa1* was the only gene found to be both upregulated in a cell type (α- and β-pinealocytes) at night and upregulated in another type (α-astrocytes) during the day (Fig 5D).

**Fig 5:**
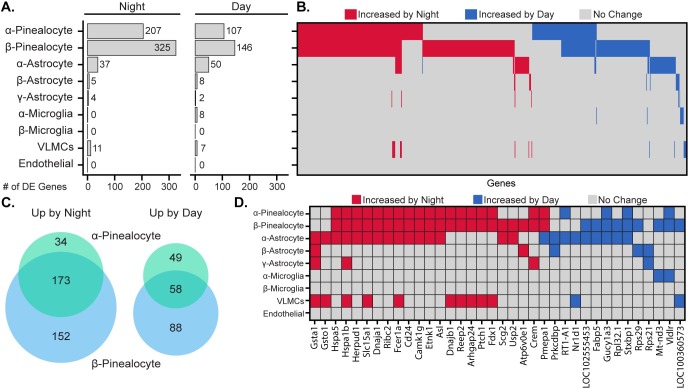
Changes in gene expression between day and night occur in a cell type-specific manner. (A) Number of differentially expressed (DE) genes upregulated by night or day by cell type. A gene is considered DE at p<0.01 (Wilcoxon rank sum), when expressed in at least 15% of cells in either of the two samples being tested, fold change ≥2.0, and effect size ≥0.35. (B) Heatmap summary of all 644 DE gene changes by cell type. Each column represents one gene. (C) Venn diagram of number of overlapping DE genes in α- and β-pinealocytes by day and night. (D) Heatmap summary of DE genes found in at least one non-pinealocyte and one other subtype. See also dot plots in SI.

### Isoproterenol treatment mimics day/night changes in the transcriptomes of pinealocytes

Many changes in the pineal transcriptome seen at night are mimicked by treatment with the β-adrenergic agonist isoproterenol [2, 3]. Here we compared the effects of isoproterenol treatment to day/night changes in the transcriptome of individual pineal cell types by generating scRNA-seq profiles of 1,996 pineal cells (Fig 6). 

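Isoproterenol was tested with 1 library per treatment, each from a pool of glands of 2 males and 2 females that received 2 injections, at 2 h and 4 h after lights on, and were killed at 6 h. The deposited files hold 1576 cells of the vehicle library and 1996 of the isoproterenol library, with a median of 9725.5 and 10619.5 UMIs per cell. With 1 pool per treatment there is no measure of the spread between pools, so no test was made here and no gene is called changed. UMIs were summed per cell type and compared as the log2 ratio of isoproterenol over vehicle, and the range given in brackets after a ratio is the exact 95% interval of the counting error only. Genes with at least 100 UMIs over both libraries in a cell type were compared, or with at least 20 UMIs where gene lists and night genes are set beside the ratios, and a ratio of at least 2-fold is used as a rule of size. A difference in handling between the 2 pools would look the same as an effect of the drug. The paper compares the same 2 libraries cell type by cell type, sets the genes that differ beside the night genes, and states that nearly all of the changes fall in pinealocytes, which it relates to the β-adrenergic receptors of these cells.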

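The vehicle library held 1321 β- and 121 α-pinealocytes, 93 astrocytes, 20 VLMCs, 8 endothelial cells, 6 microglia and 7 cells without a name, and the isoproterenol library 1782, 44, 118, 30, 14 and 8 of the named classes. The α cells of the 2 libraries were not alike. Ribosomal protein genes made up 6.93% of the UMIs of the vehicle α cells and mitochondrially encoded genes 14.7%, against 1.60% and 48.5% in the isoproterenol α cells. In β-pinealocytes the shares went from 9.62% to 7.36% and from 19.2% to 14.8%.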

The same general cell types were identified as above but, due to a reduced number of cells, it was not possible to resolve astrocytes and microglia into subtypes. 

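The largest ratio in β-pinealocytes was that of Slc15a1, with a log2 ratio of 7.20 (6.93 to 7.51) from 103 and 22535 UMIs, followed by Aanat at 6.05 (5.92 to 6.18) from 493 and 48164 UMIs. Wnt10a stood at 4.64 (3.93 to 5.71), Tinagl1 at 4.56 (3.63 to 6.23), Drd4 at 4.49 (4.28 to 4.73) and Atp7b, Lrrc73, Cd8a, Lmo1 and B3gnt8 at 3.87 or more. Pde10a was 2.99, Crem 1.73 (1.65 to 1.81) and Asmt 1.04. Lowest were Hs3st2 at -5.58 (-6.11 to -5.16) from 1296 and 39 UMIs, the protease inhibitor Tfpi2 at -3.39, Ptpn21 at -3.13, Socs2 at -2.78, Entpd1, Fam111a, Cdh11, Cish and Acat2, and the receptor gene Adrb1 itself was -0.46. Of 8484 genes 358 were at least 2-fold higher and 244 at least 2-fold lower. The cyclic AMP response genes had a median of 1.22, above all 10000 random lists of genes of like expression, and 14 of 23 were at least 2-fold higher. Genes of endoplasmic reticulum stress (median 0.40, percentile 99.79) and glucocorticoid-responsive genes (0.49, percentile 99.47) also stood high, and ribosomal protein (-0.41, percentile 0) and mitochondrially encoded genes (-0.41, percentile 0.09) low. In the α clusters Aanat was 5.43 (4.95 to 6.02) and Drd4 4.24 (3.70 to 4.86), with a median of 1.82 for the cyclic AMP list, and Galnt16, Tmem237, Dnm2, Dusp1 (2.29), Id1, Rhpn1, Hspa5 and Qsox1 came next. Of 2044 genes there 99 were at least 2-fold higher and 948 lower. Tomm6, Ntpcr, Tbpl1, Ccl9, Ten1, Tmem42 and Commd8 had 0 UMIs after isoproterenol, Cfl2 was -3.25 (-4.27 to -2.57), and Mrps17 and Gng10 came next. There the ribosomal protein list had a median of -2.14 and the mitochondrial one of 1.65. When α-pinealocytes were taken in both libraries as the cells with under 3.5% of their UMIs in ribosomal protein genes, a limit chosen after these values were seen, 41 vehicle and 99 isoproterenol cells gave 32 genes at least 2-fold higher and 11 lower of 586.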

Differential expression analysis indicated that 99% of the transcriptional changes observed following isoproterenol treatment occurred in α- and β-pinealocytes, consistent with the evidence that these are enriched with β-adrenergic receptors that mediate effects of neural stimulation by norepinephrine. The remaining 1% of changes occurred in astrocytes; isoproterenol treated microglia, VLMCs, and endothelial cells had no differentially expressed genes. 

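Astrocytes had 41 genes at least 2-fold higher and 17 at least 2-fold lower of 2435 compared, VLMCs 14 and 16 of 533, endothelial cells 14 and 5 of 176 and microglia 11 and 10 of 106. The 93 vehicle astrocytes fell in α clusters alone, while the 118 of isoproterenol were named 69 α, 18 β and 31 γ, so the makeup of the class may differ between the 2 libraries. At resolution 0.6 the vehicle library had 80 α and 16 γ. In astrocytes Aanat stood at 6.11 (lower end of the interval 4.82) from 2 and 236 UMIs, and other pinealocyte genes stood high with it, so that the 11 genes tracing ambient RNA had a median of 0.85 and the granins of 1.06 (percentiles 100 and 99.97). Nomo1, Gfpt2, Isg15 and Mt2A were 2.35, 1.95, 1.78 and 1.65. Lowest were the lysozyme Lyz2 at -5.47, a microglial gene, Cxcl10 at -2.51 and RT1-A2 at -2.03. Immediate early genes had a median of -0.31 in astrocytes (percentile 0.005). The metallothionein Mt2A was 2.68 (2.35 to 3.08) in VLMCs and 5.04 (4.38 to 6.01) in endothelial cells, where Igfbp3 (3.24) and Lrg1 (3.05) also stood high. These classes hold 6 to 118 cells per library.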

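Most night-higher genes of β-pinealocytes also stood higher after isoproterenol. Of the 1978 that could be compared 1775 (89.74%) had a ratio over 1, with a median log2 ratio of 0.52, against 42.30% of the other genes and a median between 0.02 and 0.07 in 95% of the random lists, and 358 (18.1%) were at least 2-fold higher. In α-pinealocytes 283 of 412 (68.69%) had a ratio over 1, against 37.29% of the other genes. In the α cells chosen by their ribosomal share 277 of 324 (85.49%) did, against 44.59%. In astrocytes 73 of 117 (62.39%) did, against 51.38%. Without night 2 the share in astrocytes was 55.45%, and the median stood at percentile 70.43 of the random lists. Of the genes that the paper lists as higher after isoproterenol, 159 of 172 (92.44%) were called night-higher in β-pinealocytes by edgeR. In α-pinealocytes 46 of 65 (70.77%) were, and in α-astrocytes 5 of 8 (62.5%). The called astrocyte genes include Aanat and Slc15a1, whose change there the paper thinks arises from ambient pinealocyte RNA. The list covers astrocytes of all types, and the night calls α-astrocytes only. At a night log2 fold change of at least 1 in β-pinealocytes, 613 of 672 (91.22%) had a ratio over 1. Among 360 of these genes, with at least 20 CPM, day and night libraries that do not overlap and at least 100 UMIs over vehicle and isoproterenol, 238 reached at least 0.5 times the night change after isoproterenol, 100 changed in part, 17 had little change, among them Sag, Scg2, Nell2, Hsph1 and Plk5, and 5 went the other way: Cngb3 at -1.30, Mylk at -0.66, Galk1 at -0.50, Sik1 at -0.23 and Commd1 at -0.07. These groups were formed after the data had been examined.

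**Figure D2:**
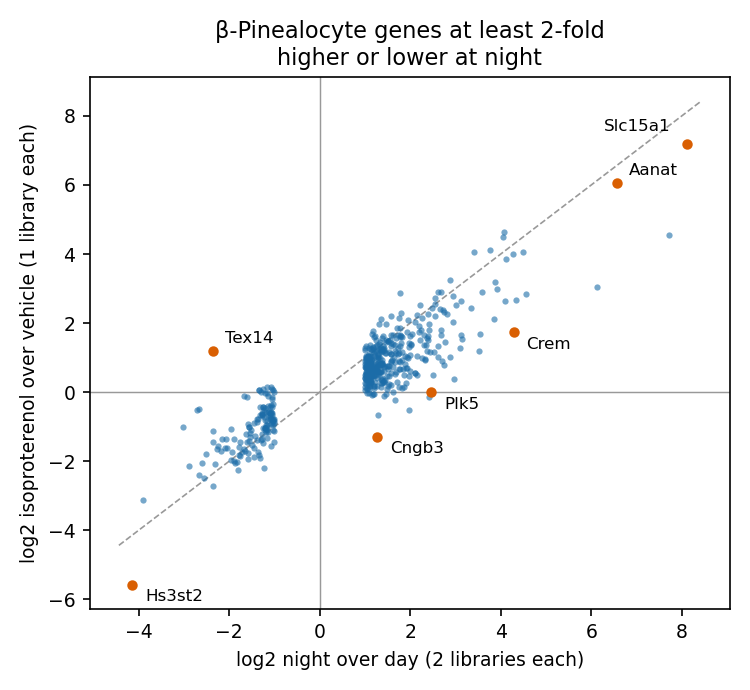
β-Pinealocyte genes at least 2-fold higher or lower at night, with the log2 fold change of night over day (2 libraries each) against the log2 ratio of isoproterenol over vehicle (1 library each). The dashed line marks equal changes.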

54%, 76%, and 38% of genes upregulated following isoproterenol treatment were also upregulated at night in α-pinealocytes, β-pinealocytes, and astrocytes, respectively. 4% and 76% of genes were downregulated following isoproterenol treatment (i.e. upregulated following vehicle control treatment) in α-pinealocytes and β-pinealocytes, respectively.

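Of the night-lower genes of β-pinealocytes 1577 of 1801 (87.56%) also stood lower after isoproterenol, with a median log2 ratio of -0.49, against 41.18% of the other genes, and 307 (17.05%) were at least 2-fold lower. In α-pinealocytes 241 of 305 (79.02%) stood lower, but so did 59.37% of the other genes. In the α cells chosen by their ribosomal share 154 of 193 (79.79%) did. Of the paper's genes lower after isoproterenol 63 of 66 (95.45%) were called night-lower in β-pinealocytes and 119 of 991 (12.01%) in α-pinealocytes by edgeR. At a night log2 fold change of -1 or lower, 483 of 548 (88.14%) stood lower after isoproterenol. Among 137 of these genes, chosen by the same limits as the night-higher ones, 104 reached at least 0.5 times the night change, 19 changed in part, 12 had little change, and 2 went the other way, Tex14 at 1.19 and Fabp5 at 0.14.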

**Fig 6:**
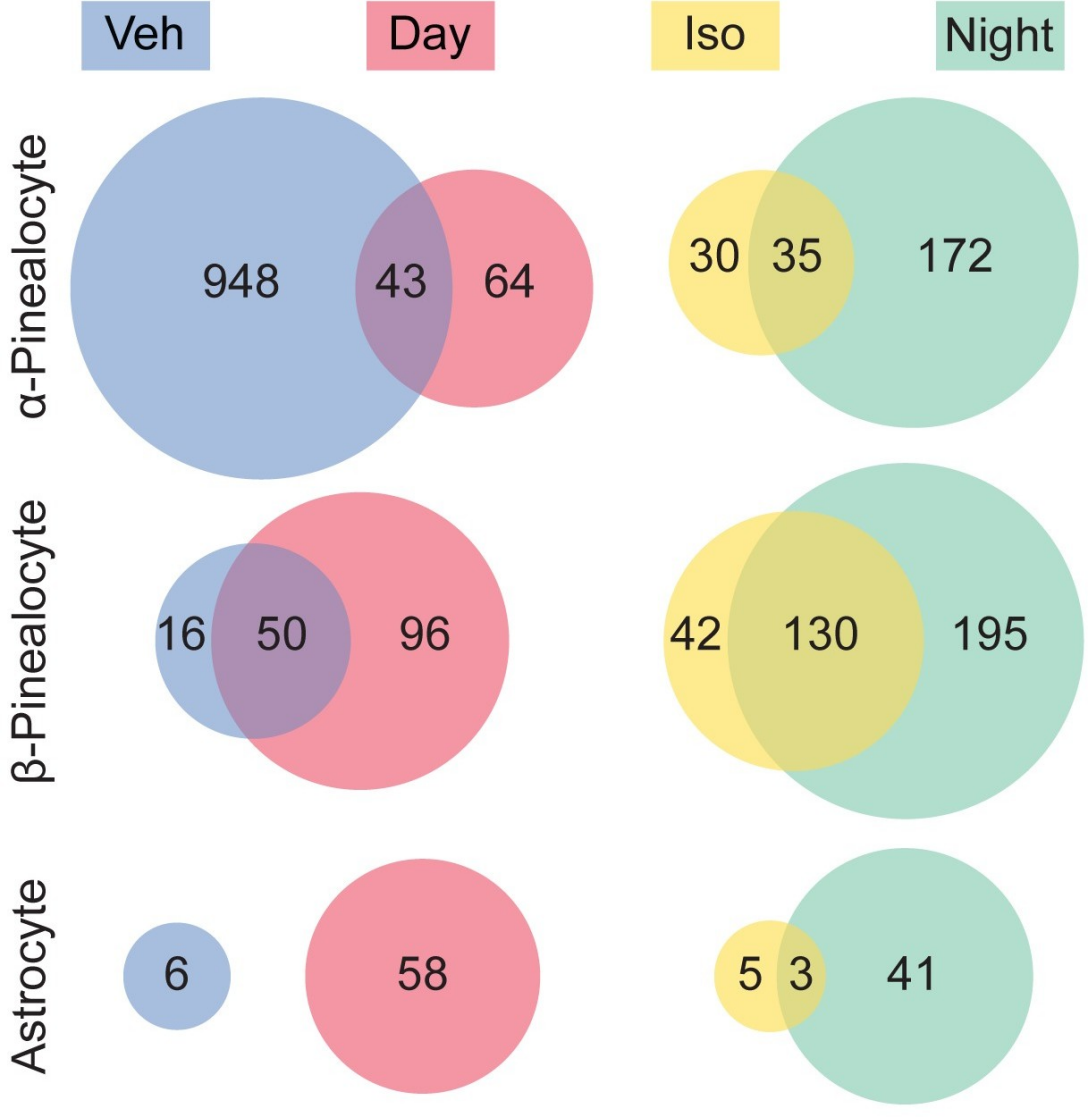
Comparison of differentially expressed genes between the nighttime pineal gland and isoproterenol-treated pineal gland. Venn diagrams indicate the number of genes that were found to be significantly differentially expressed (DE) in the pineal gland (see methods). There was overlap between DE genes upregulated at night and by isoproterenol (Iso) treatment, as well as overlap between DE genes upregulated during the day and upregulated in the vehicle control treated (i.e. downregulated by isoproterenol treatment), in 3 cell types. Other cell types are not shown.

## Discussion

Using single-cell RNA-seq analysis, we were able to characterize the transcriptomes of nine cell types in the pineal gland and identify expression differences occurring between day and night. These results expand on previous evidence which was interpreted to reflect the existence of two types of pinealocytes with different roles in melatonin synthesis [8]. In addition, transcriptomic profiling of non-pinealocytes is of special value in light of the growing evidence that astrocytes and microglia are important elements for regulating pinealocytes and pineal function [34–37]. Taken together, these results characterize the pineal gland as an integrated team of highly specialized cells dedicated to melatonin production.

### Pinealocytes

The finding of 3.4-fold greater expression of *Asmt* in α-pinealocytes supports previous claims of two pinealocyte subtypes differentiated by Asmt immunoreactivity [8]. The elevated *Asmt* expression suggests that these cells have an enhanced capacity to catalyze the formation of melatonin from N-acetylserotonin. scRNA-seq also revealed four other features that differentiate α- and β-pinealocytes. α-Pinealocytes exhibited higher expression of the OxPhos transcriptome, reduced expression of both *RP* and *Gngt* genes, and a generally suppressed nocturnal increase in gene expression. 

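The night effect itself differed between α- and β-pinealocytes for 198 of the 11047 genes (edgeR, α minus β, adjusted p under 0.05), being lower in the α type for 189 of them and higher for 9. Slc15a1 rose less in α-pinealocytes by -1.87 ± 0.55 on the log2 scale (standard error, adjusted p = 0.043), Sag by -1.29 ± 0.23 (adjusted p = 2.2e-05), the metallothionein Mt1 by -1.59 ± 0.27 (adjusted p = 1.3e-05) and the granin Scg5 by -1.15 ± 0.23 (adjusted p = 3.4e-04). Of 78 nuclear genes of oxidative phosphorylation 7 had a lower night effect in the α type and none a higher one (10 and 0 adjusted over the list alone), with Ndufa9 at -1.35 ± 0.23, of 55 genes translated at the endoplasmic reticulum 8 and none (18 and 0 adjusted over the list alone), and of 65 genes translated in the cytosol 14 and none (22 lower and 1 higher adjusted over the list alone), with Prdx1 at -1.36 ± 0.24. Of 23 genes of the cyclic AMP response 1 was lower (2 adjusted over the list alone). Across the 1505 compared genes called night-higher in β-pinealocytes, the α fold changes had a slope of 0.847 on the β fold changes. With β-pinealocytes drawn and thinned to the number and depth of the α cells the slope was 0.932. For the 388 of these genes with a β fold change of at least 1 on the log2 scale the slopes were 0.936 and 0.961. For 952 night-lower genes they were 0.827 and 1.02, and for the 157 of them that changed by at least 1 they were 0.897 and 1.01. The drawn β cells come from the same libraries as the cells that set the β fold changes by which these genes were chosen. At the level of the library their slopes are therefore no independent measure of what equal night effects would give. Genes are not independent replicates. The calls depend on the libraries. Without day 2 the count was 0 (edgeR, 613 genes at an unadjusted p under 0.05), with Slc15a1 at -2.53 (adjusted p = 0.538) and Sag at -1.08 (0.594). Slc15a1 was also not called without the filter on low counts (-1.81, adjusted p = 0.0883) or with all variable genes in the clustering (-1.69, 0.0733). With the drawn and thinned β cells neither Slc15a1 (-1.69, 0.292) nor Scg5 (-1.04, 0.0534) was called, at log2 differences near those of the main fit. The call of Slc15a1 was also lost without day 1 (-0.82) and without night 2 (-1.86), and that of Scg5 without day 1 (-1.24). Without night 1 the count was 497, without night 2 it was 42, and with the drawn and thinned β cells it was 11.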

We hypothesize that these differences may act together to further enhance melatonin production at the Asmt step by increasing availability of the Asmt cofactor SAM, as detailed below (Fig 7). SAM is synthesized from ATP and methionine.

**Fig 7:**
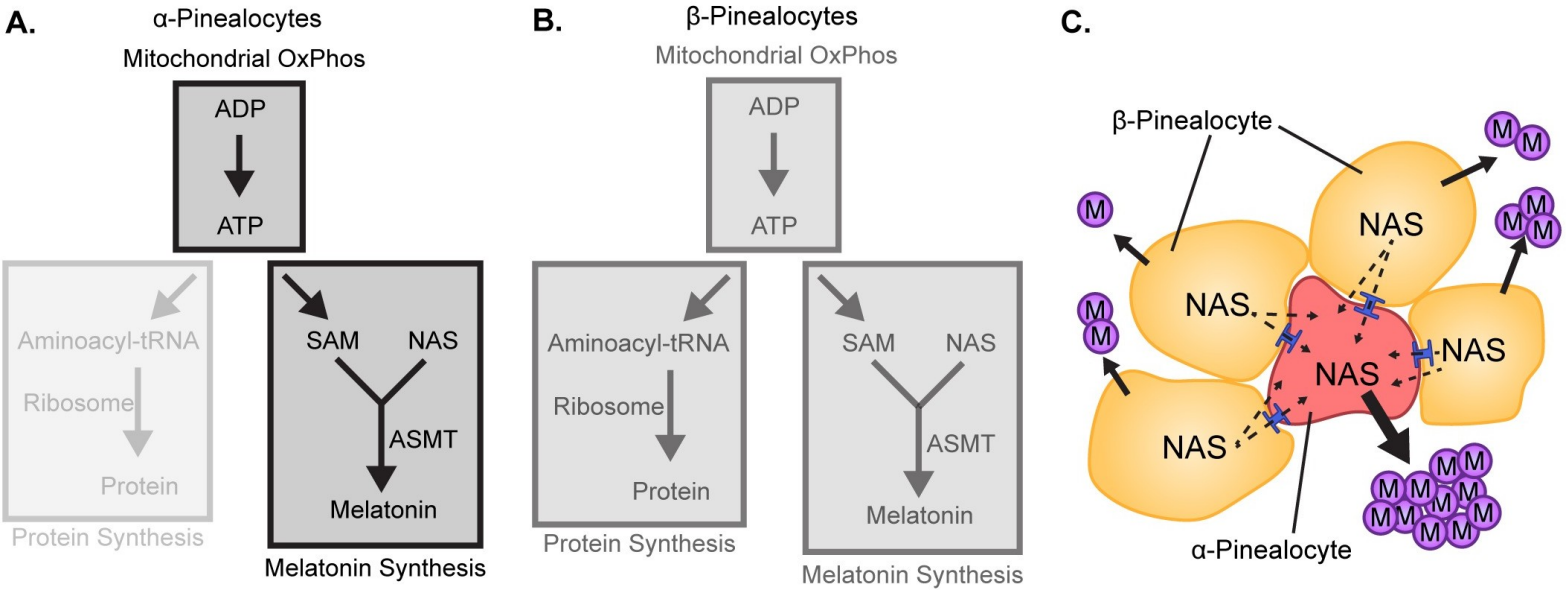
Differences in melatonin synthesis between α- and β-pinealocytes inferred from scRNA-Seq. **(**A-B) Opacity indicates relative strength of the pathway module; greater opacity indicates a more active pathway. (A) Conversion of N-acetylserotonin (NAS) to melatonin in α-pinealocytes is enhanced by increased ASMT activity and increased S-adenosyl methionine (SAM) availability, which is increased by greater ATP availability. ATP availability is increased by elevated ATP production from oxidative phosphorylation (OxPhos), as inferred by greater expression of mitochondrial genes in α-pinealocytes. ATP availability is also increased by reduced consumption by protein synthesis, as inferred by decreased expression of ribosomal genes in α-pinealocytes. (B) β-Pinealocytes also undergo melatonin synthesis, but do not have the same production increasing enhancements as α-pinealocytes. (C) Melatonin (M) is synthesized in both pinealocyte subtypes from N-acetylserotonin (NAS). NAS that is not converted to melatonin in β-pinealocytes enters the α-pinealocyte by passive diffusion through membranes and gap junctions (shown in blue). NAS is subsequently converted to melatonin by the high efficiency Asmt system in the α-pinealocyte, thereby maximizing melatonin production.

We expect that ATP availability in α-pinealocytes will be increased by the differences detailed above as follows: ATP production is likely to be elevated by the 2.3-fold greater expression of the OxPhos transcriptome. Second, ATP availability is likely to be further enhanced by the 8.2-fold lesser expression of the RP transcriptome, leading to decreased consumption of ATP by protein synthesis. Third, the 5.4-fold lesser expression of *Gngt* genes will suppress nighttime increases in G-protein-dependent enhanced gene expression resulting in reduced ATP utilization for time-of-day changes in protein synthesis (Fig 7). These features, along with greater *Asmt* expression, appear to establish a unique role for the α-pinealocyte as a specialized cell that enhances the overall efficiency of the pineal gland to convert tryptophan to melatonin by increasing the likelihood that N-acetylserotonin is converted to melatonin. According to this interpretation, these cells could act on N-acetylserotonin synthesized in either α-pinealocytes or β-pinealocytes. The transfer of N-acetylserotonin from β-pinealocytes to α-pinealocytes is highly likely reflecting the highly lipophilic nature of N-acetylserotonin, in addition to the presence of gap junctions [38] and expression of common cadherins in α- and β-pinealocytes (Fig 7, S10 Fig).

Based on this, one can reasonably predict that the relative abundance of the two subtypes will influence the amount of melatonin produced by the pineal gland. Differences in the relative abundance of these cells could contribute to differences in circulating melatonin levels among individuals and as a function of age and other factors.

A concern with the concept of two functionally different pinealocyte subtypes is whether the biology of α-pinealocytes is compromised by insufficient resource allocation and reduced protein synthesis. However loss of some functions, such as maintenance of extracellular matrix, would be compensated for by β-pinealocytes. Similarly, essential factors not synthesized in the α-pinealocytes could be provided by the β-pinealocyte through transfer via gap junctions, membrane permeability, and import/export mechanisms. These proteins may be sufficiently stable that a lack of production on the part of α-pinealocytes might not have adverse effects on these cells. Moreover, decreased activity of some pathways in the α-pinealocytes may further enhance Asmt activity by eliminating potential inhibitors and promoting a more favorable cellular environment for Asmt catalysis. Accordingly, the two pinealocyte subtypes might function in a way in which resources and metabolic pathways are shared.

The existence of two pinealocyte subtypes leads to the question of the regulation of each population. One possible explanation is that distinct phenotypes are established early in development and represent end-stage differentiated cells; their relative abundance might reflect selective cell death and replacement. Alternatively, it is possible that the α- and β-pinealocytes can change phenotype during life, perhaps in response to hormonal or neural signals. As such, this might represent a reversible mechanism to fine tune melatonin production.

Whereas the transcriptomic evidence of two pinealocytes is convincing, it is not clear how this body of evidence relates to morphological observations of the existence of two pinealocytes, identified as light and dark pinealocytes and alternatively as Type 1 and Type 2 pinealocytes [6, 9]. As β-pinealocytes account for 95% of pinealocytes, Type 1 pinealocytes account for 90% to 95% of pinealocytes. Morphological studies identified differences in Type 1 and 2 pinealocyte features associated with secretion. However, the transcriptomic evidence of these features does not strongly differentiate α- from β-pinealocytes, as both pinealocyte subtypes express similar levels of members of the secretion-associated granin family (*Chga*, *Scg2*, *Scg5*, *Scg3*, *and Chgb*) (S16 Fig). Moreover, it is also possible that the morphologically distinct pinealocytes are β-pinealocyte subtypes. 

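All 5 granin genes, whose products pack hormone and peptide granules, were higher in α- than in β-pinealocytes by day. The log2 fold change was 1.84 ± 0.17 for Chgb (standard error, adjusted p = 2.9e-26, edgeR), 1.73 ± 0.18 for Chga (adjusted p = 4.5e-21), 1.78 ± 0.16 for Scg5 and 1.61 ± 0.17 for Scg2. Chga stood at 30.1 ± 4.10 UMIs per 10000 in α- and 8.80 ± 0.816 in β-pinealocytes and Scg2 at 6.01 and 2.00 (SD, n = 2 libraries). At night 4 of the 5 were higher than by day in β-pinealocytes (5 adjusted over the list alone) and 1 in α-pinealocytes (1 higher and 1 lower adjusted over the list alone). As UMIs of these cells are counted relative to their total, a loss of other RNA from the α cells would raise these values too.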

Efforts to resolve this question are likely to benefit from the use of scRNA-seq data to select targets for morphological studies designed to differentiate the two types of pinealocytes.

A puzzling feature of the pineal gland relates to expression of lipoxygenase *Alox15*, which is expressed at higher levels in the pineal gland relative to other tissues [2, 3]. The current studies extend this by determining that *Alox15* is primarily expressed in both pinealocytes (S23 Fig). 

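Alox15 was a pinealocyte transcript by day, at 11.9 ± 0.334 UMIs per 10000 in α- and 7.20 ± 0.0272 in β-pinealocytes (SD, n = 2 libraries) against 0.290 in α-astrocytes.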

*Alox15* is of interest because it is involved in the synthesis of hepoxilins, which are produced in abundance by this tissue [39–41]. Pineal hepoxilins have been generally ignored in the last two decades. They influence inflammation, blood flow, and pain perception [42, 43] and could act within the pineal gland or at extrapineal sites. Hepoxilins are synthesized by both Alox12 and Alox15[44, 45]. 

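Alox12, the other lipoxygenase of this pathway, stood at 0.000951 UMIs per 10000 in β-pinealocytes and 0.141 in α-microglia by day.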

The expression of *Alox15* in the pineal gland, but not *Alox12* (S23 Fig) [2, 3], indicates that Alox15 is responsible for hepoxilin formation in this tissue.

### Non-pinealocytes

In contrast to the unique nature and limited distribution of pinealocytes, non-pinealocytes represent widely-distributed cell types. Astrocytes and microglia particularly exhibit distinct molecular and morphological heterogeneity, reflecting a range of phenotypes. Here, we identified three transcriptionally distinct astrocyte subtypes (Figs 1 and 4, S1 Fig). All subtypes shared expression of *Esm1*, *Apoe*, and *S100b*, albeit at varying levels. This variation is consistent with previous studies on pineal astrocytes, which have reported immunocytochemical differences in staining of astrocyte marker proteins [30, 31, 46]. The evidence of differential anatomical distribution, particularly of γ-astrocytes located at the most rostral portion of the pineal gland near the pineal stalk, along with the distinct transcriptomic differences, suggests unrecognized functional differences among the astrocyte subtypes. This is supported by evidence of different day/night expression patterns among astrocytes (Fig 5), with α-astrocytes having the most differentially expressed transcripts.

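Gsta1 went from 20.0 ± 1.95 to 66.9 ± 10.6 UMIs per 10000 in α- and from 3.68 to 48.9 ± 15.3 in β-astrocytes (SD, n = 2 libraries). In γ-astrocytes its log2 fold change was 1.27 ± 0.28 and did not pass (adjusted p = 0.11, edgeR).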

The functional roles of GABA and glutamate in the pineal gland remain an area of active study, as regards the roles they play in controlling melatonin synthesis [34, 47–50]. 

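Day levels of some genes of GABA and glutamate are given here by class. Gad2, which makes GABA, stood at 1.71 ± 0.301 UMIs per 10000 in α-astrocytes and Gad1 at 0.0153 (SD, n = 2 libraries). Glul, which turns glutamate into glutamine, was 11.2 in α-astrocytes, 7.20 in VLMCs and 6.10 in α-microglia. The glutamate transporter Slc17a6 was 0.787 in α- and 0.788 in β-pinealocytes. At night Slc17a6, a pinealocyte gene, and 2 further genes of the list were higher in α-astrocytes. Gad2 was lower there at a log2 fold change of -0.75 ± 0.15 (adjusted p = 0.025, edgeR), but was not called by DESeq2 (adjusted p = 0.0727). Its call was also lost without night 1 (-0.67) and without day 2 (-0.66).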

Our studies document expression in pinealocytes and astrocytes and expand on current knowledge of the distribution of genes that mediate GABA and glutamate signaling by detailing the subtypes in which they are expressed (S11 Fig), introducing a new layer of complexity.

Previous work has established *Esm1* is expressed in the pineal gland in nonpinealocytes [3, 10]. The identification of astrocytes as *Esm1*-expressing cells in the pineal gland, and not endothelial cells [51], raises the issue of functionality. 

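Endothelial cells gave no count of Esm1 by day, in 6 cells, which leaves room for up to 3 UMIs in all of them together. At night 3 of 19 endothelial cells held it, at 0.266 UMIs per 10000 in night 1 and 14.46 in night 2 (5 cells), and it was seen in 9.14% of the β-pinealocytes of the night libraries.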

Astrocyte-derived *Esm1* may play a role in vascularization of the pineal gland, based on studies in other systems [52].

Pineal microglia have been well-studied [7, 53] and have recently been found to play a role in pruning during pineal development [35]. Pruning of synapses in the brain during development is thought to involve complement-tagging of targets for phagocytic removal [54, 55]. Our finding that α-microglia expresses complement subcomponents (S8 Fig) provides evidence of a local source of complement to mark material for removal [56]. Removal of the opsonized material may involve the β-microglia subtype, characterized by expression of MHC-Class II members *RT1-Da*, *RT1-Db1*, and *RT1-B*a (S8 Fig). The differing roles of these cell types are highlighted by other genetic differences, including exclusive expression of *Chrne* in β-microglia (S2 Fig), suggesting that cholinergic input might play a role in controlling these cells.

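Chrne, a subunit of the muscle-type nicotinic receptor, was seen in 1 of the 20 β-microglia by day, at 0.483 ± 0.683 UMIs per 10000 (SD, n = 2 libraries), and in 5 of 38 at night, at 0.577 ± 0.364. In α-microglia it was seen in 0% by day and 0% at night.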

The identification of VLMCs [33] in this study introduces these cells to pineal gland literature. VLMCs exhibit day/night differential gene expression (S9 Fig), which may reflect nocturnal adrenergic stimulation mediated by α_2a_-adrenergic receptors, encoded by *Adra2a*, the only adrenergic receptor gene strongly expressed in this cell type (S2 Fig). 

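Adra2a, the α2A-adrenergic receptor, stood at 0.763 ± 0.0804 UMIs per 10000 in VLMCs by day (SD, n = 2 libraries) and was seen in 37.2% of them, against 0.0622% of β-pinealocytes at a median of 9970 to 10870 UMIs per cell. VLMCs have 7134 to 8530.5.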

Day/night transcriptomic differences in these cells are likely to reflect the effects of release of norepinephrine, a mixed α/β-adrenergic agonist. The failure of isoproterenol to mimic day/night transcriptomic changes in VLMCs may reflect the strong β-adrenergic nature of the drug and the highly α-adrenergic selectivity of the α_2a_-adrenergic receptor.

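In VLMCs the matrix protein Mgp stood at a log2 ratio of 1.26 after isoproterenol and the smooth muscle gene Tagln at 2.63, and Cxcl10, Hspb1 and Dnajb1 stood lower at -2.52, -2.11 and -1.92, in 20 vehicle and 30 isoproterenol cells. Of the 4 night-higher genes of VLMCs, among them the pinealocyte genes Aanat and Slc15a1, 3 could be compared and 2 stood higher.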

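Adcy4, an adenylate cyclase, stood at 0.757 ± 0.339 UMIs per 10000 in endothelial cells and 0.139 in α-microglia by day (SD, n = 2 libraries).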

Endothelial cells were found to selectively express *Adcy4*, pointing to the involvement of cyclic AMP in their biology (S15 Fig). Another finding of interest is scRNA-seq evidence for a paracrine endothelial-to-astrocyte Tnfa-based signaling system in which the Tnfa ligand *Tnfsf10* is released from endothelial cells and binds to the Tnfa receptor *Tnfrsf21* on astrocytes. Similarly, an endothelial-to-pinealocyte paracrine relationship may exist, suggested by the expression of the ephrin ligand *Efna1* in the endothelial cells and receptors in the pinealocytes.

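Tnfsf10, which encodes the ligand TRAIL, stood at 2.21 ± 2.76 UMIs per 10000 in the 6 endothelial cells of the day libraries and 0.348 in VLMCs, and Tnfrsf21 at 5.79 ± 0.258 in α-astrocytes and 0.0176 in β-pinealocytes (SD, n = 2 libraries).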

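Efna1 stood at 0.912 ± 0.903 UMIs per 10000 in endothelial cells by day (SD, n = 2 libraries), 0.501 in γ- and 0.212 in α-astrocytes.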

A feature of these data is the apparent contamination of the non-pinealocytes cells by ambient mRNA from lysed pinealocytes. It is possible that this issue could be minimized or eliminated by using mRNA sequencing of single nuclei instead of single cells in order to reduce contaminants from pinealocyte cytoplasm. However, it is possible that this approach would eliminate detection of weakly expressed transcripts whose detection is dependent upon their accumulation in the cytoplasm. This approach will be considered in future studies.

### Day/night differences in gene expression

Whereas 24-hour changes in pineal gland gene expression are controlled by an autonomous molecular circadian clock in all vertebrates, the location of the clock is different among vertebrate classes. The molecular circadian clock driving the mammalian pineal gland is in the SCN, as indicated above. In contrast, the molecular clock that drives pineal rhythms in birds and fish is in pineal cells. Here, scRNA-seq revealed cell type-specific differential expression of some clock genes between day and night, including Cry2 in both pinealocyte subtypes, Rorb in β-pinealocytes and Dbp, Per3, Tef, Arntl, and Nr1d1 in α-astrocytes (S24 Fig). This raises interesting questions regarding the roles these daily expression changes play in pineal biology and whether they are regulated by the SCN. 

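Cry2, a repressor of the clock, rose at night by a log2 fold change of 1.57 ± 0.12 (standard error, adjusted p = 5.5e-05, edgeR) in β- and 1.77 ± 0.27 (adjusted p = 1.0e-08) in α-pinealocytes, against 0.37 (adjusted p = 0.5) in α-astrocytes. Rorb rose by 1.87 ± 0.17 (adjusted p = 1.3e-04, edgeR) in β- and 1.04 ± 0.27 (adjusted p = 0.0019) in α-pinealocytes. In α-pinealocytes DESeq2 did not call Rorb (adjusted p = 0.12), and the call was lost without day 1 (0.79). In α-astrocytes the activator Arntl was lower at -3.55 ± 0.40 (adjusted p = 9.1e-04), against -1.15 ± 0.16 (adjusted p = 0.0013) in β-pinealocytes, while Dbp rose by 2.02 ± 0.14 (adjusted p = 4.0e-05) and Per3 by 1.49 ± 0.18 (adjusted p = 0.0014), against 0.79 (adjusted p = 0.0017) and 0.13 (adjusted p = 0.46) in β-pinealocytes. Tef rose in α-astrocytes by 1.26 ± 0.25 (adjusted p = 0.021, edgeR), and Nr1d1 was lower there at -1.10 ± 0.22 (adjusted p = 0.023). DESeq2 called neither (adjusted p = 0.0846 and 0.132). The call of Tef was also lost without night 1 (1.01) and that of Nr1d1 without night 2 (-1.01). Per2 rose in β-pinealocytes by 3.30 ± 0.20 and Ciart in α-astrocytes by 2.30 ± 0.43. Of 20 listed clock genes 9 were higher and 3 lower in β-pinealocytes, also when adjusted over the list alone, of 14 in α-pinealocytes 4 and 0 (5 and 0 adjusted over the list alone), and of 19 in α-astrocytes 6 and 3 (7 and 5 adjusted over the list alone).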

As well as whether these changes reflect the influence of the autonomous circadian clock or if they act as a local mechanism that influences the day/night changes driven by the SCN.

### Final statement

scRNA-seq has revealed the complex cellular composition of the pineal gland. The evidence of two transcriptomally distinct pinealocytes offers a new perspective on the understanding of the melatonin synthesis process. scRNA-seq has also identified the cell-specific nature of day/night differences in gene expression previously characterized by bulk RNA sequencing [2]; although the majority of the changes occur in pinealocytes and are controlled by an adrenergic mechanism, it is clear that other cells exhibit day/night changes in gene expression. This report provides a new outline of pineal gland composition and function and points to previously unrecognized cellular functions, expression patterns, and cell:cell paracrine control mechanisms. These advances enrich our understanding of pineal cell biology reflecting the interactions of the transcriptionally distinct pinealocytes, astrocytes, microglia, and vascular cells, each with different roles organized to optimize melatonin production.

## Materials and methods

### Biological materials

Male and female Sprague Dawley rats (Taconic Farms, Germantown, NY) used for all studies were maintained in facilities at the National Institutes of Health. Animal use and care was in accordance with National Institutes of Health guidelines. The lighting cycle was 12 hours light, 12 hours dark. They were housed in rooms that provided approximately 325 lux at cage level; room temperature was approximate 23° C. Animals were bred in house, were 250 to 300 grams at time of usage and had been housed in groups of three for two weeks prior to usage. The temperature and room illumination were the same for all animals. Euthanization at night was done with light generated by a head mounted or hand held flash light covered with 600 nm cut-off red filters (Apollo Design Technologies, Fort Wayne, IN). The exposure to this light was minimal.

Tissue for single-cell RNA sequencing was obtained in two experiments. Pools of glands were composed of tissue obtained from two males and two females. For pineal gland characterization and day/night differential expression analysis, two groups of animals were CO_2_-anesthetized at 6 hours after lights on (Zeitgeber (ZT)0600) (day) and two groups at 6 hours after lights off (ZT1800) (night); pineal glands were rapidly removed and placed into DMEM culture medium (4°C). For adrenergic stimulation and differential expression analysis, one group of animals received a subcutaneous injection of 10 mg/kg isoproterenol (Iso) (Sigma-Aldrich; St. Louis, MO) dissolved in phosphate buffered saline (PBS) at ZT0200 and ZT0400; the control group received vehicle alone. Animals were CO_2_-anesthetized at ZT0600 and tissue was obtained as described above.

To obtain pineal glands for immunohistochemical analysis, rats were anesthesized with isofluorane and perfused (gravity feed, 3 to 4 min) via the left ventricle with phosphate buffered saline (PBS), pH 7.4 containing 137 mM NaCl, 10 mM phosphate (KH_2_PO_4_ + Na_2_HPO_4_) to clear blood and then with 100 mL of 4% paraformaldehyde in PBS to fix the tissue. Perfusion was conducted between ZT0200 and ZT0700. Pineal glands and brains were post-fixed for 24 hours in the same fixative prior to dissection. All tissues were cryoprotected in 30% sucrose 24 to 48 hours at 4°C, then embedded in Tissue Tek O.C.T. compound (EMS; Hatfield, PA) and stored at -80°C.

Single cells were obtained using the Papain Dissociation System (Worthington; Lakewood, NJ) according to the manufacturer’s instructions, modified for pineal cells [57] as follows: A 5 mL volume of papain solution was prepared in the supplied EBSS and equilibrated in an incubator with 5% CO_2_ at 37°C for at least 30 minutes. Immediately prior to the initiation of papain digestion, 1 mL of solution was added to the DNase vial, mixed gently, and recombined. To initiate dissociation, 2.5 mL of papain/DNase solution was added to each set of 4 glands in a 35-mm petri dish and incubated at 37°C with intermittent agitation. After 50 minutes, the glands were gently triturated using a 1 mL pipette tip and incubated for an additional 10 minutes. The glands were triturated again at 5-minute intervals until dissociation was judged to be nearly complete by visual examination. When dissociation was complete, cells were transferred to a 15 mL tube; the dissociation petri dish was rinsed with 2.5 mL of DMEM, which was added to the 15 mL tube. A 2.5 mL volume of the supplied protease inhibitor solution was added, the cells were collected by centrifugation (100 x g, 5 min, 4°C) and then gently resuspended in 0.5 mL of DMEM. 0.5 mL of protease inhibitor was added to the cell suspension. Clumps and debris were removed by passing the suspension through a pre-wetted 20 μm strainer (PluriSelect; San Diego, CA); the strainer was rinsed with 5 mL DMEM. A 1.5 ml aliquot of cells was then transferred to a microfuge tube and centrifuged (100 x g, 5 min, 4°C). Cells were resuspended in 1 mL of PBS containing 0.04% bovine serum albumin and counted. The final cell concentration was 300 to 500 single cells per μL.

### Single-cell mRNA sequencing

Cells were captured using a Chromium Controller (10X Genomics; Pleasanton, CA) and single-cell cDNA libraries were prepared using Chromium Single Cell 3′ Reagent Kits v2 following the manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq2500 (Illumina; San Diego, CA), generating 98 bp of sequence adjacent to the polyA tail. In one experiment, two biological replicates each of day pineal cells and night pineal cells were analyzed (S1 Table). Groups of 2,400 to 4,300 cells per sample were recovered, with 40 to 70k reads per cell and 2,700 to 3,000 genes per cell detected on average. In another experiment, single groups of pineal cells from isoproterenol-treated animals and from vehicle treated animals were analyzed. Groups of 1,500 to 2,000 cells per sample were recovered, with 63 to 71k reads per cell and 2,600 to 2,900 genes per cell detected on average.

Sequenced single-cell libraries were analyzed by generating gene-level counts using the CellRanger analysis software v2.1.0 (10X Genomics) to align sequencing reads to the rat Rnor6.0 reference genome (Ensembl). Low-quality cells were automatically removed during initial alignment if they expressed fewer than 800 genes; genes detected in fewer than 3 cells were excluded from the analysis. Cells with outlier numbers of unique molecular identifiers (UMIs) (>25–35,000) were also removed to exclude possible cellular doublets; cutoffs were specific to each sample. The two biological replicates under day conditions were pooled and subsequently analyzed as one sample (n = 5,667); the two biological replicates for night were similarly pooled (n = 7,940). Visualization of the pooled day samples and pooled night samples did not indicate appreciable batch effects (S24 Fig). Dimensional reduction analysis was performed using the Seurat v2.2.0 package for R [58]. Gene counts were normalized to 10,000 molecules per cell. FindVariableGenes (parameters: x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.3) was used to identify lists of ~1,500 highly variable genes for the day and night samples. RunPCA was run using the variable genes lists to compute principal components (PC). PC analysis results were projected onto the remaining genes using ProjectPCA.

Cells were clustered using a shared nearest neighbor (SNN)-based algorithm through FindClusters, using the top 13 (day), 10 (night), 8 (vehicle control), and 7 (isoproterenol) PCs. The clustering results were visualized by t-distributed stochastic neightbor embedding (t-SNE) through RunTSNE (parameters: do.fast = TRUE) which generates 2D projections of the cells with clusters color-coded according to the output from FindClusters. Cluster identities were determined using established marker genes. In each sample, the population of β-pinealocytes was embedded on the t-SNE plot as one large cluster, but was split into smaller color-coded clusters by the SNN clustering algorithm. These color-coded clusters were consolidated into one large cluster for subsequent analyses to match the t-SNE embedding. The population of endothelial cells in the day sample did not cluster independently from the VLMCs but were embedded separately from the VLMCs in the t-SNE plot; their identity was set manually. Putative cellular doublets were removed by excluding cells expressing moderate-to-high levels of genes that were particularly specific to separate clusters (day, n = 60; night, n = 125).

Initial analysis of the sequencing reads indicated that there were little-to-no detected transcripts for some genes known to be pineal-enriched based on bulk RNA-sequencing [2] (https://snengs.nichd.nih.gov/) and that reads for these genes were aligning downstream of their respective annotated 3’ UTRs. Accordingly, annotations for these genes (S3 Table) were extended to cover these reads, as described [59]. 

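The extension raised the counts of the 28 genes by a median of 27.6-fold, with the smallest rise at 1.44-fold for Clcn4, and with 27 of them at least 2-fold and 19 at least 10-fold higher in the summed day and night libraries. Together they went from 26151 to 464211 UMIs. Crx, the homeobox factor of photoreceptors and pinealocytes, went from 571 to 103198 UMIs and the β1-adrenergic receptor Adrb1 from 437 to 57828.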

Gene count values were determined based on the extended genome for cells that remained part of the data set after QC and clustering. The counts were re-normalized; the cells were not re-clustered. The adjusted values were used for differential expression analysis and visualization (excluding t-SNE plots). Cell type-specific markers were predicted using the FindMarkers Seurat function, set to ‘wilcox’ or ‘roc’, and evaluated manually using Seurat’s visualization functions. Differential expression analysis was performed as follows: Each of the nine cell populations identified were tested for differential expression between the night and day conditions using the Wilcoxon Rank Sum test, run through the FindMarkers Seurat function with filtering parameters set to 0. All 15,744 detected genes were tested. For the isoproterenol experiment, each of the five cell populations were tested for differential expression between the isoproterenol and vehicle treated conditions as above; all 13,984 detected genes were tested. P-values were adjusted using the False Discovery Rate adjustment at α = 0.05. Genes were considered differentially expressed at p<0.01, when expressed in at least 15% of cells in either of the two samples being tested, fold change ≥ 2.0, and effect size ≥ 0.35, to prevent false positives from technical noise in low expressing genes [60].

Fold change was calculated by

$$\frac{{0.01+\bar{x}}_{night}}{{0.01+\bar{x}}_{day}}$$

or the inverse, and similarly for isoproterenol vs. vehicle control, where $\bar{x}$ is the mean of normalized gene counts within a cell type for a particular gene. Effect size was calculated using Cohen’s d statistic,

$$\frac{{\bar{x}}_{night}-{\bar{x}}_{day}}{\sqrt{\frac{(n_{night}-1)s_{night}^{2}+(n_{day}-1)s_{day}^{2}}{n_{night}+n_{day}-2}s}}$$

where $\bar{x}$ is the mean of normalized gene counts within a cell type for a particular gene, *s* is the standard deviation for those counts, and *n* is the number of cells within that cell type. Effect size was similarly calculated for isoproterenol vs. vehicle control.

Data visualizations were prepared as follows: The dendrogram (Fig 1, S24 Fig) was generated using the BuildClusterTree function in Seurat, using ~1,500 highly variable genes returned by FindVariableGenes during clustering. Dotplots in Supporting Information (S1–S23 Figs) were generated using the DotPlot function in Seurat. The color intensity of each dot represents the average expression level of a given gene in a given cell type, converted to Z-scores. The size of the dot represents the fraction of cells within a cell type identity that express the given gene. Violin plots (Figs 1 and 3) were generated using the VlnPlot function in Seurat, or the ggplot2 package for R [61]. Marker heatmaps (Figs 3 and 4) were generated using the DoHeatMap function in Seurat. Differential expression heatmaps and Venn diagrams were generated using the ggplot2 and VennDiagram packages for R, respectively. Boxplots (S5 Fig) were generated using ggplot2.

### Immunohistochemical analysis

Fixed, embedded pineal glands were sectioned on a Leica CM3050S cryostat (Leica Biosystems; Nussloch, Germany) into 16 μm cryosections mounted on Superfrost Plus slides (Fisher Scientific; Pittsburgh, PA) and 30 μm sections floating in PBS. Sections were processed through an immunohistochemical protocol as described previously [62]. Briefly, sections were blocked and permeabilized for 1 hour in Carrier solution: PBS, pH 7.4, containing 0.3% Triton X-100, 1% goat or donkey serum, and 0.5% bovine serum albumen (EMD Millipore; Billerica, MA). Sections were incubated in primary antibodies diluted in Carrier solution (S4 Table) at 4°C for 18 hours, followed by extensive washing. Secondary antibodies (S4 Table) were applied for 1 hour at room temperature. All sections were incubated in 300 nM 4’,6-diamino-2-phenylindole (DAPI) during a final rinse in PBS. Floating sections were mounted onto gelatin-coated slides, air dried and preserved under #1.5 German cover glass using Prolong Diamond mountant (Invitrogen; Carlsbad,CA). Cryosections were air dried briefly before application of mountant and coverglass. Labeled sections were imaged on an inverted LSM 780 confocal microscope with a Plan-Apochromat 20X, 0.8NA lens (Zeiss; Thornwood, NY) in Z-stacked (15–20 μm) tiles or single planes. Single-plane images were acquired using near-saturating settings to optimize visualization of cells with low expression levels of the target antigen; tiles were stitched, and stacks were rendered as maximum intensity projections. Image intensities were optimized in Photoshop (Adobe; San Jose, CA). Antibodies were tested using brain sections in parallel trials to ensure known cell-type specificity and to provide positive technical controls. Negative controls (no primary antibody; no primary or secondary antibody) were included in each experiment to determine the level of non-specific secondary antibody binding and sample autofluorescence. In all cases presented, autofluorescence was minimal and non-specific signal above autofluorescence was absent. The presented results are representative of three or more repeated trials.

## Supporting information

S1 Dataset Differential expression analysis of rat pineal gland single cells between daytime and nighttime. (XLSX) Click here for additional data file.

S2 Dataset Differential expression analysis of rat pineal gland single cells between isoproterenol treated rats and vehicle control. (XLSX) Click here for additional data file.

S3 Dataset Differentially expressed genes between the daytime and nighttime rat pineal gland. (XLSX) Click here for additional data file.

S4 Dataset Differentially expressed genes between isoproterenol and vehicle control treated rat pineal gland. (XLSX) Click here for additional data file.

S1 Fig Relative expression of pinealocyte and astrocyte markers. (PDF) Click here for additional data file.

S2 Fig Relative expression of catecholamine and cholinergic receptor transcripts. (PDF) Click here for additional data file.

S3 Fig Relative expression of oxidative phosphorylation and RP transcripts. (PDF) Click here for additional data file.

S4 Fig Relative expression of G-Protein subunit transcripts. (PDF) Click here for additional data file.

S5 Fig Expression of specific genes included in Fig 3 between α- and β-pinealocytes. (PDF) Click here for additional data file.

S6 Fig Immunohistochemical analysis of the pineal gland reveals cell type-specific patterns of expression. (PDF) Click here for additional data file.

S7 Fig Regional differences in the density of S100b-positive and Gfap-postitive cells. (PDF) Click here for additional data file.

S8 Fig Relative expression of microglia markers. (PDF) Click here for additional data file.

S9 Fig Relative expression of VLMC and endothelial cell markers. (PDF) Click here for additional data file.

S10 Fig Relative expression of cadherin and gap junction transcripts. (PDF) Click here for additional data file.

S11 Fig Relative expression of glutamate and GABA receptor transcripts. (PDF) Click here for additional data file.

S12 Fig Relative expression of purinergic receptor transcripts. (PDF) Click here for additional data file.

S13 Fig Relative expression of calcium channel transcripts. (PDF) Click here for additional data file.

S14 Fig Relative expression of potassium channel transcripts. (PDF) Click here for additional data file.

S15 Fig Relative expression of adenylate cyclase and cyclic nucleotide phosphodiesterase transcripts. (PDF) Click here for additional data file.

S16 Fig Relative expression of secretion related transcripts. (PDF) Click here for additional data file.

S17 Fig Relative expression of ephrin ligand and receptor transcripts. (PDF) Click here for additional data file.

S18 Fig Relative expression of Tfna ligand and receptor transcripts. (PDF) Click here for additional data file.

S19 Fig Relative expression of transcription factor transcripts. (PDF) Click here for additional data file.

S20 Fig Relative expression of aquaporin transcripts. (PDF) Click here for additional data file.

S21 Fig Relative expression of glutamate transporter transcripts. (PDF) Click here for additional data file.

S22 Fig Relative expression of clock gene transcripts. (PDF) Click here for additional data file.

S23 Fig Relative expression of lipoxygenase and phospholipase transcripts. (PDF) Click here for additional data file.

S24 Fig Transcriptomic characterization of nighttime pineal gland, batch effects, and QC. (PDF) Click here for additional data file.

S1 Table Number of single cells profiled by cell type, day/night experiment. (PDF) Click here for additional data file.

S2 Table Number of single cells profiled by cell type, isoproterenol experiment. (PDF) Click here for additional data file.

S3 Table Annotation adjustment of 3’ ends of select genes. (PDF) Click here for additional data file.

S4 Table Immunohistochemical reagents. (PDF) Click here for additional data file.

S5 Table Differentially expressed genes overlapping between night/ isoproterenol treatment and day/vehicle control treatment. (PDF) Click here for additional data file.

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S1 Fig. Relative expression of pinealocyte and astrocyte markers.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day ( $p < 0.01$ , Wilcoxon rank sum; effect size  $\geq 0.35$ , fold change  $\geq 2.0$ , expressed in  $\geq 15.0\%$  of cells). (\*) indicates pinealocyte markers appearing to exhibit strong expression in non-pinealocytes, likely as a result of ambient mRNA contamination from lysed pinealocytes (see main text for details).

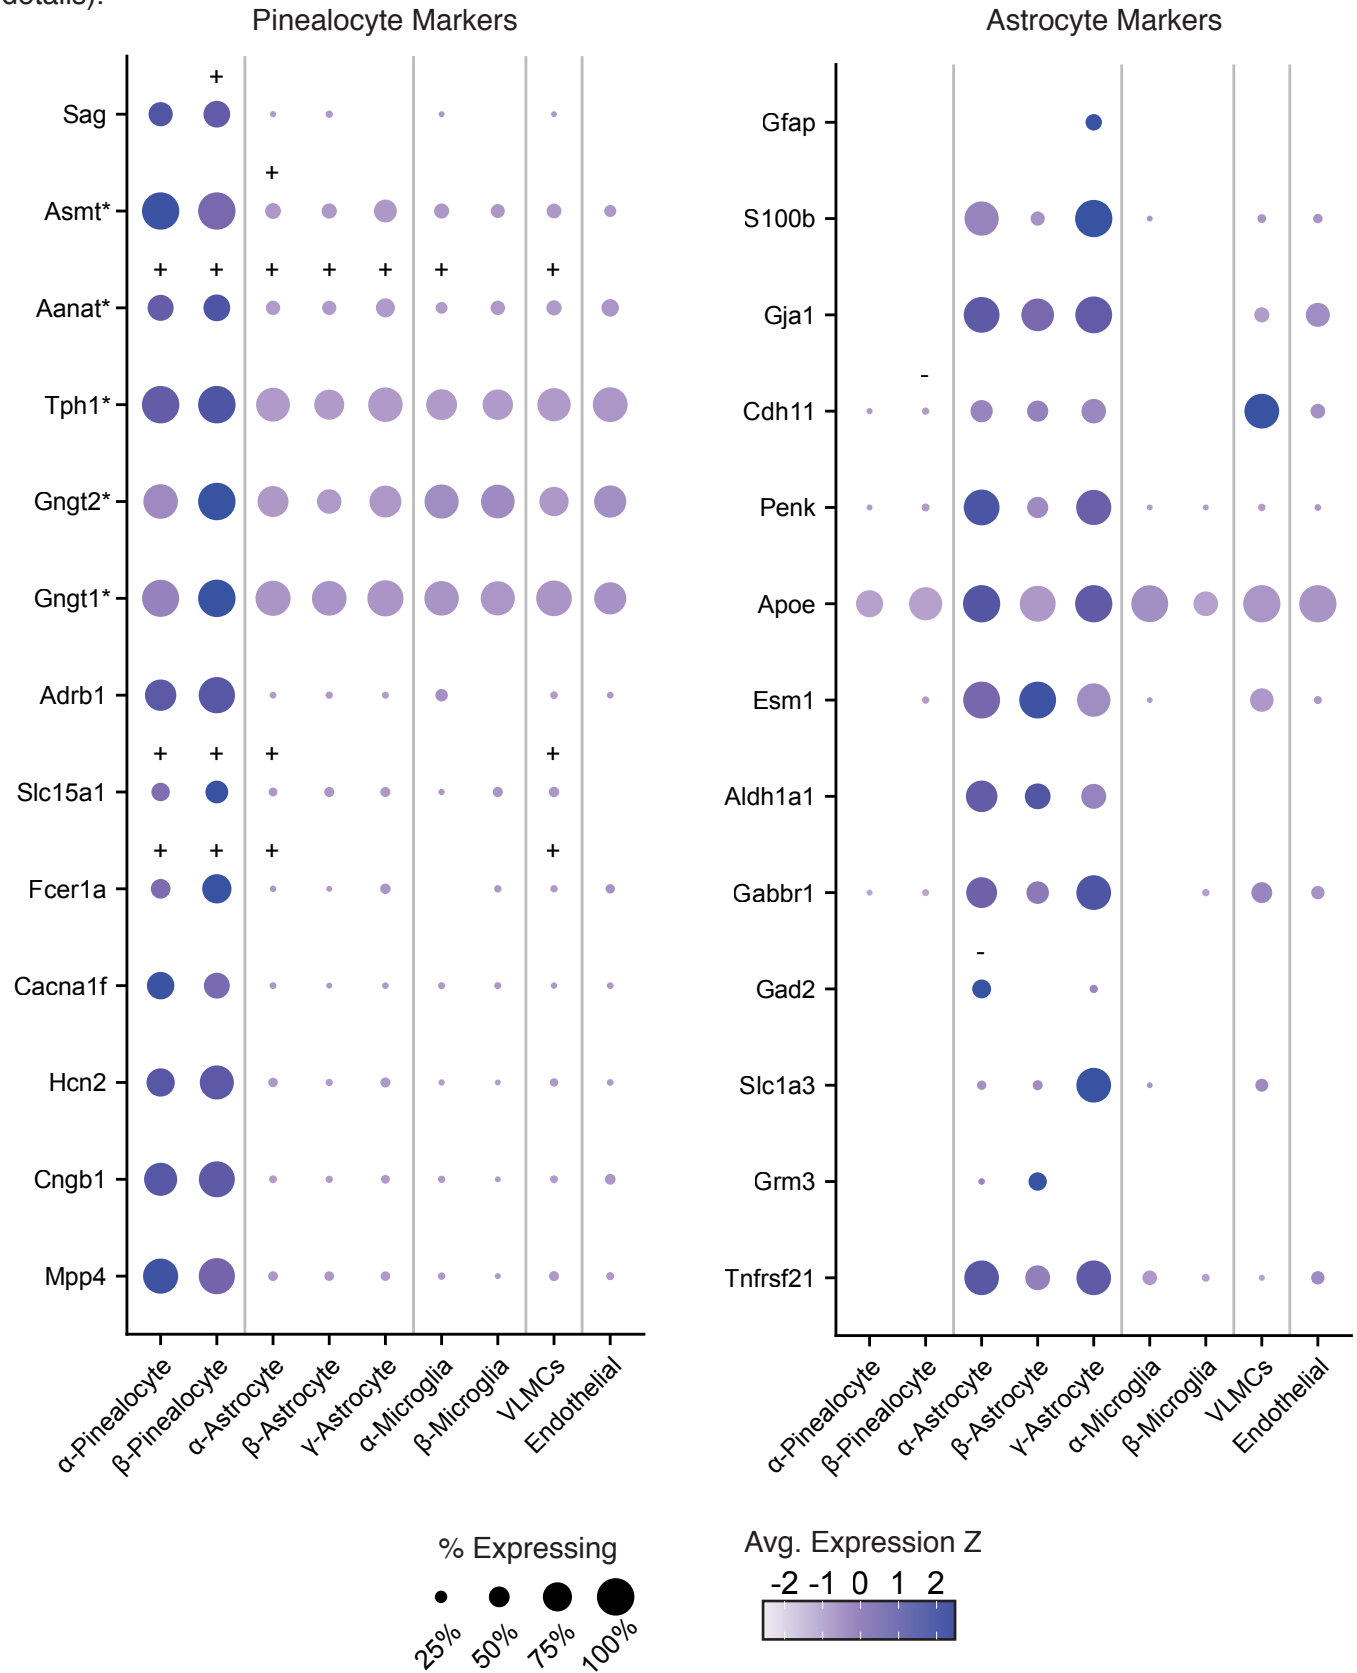

**Supplement:** S1 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S3 Fig. Relative expression of oxidative phosphorylation and RP transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

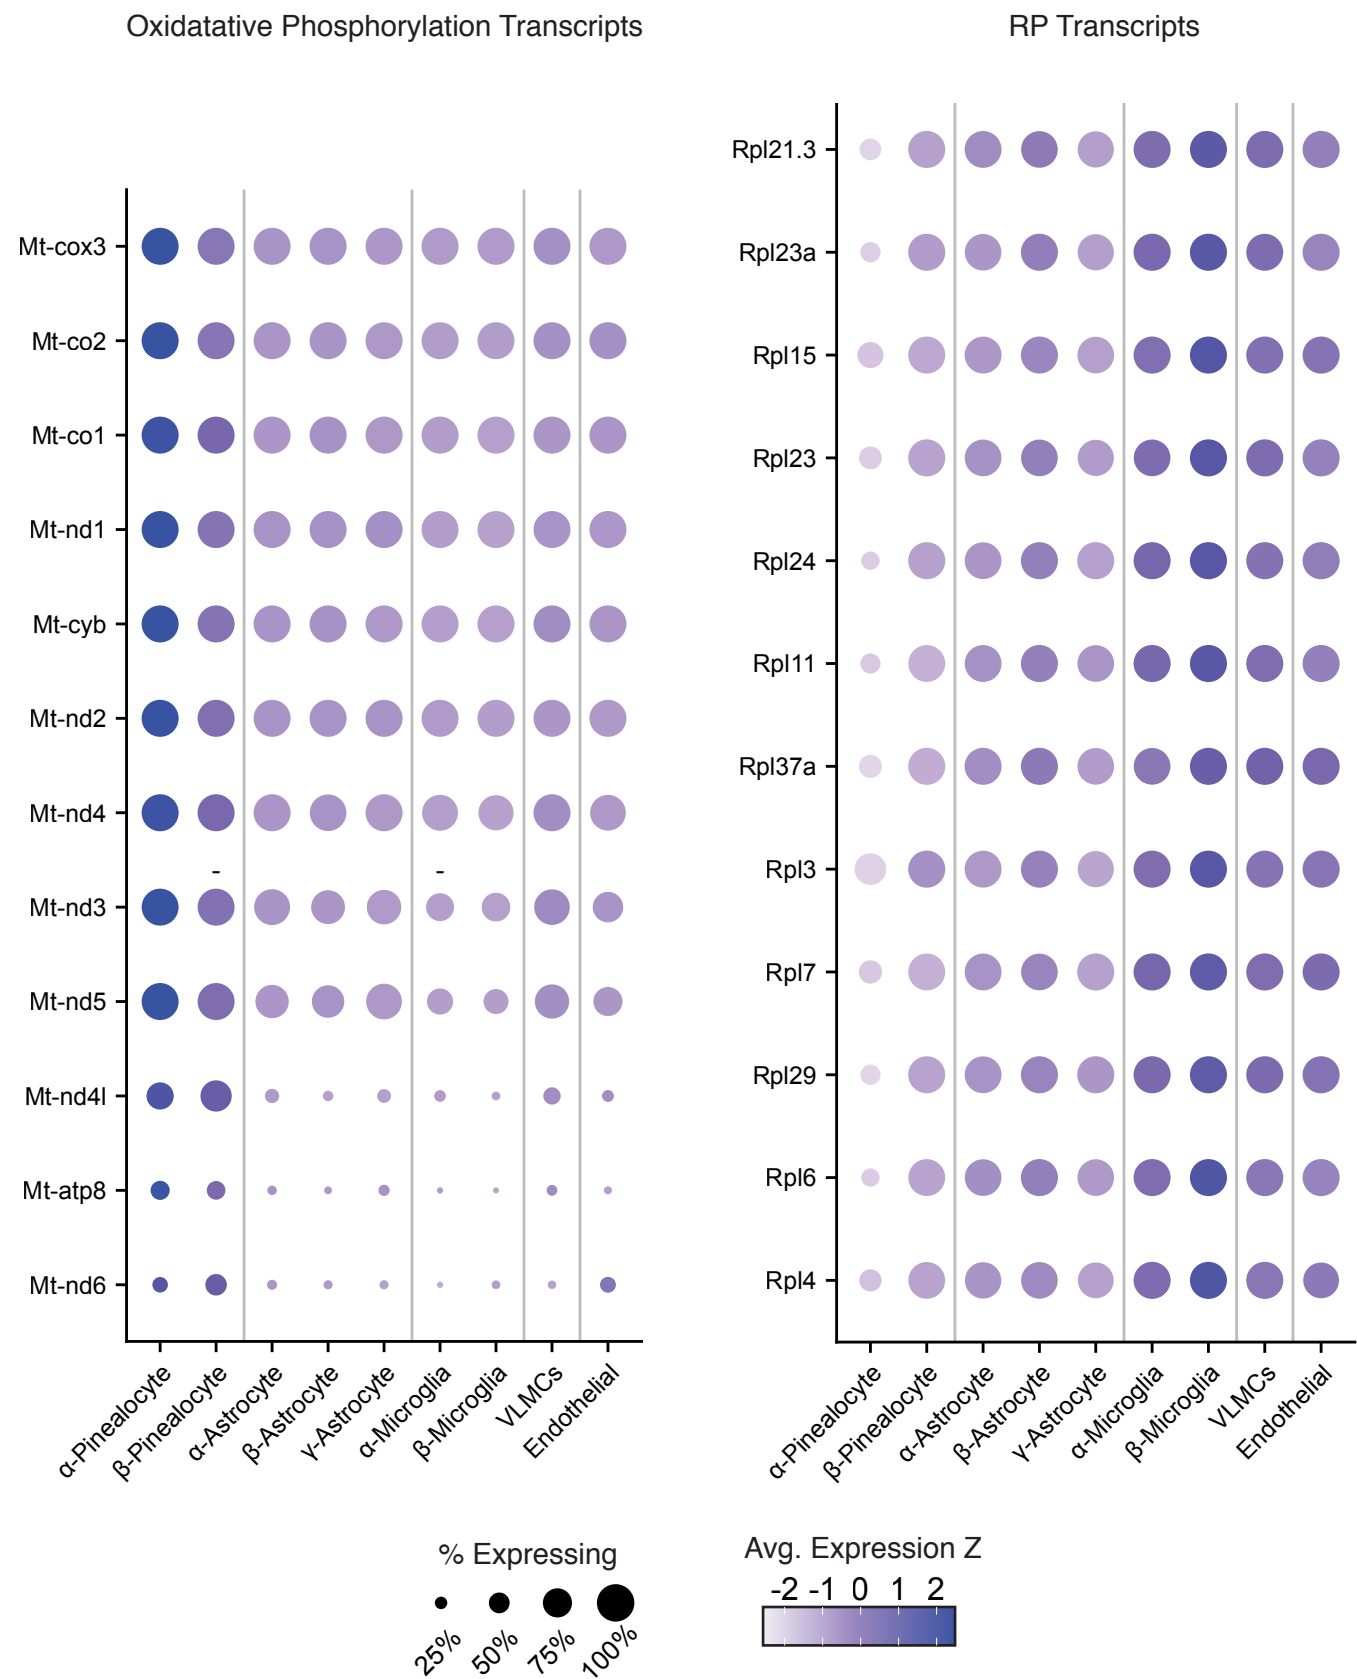

**Supplement:** S3 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S4 Fig. Relative expression of G-Protein subunit transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

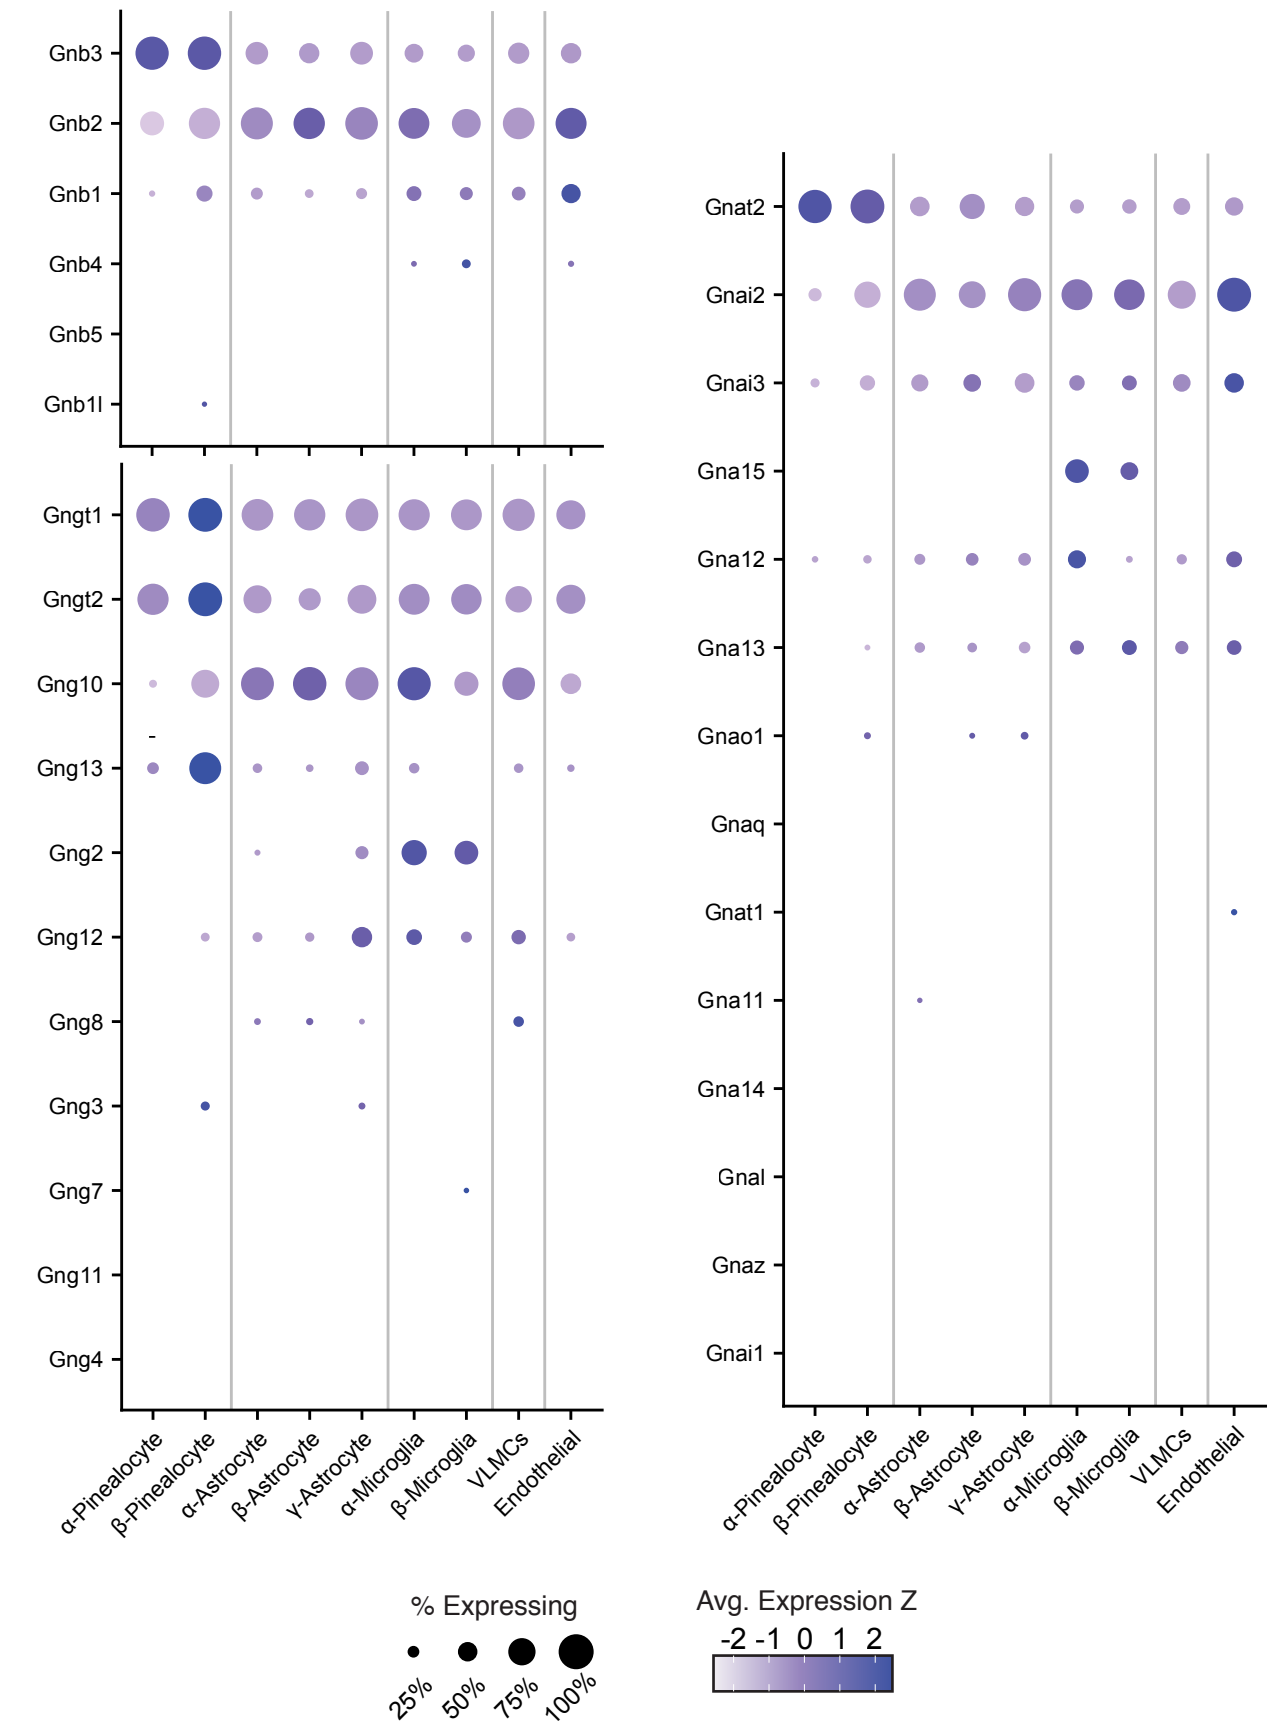

**Supplement:** S4 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S5 Fig

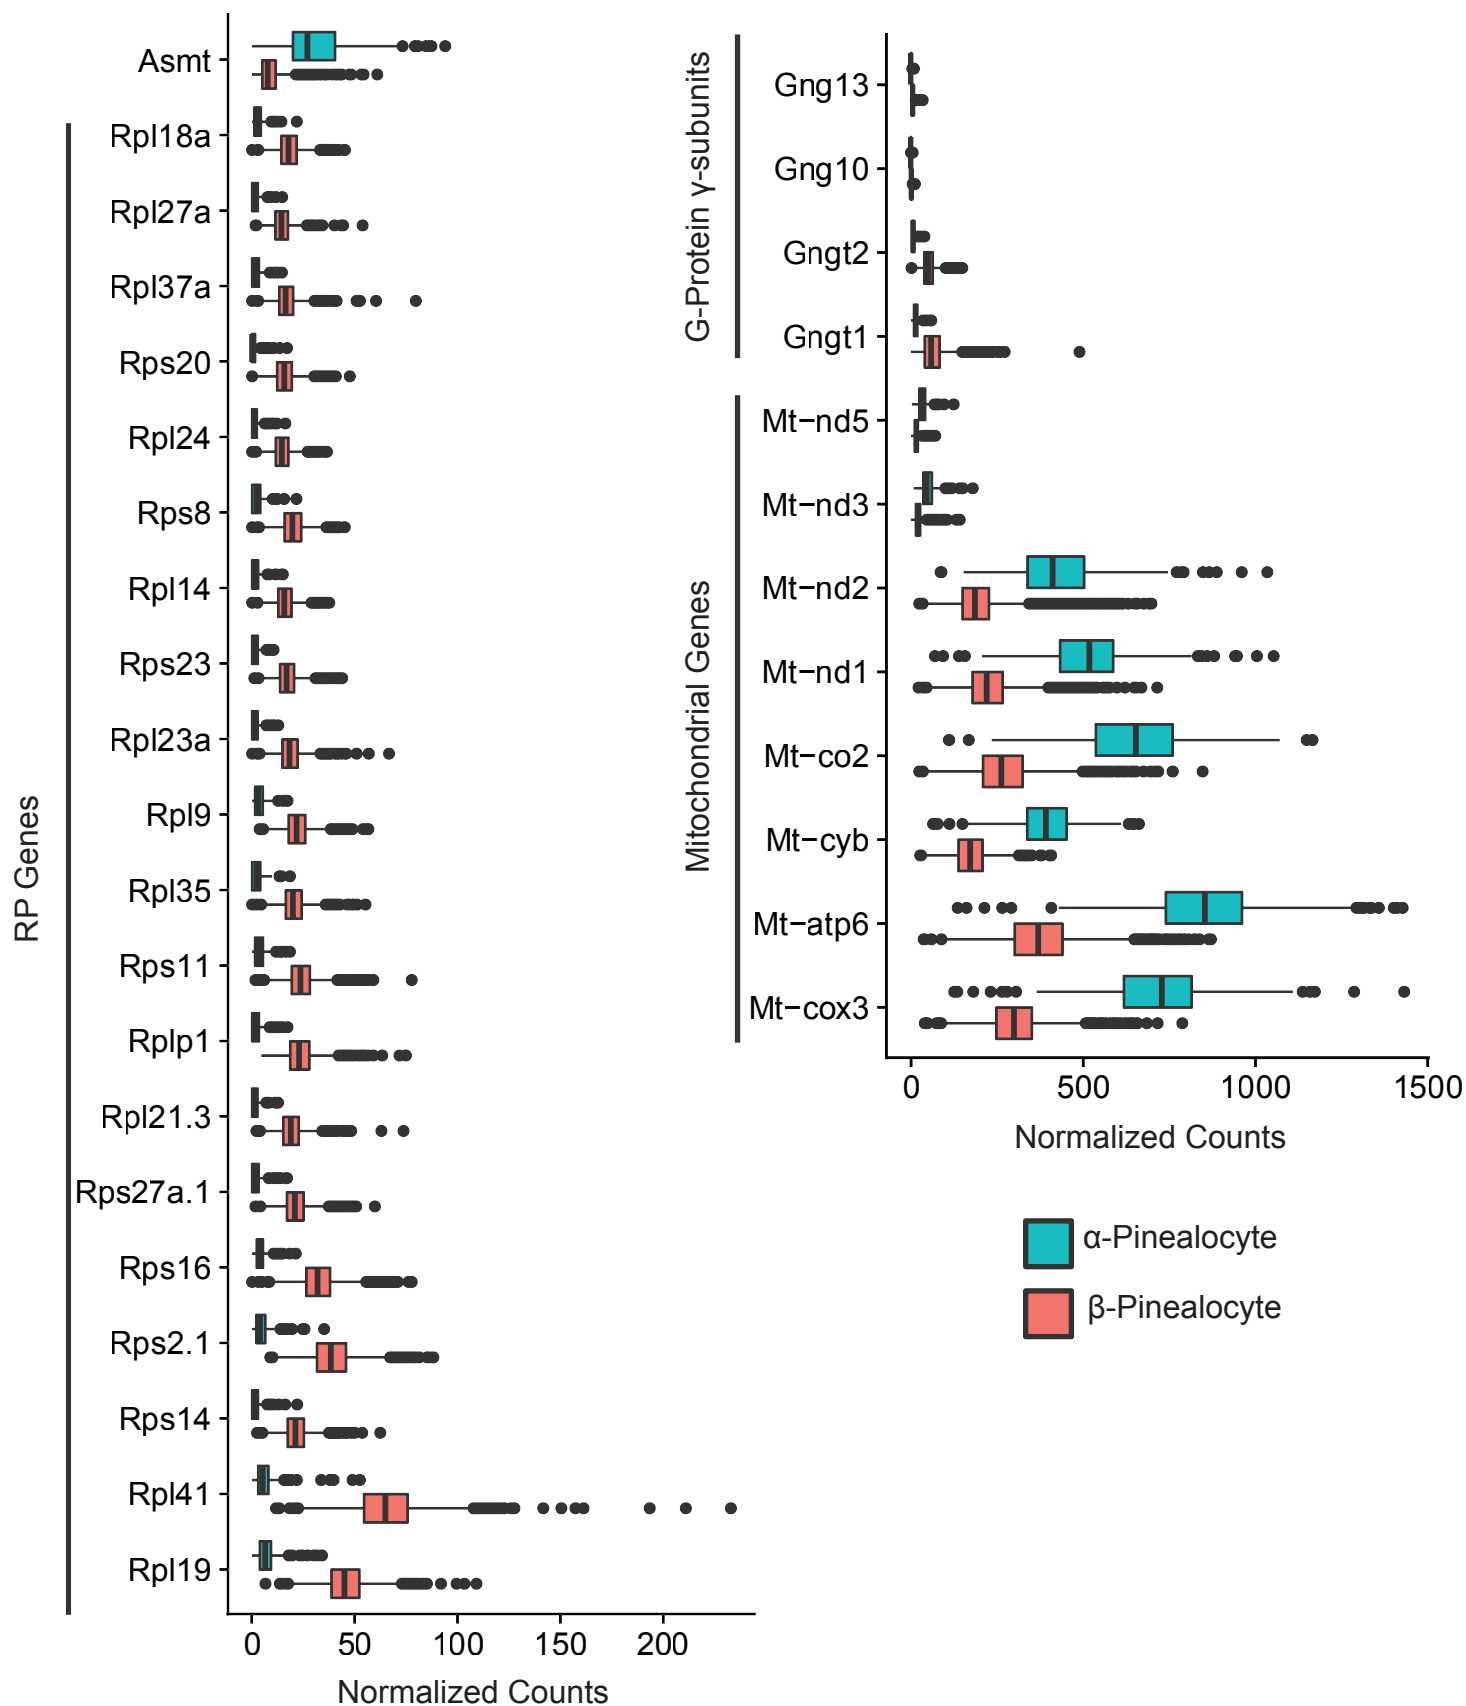

**S5 Fig. Expression of specific genes included in Figure 3 between  $\alpha$ - and  $\beta$ -pinealocytes.**

Boxplots include normalized counts from all cells in either cell type. Black dots are outliers. Data points are marked as outliers if they are 1.5X the inter quartile range above the third quartile or below the first quartile. All cells of each type are included ( $\alpha$ -pinealocyte, n=275;  $\beta$ -pinealocyte, n=4,822).

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S6 Fig

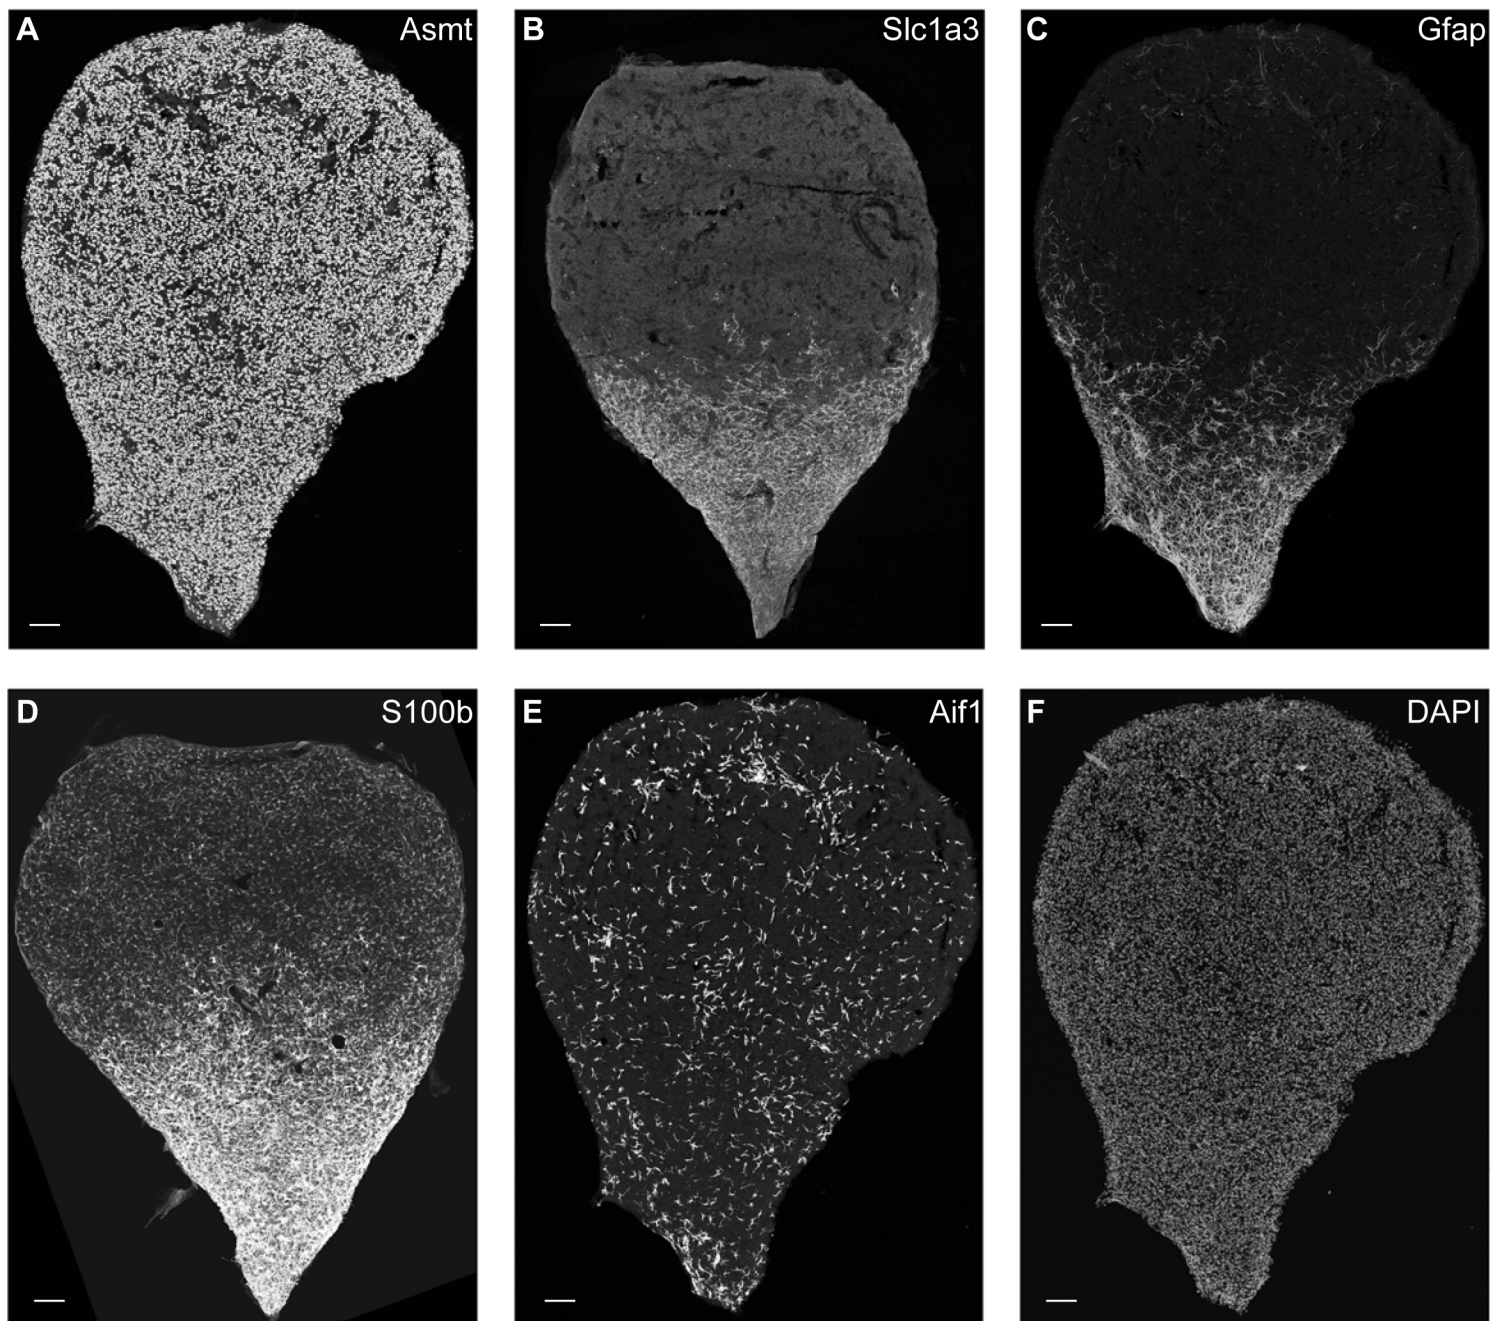

**S6 Fig. Immunohistochemical analysis of the pineal gland reveals cell type-specific patterns of expression.** Maximum intensity projections taken from immunohistochemical sections through the rat pineal gland midline with the rostral stalk origin at the bottom. Scale bar = 100 μm.

(A) Asmt-positive pinealocytes are uniformly distributed. (B) Slc1a3-positive  $\gamma$ -astrocytes are most abundant in rostral region near the stalk. (C) Gfap-positive  $\gamma$ -astrocytes are most abundant in rostral region near the stalk. (D) S100b-positive astrocytes are most abundant in the rostral region and appear elsewhere with distinctly lower density and expression strength. (E) Aif1-positive microglia are unevenly distributed throughout pineal gland at low density. (F) DAPI stain indicates a uniform distribution of cells throughout the gland.

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S7 Fig

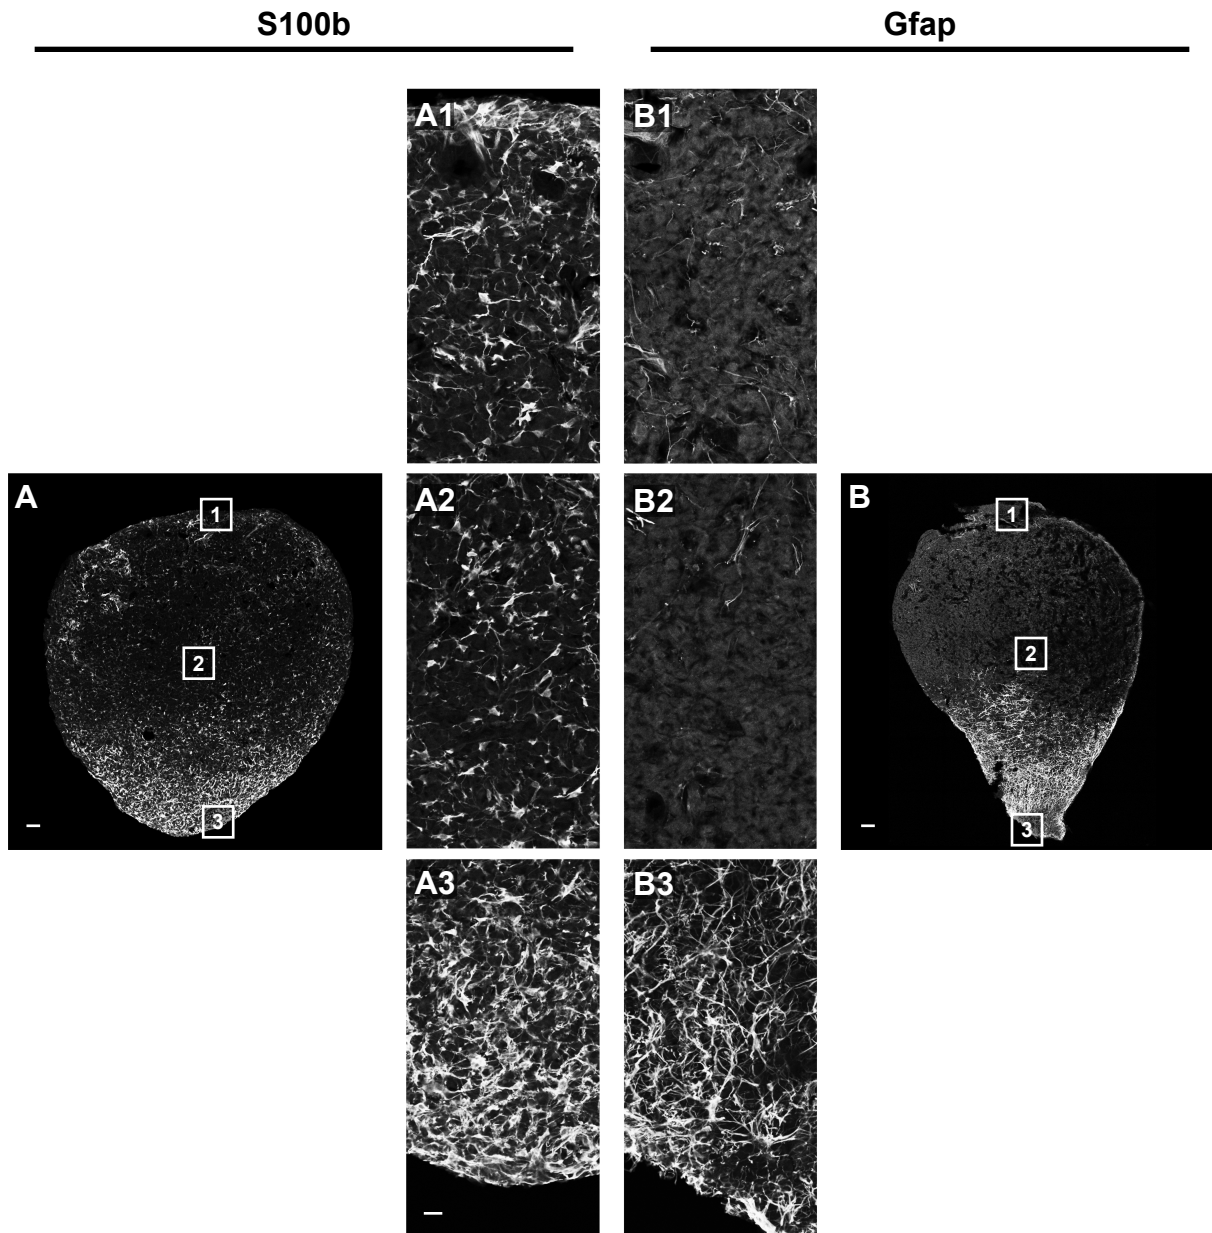

**S7 Fig. Regional differences in the density of S100b-positive and Gfap-positive cells.**

Images were taken from immunohistochemical sections through the rat pineal gland midline with the rostral stalk origin at the bottom. **(A-B)** Full gland images acquired as tiled stacks, rendered as maximum intensity projections. Scale bar = 100  $\mu\text{m}$ . **(A1-3, B1-3)** Single-plane images acquired from regions designated in A and B. Scale bar = 20  $\mu\text{m}$ . **(A, A1-3)** S100b-positive astrocytes are most abundant in the rostral region of the gland and appear elsewhere with distinctly lower density and expression strength. **(B, B1-3)** Gfap-positive  $\gamma$ -astrocytes are most abundant in the rostral region near the stalk.

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S8 Fig. Relative expression of microglia markers.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

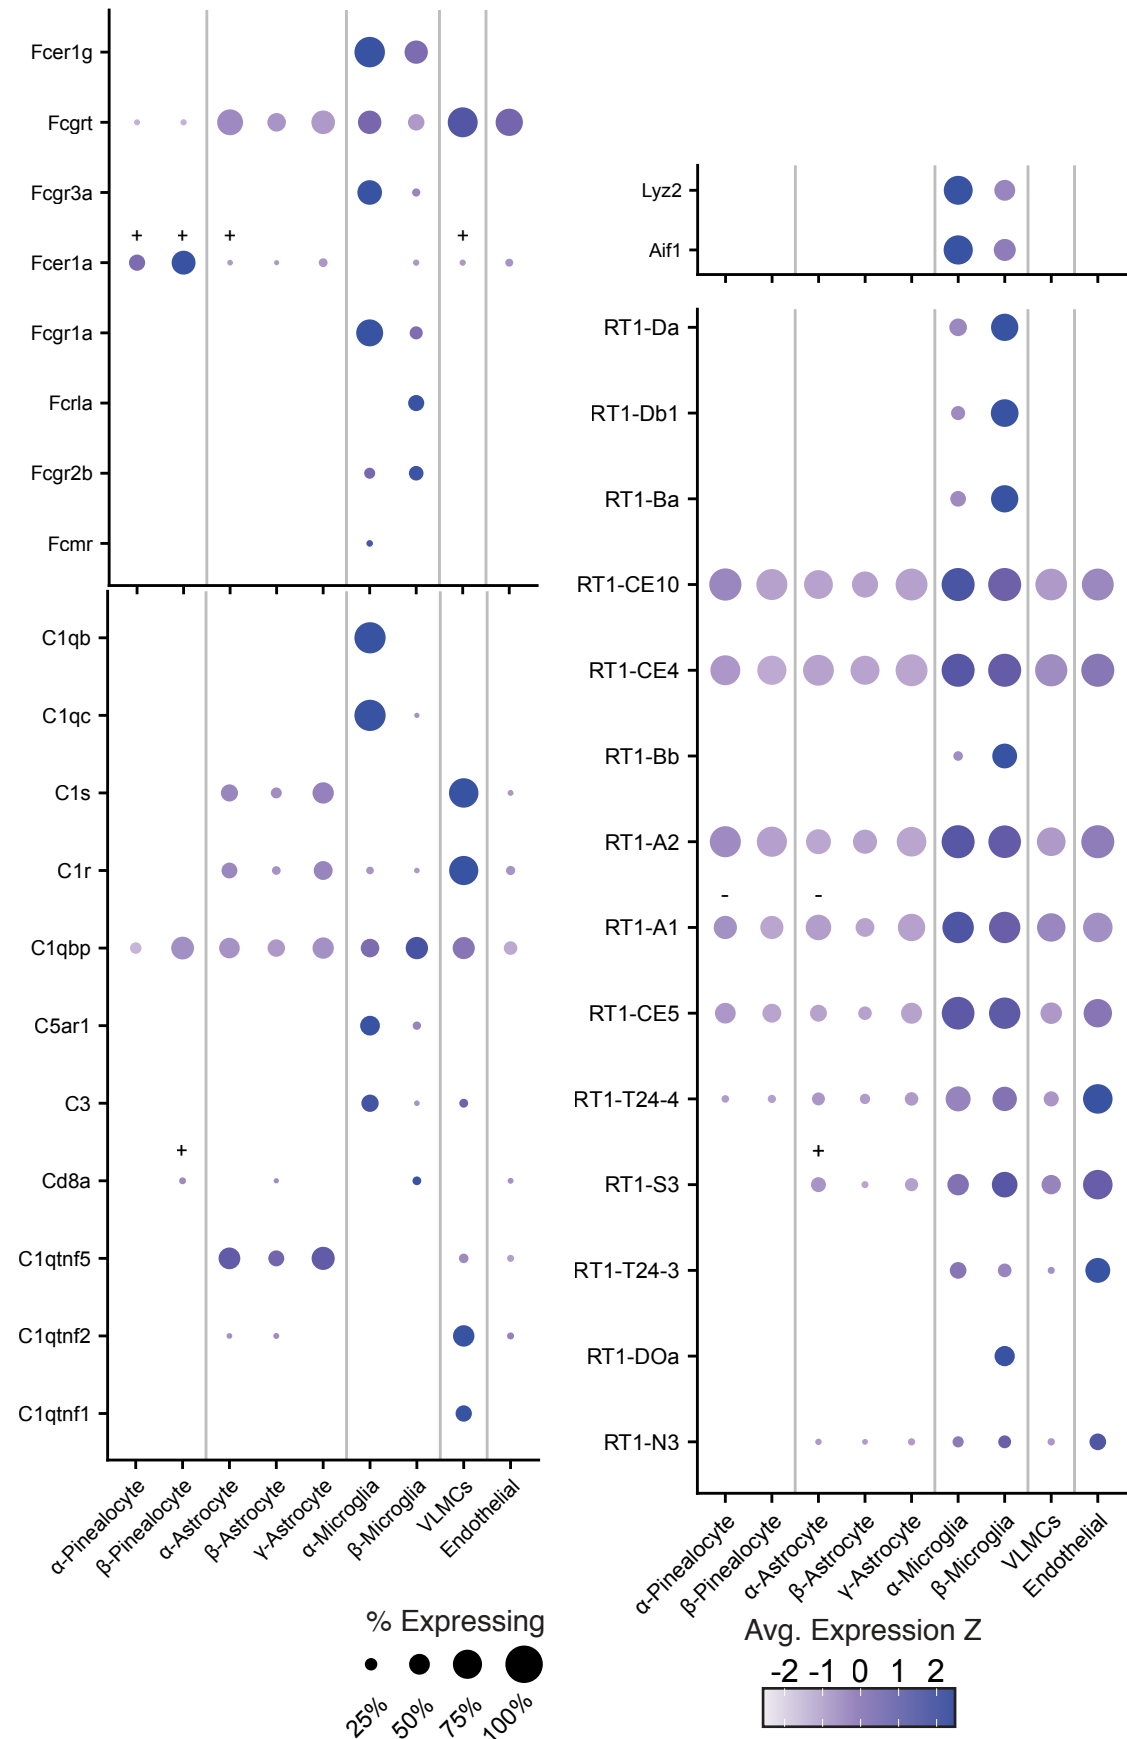

**Supplement:** S8 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S9 Fig. Relative expression of VLMC and endothelial cell markers.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

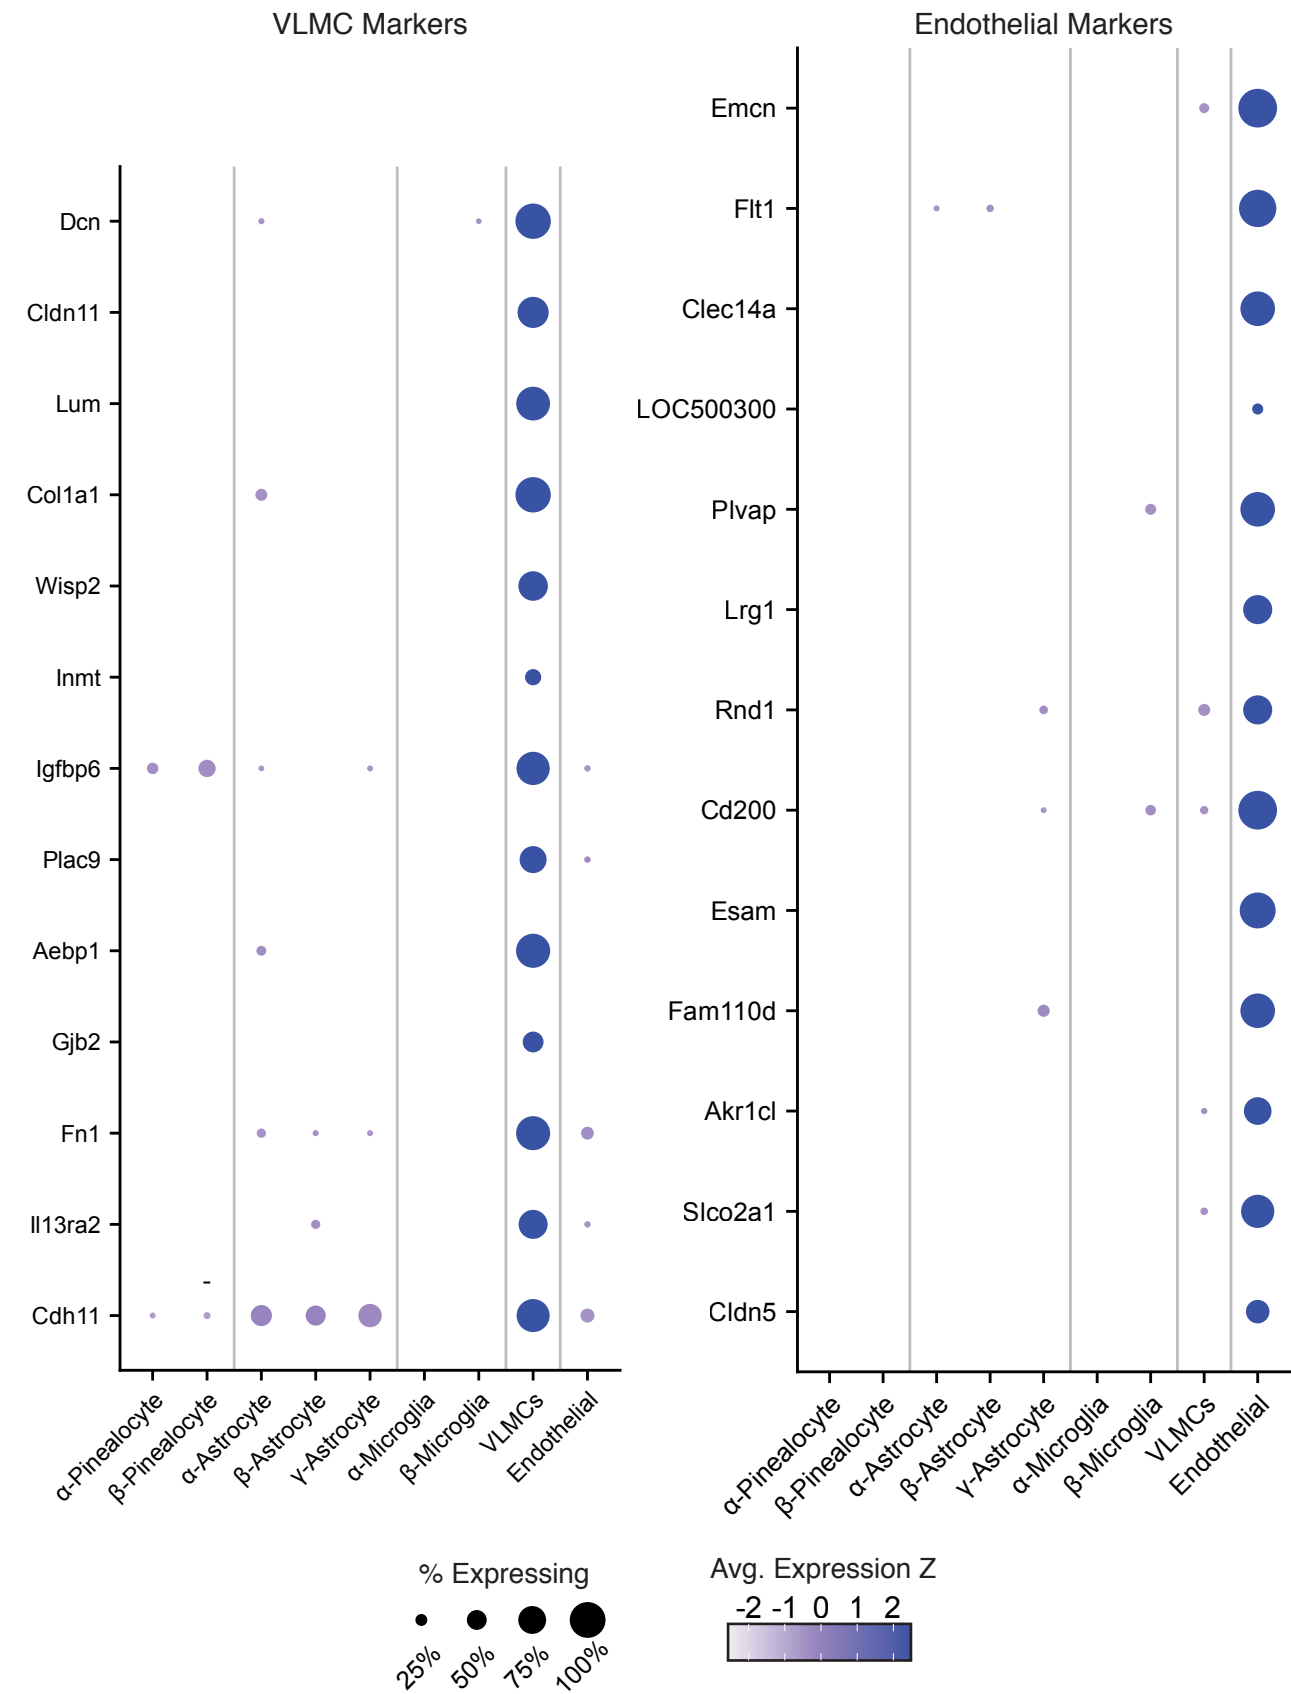

**Supplement:** S9 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S10 Fig. Relative expression of cadherin and gap junction transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

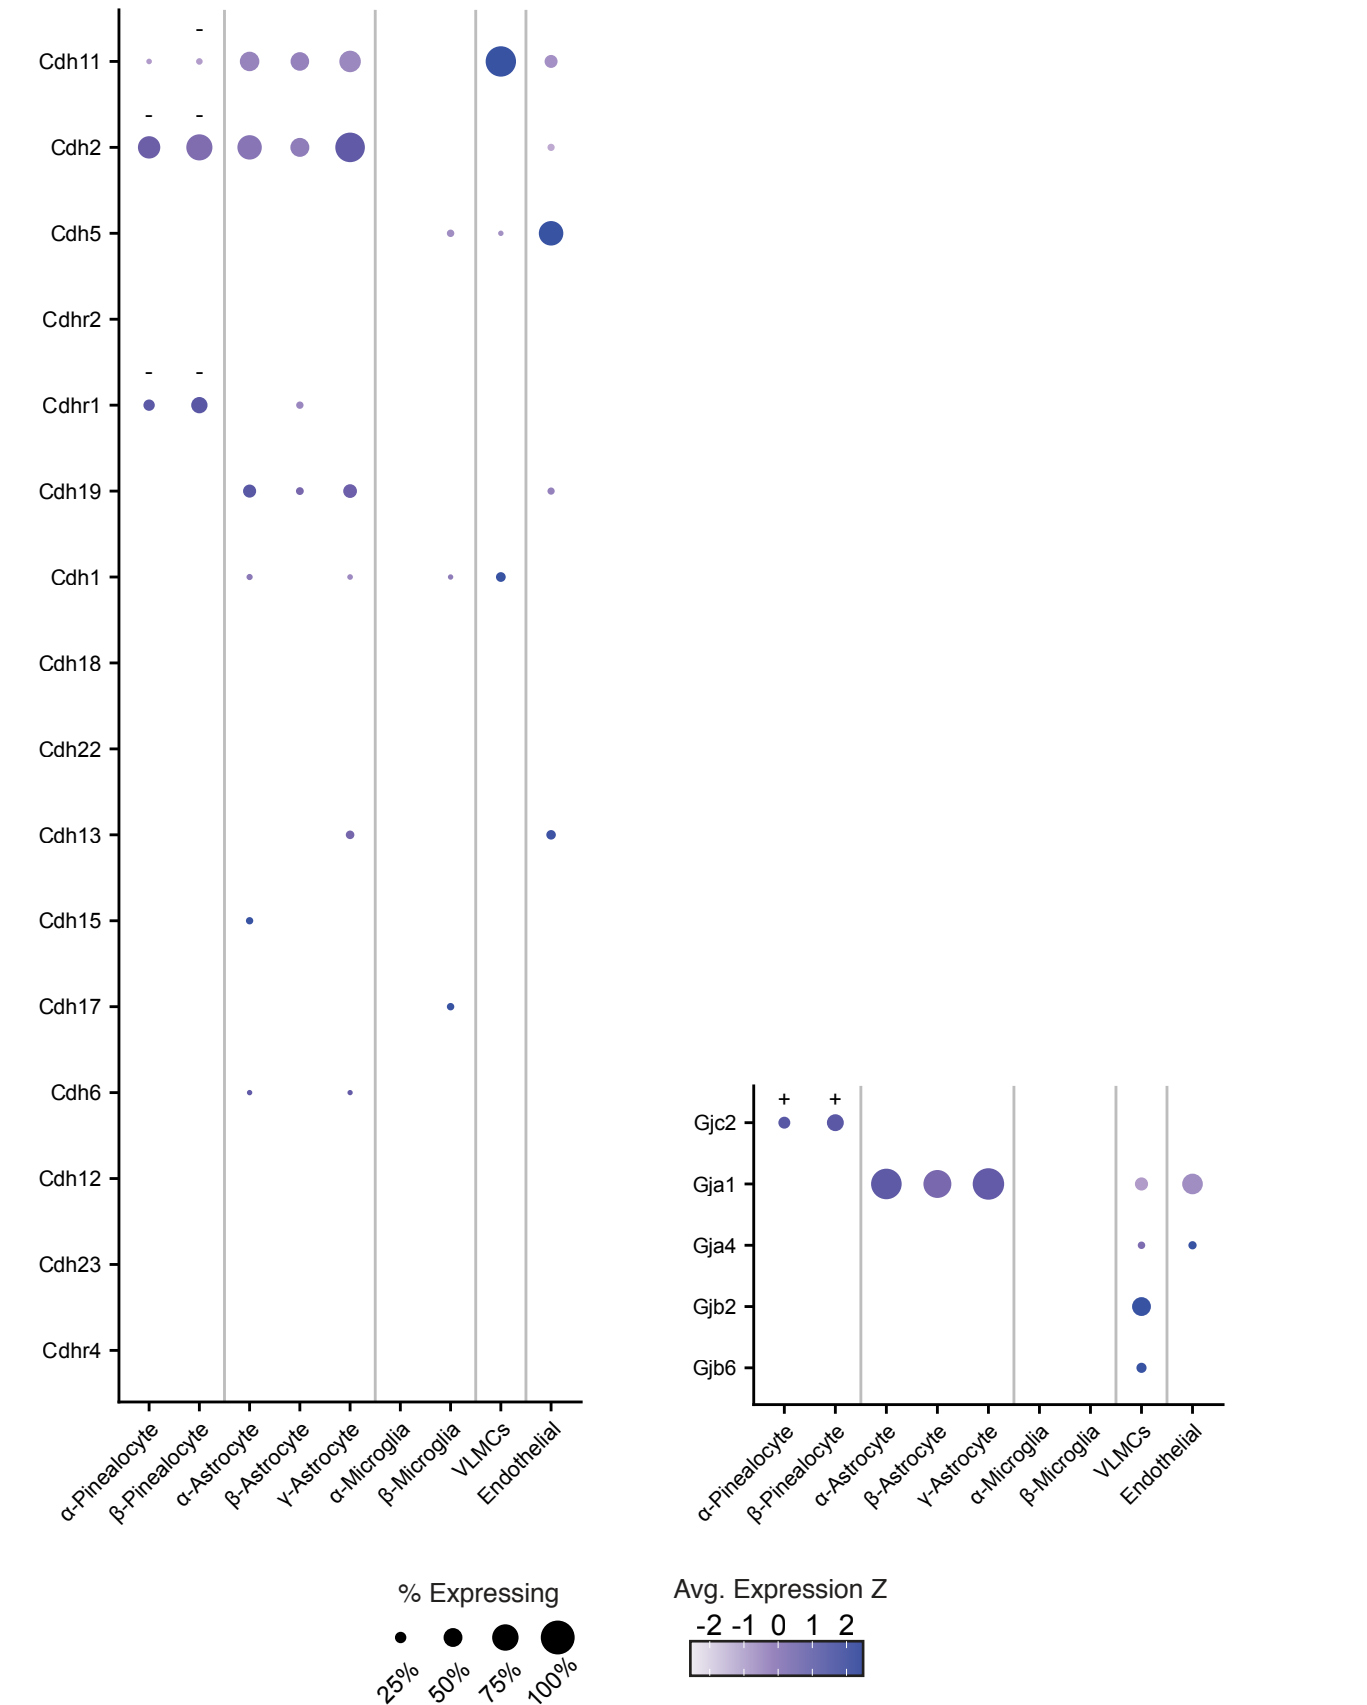

**Supplement:** S10 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S11 Fig. Relative expression of glutamate and GABA receptor transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

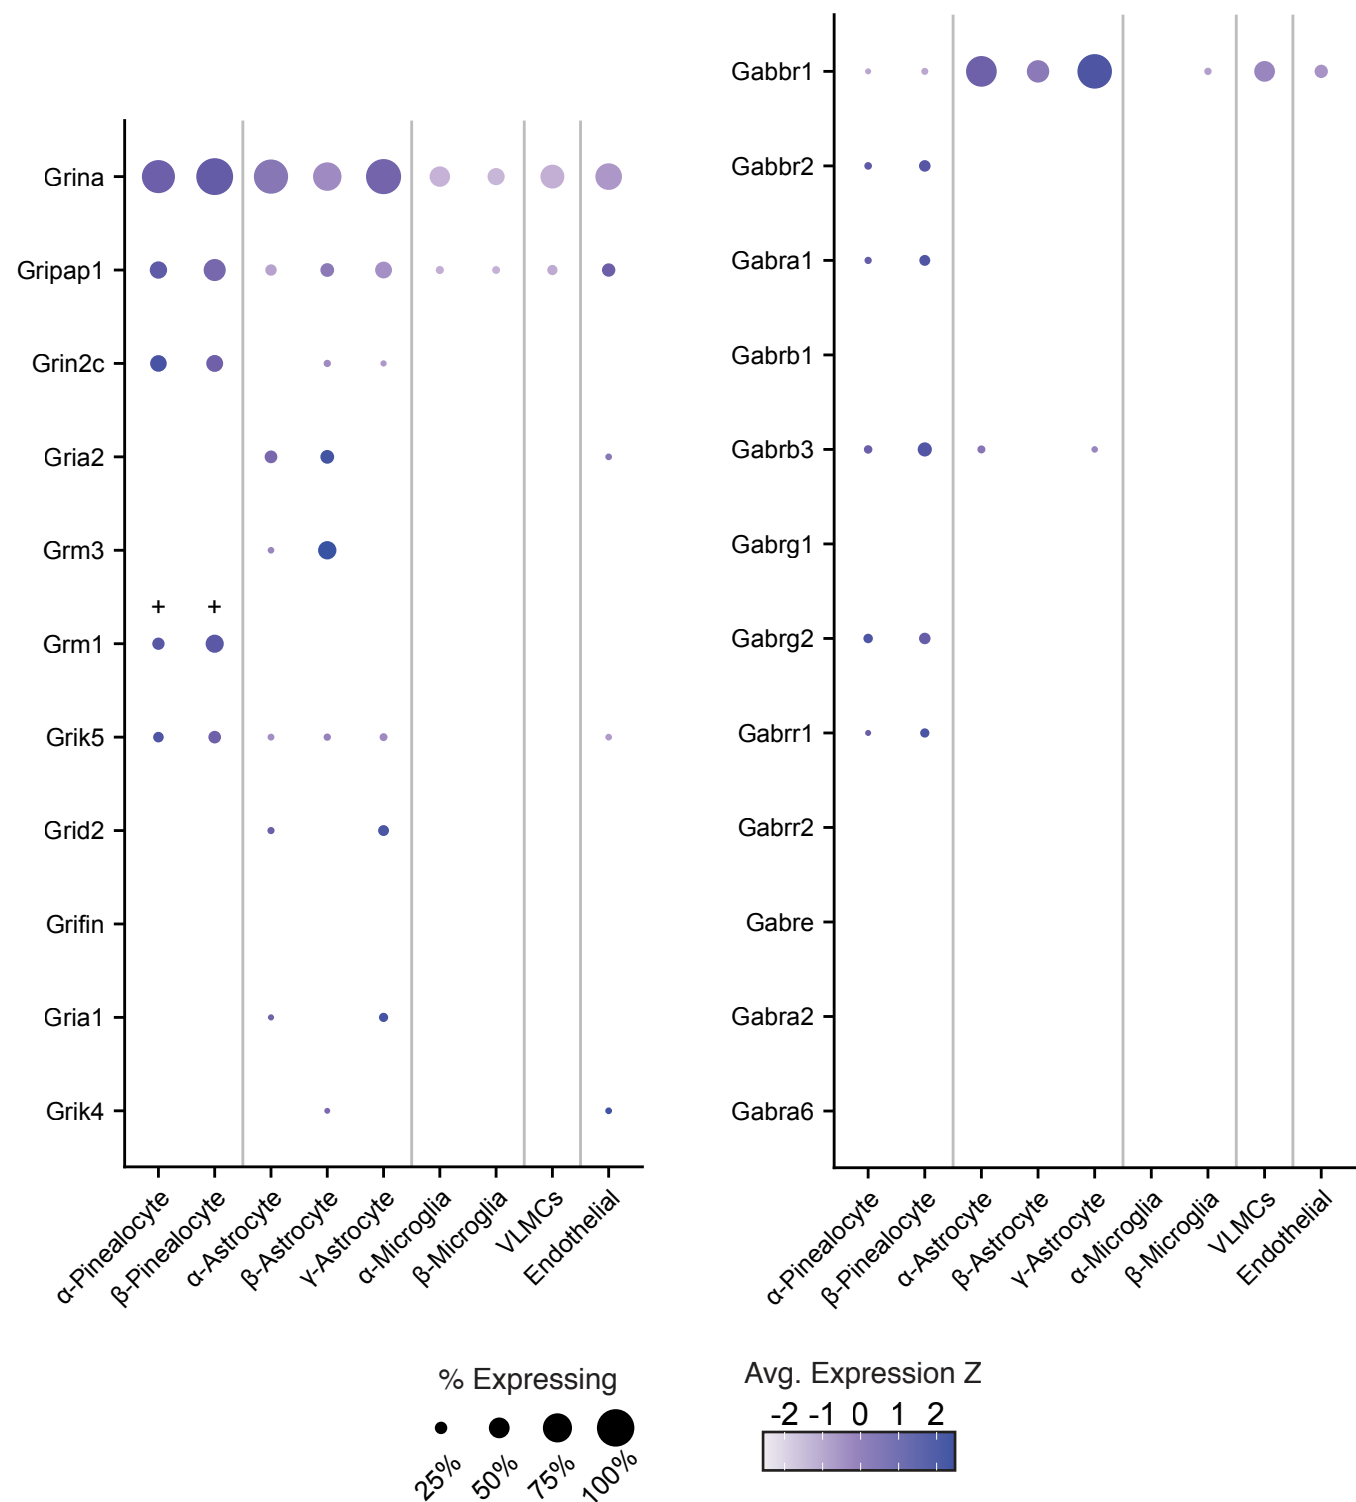

**Supplement:** S11 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S12 Fig. Relative expression of purinergic receptor transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

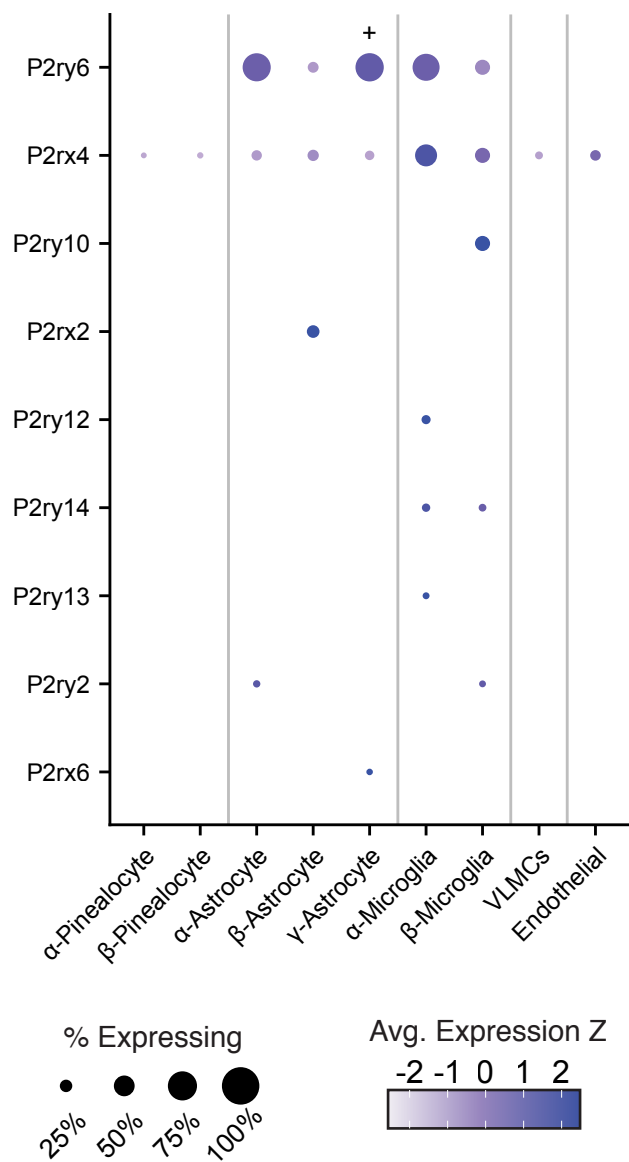

**Supplement:** S12 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S13 Fig. Relative expression of calcium channel transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

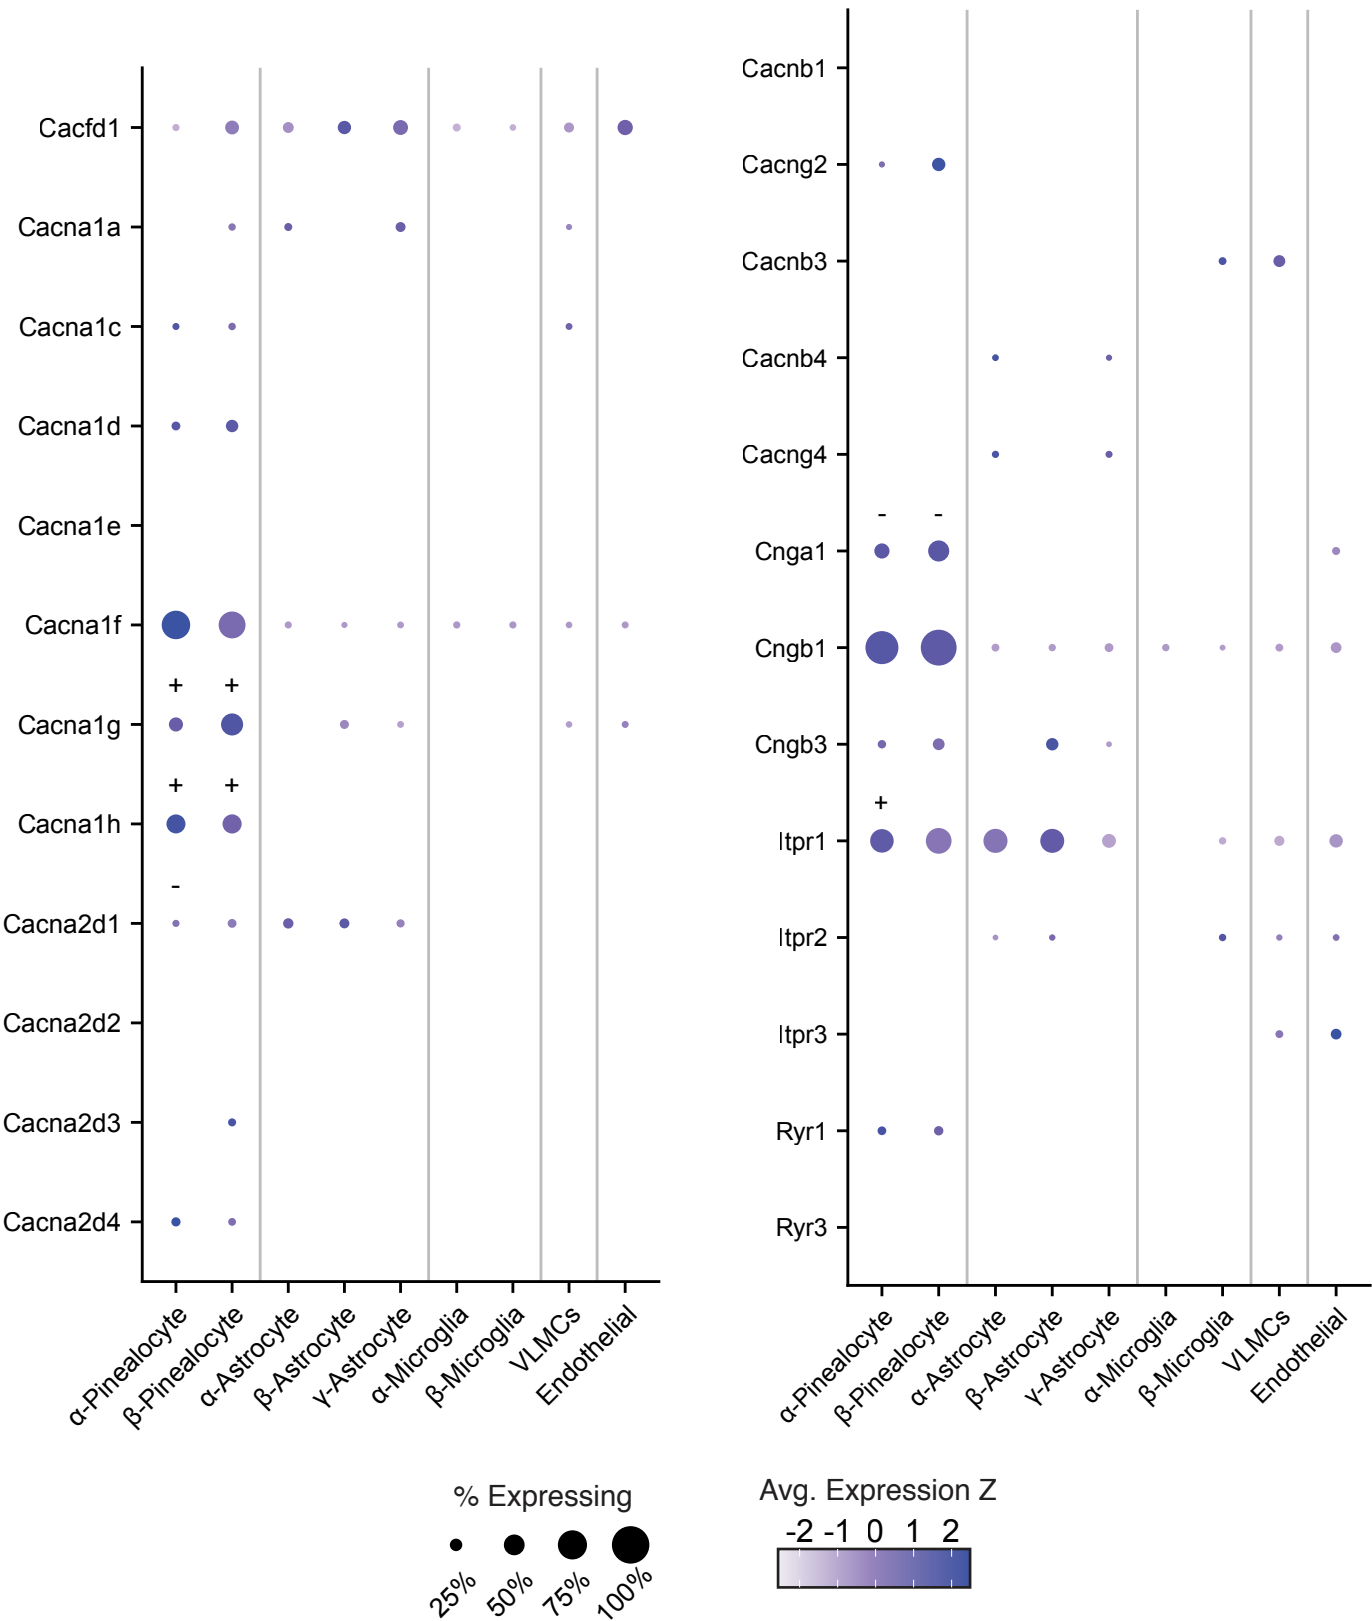

S13 Fig. Relative expression of potassium channel transcripts (continued).

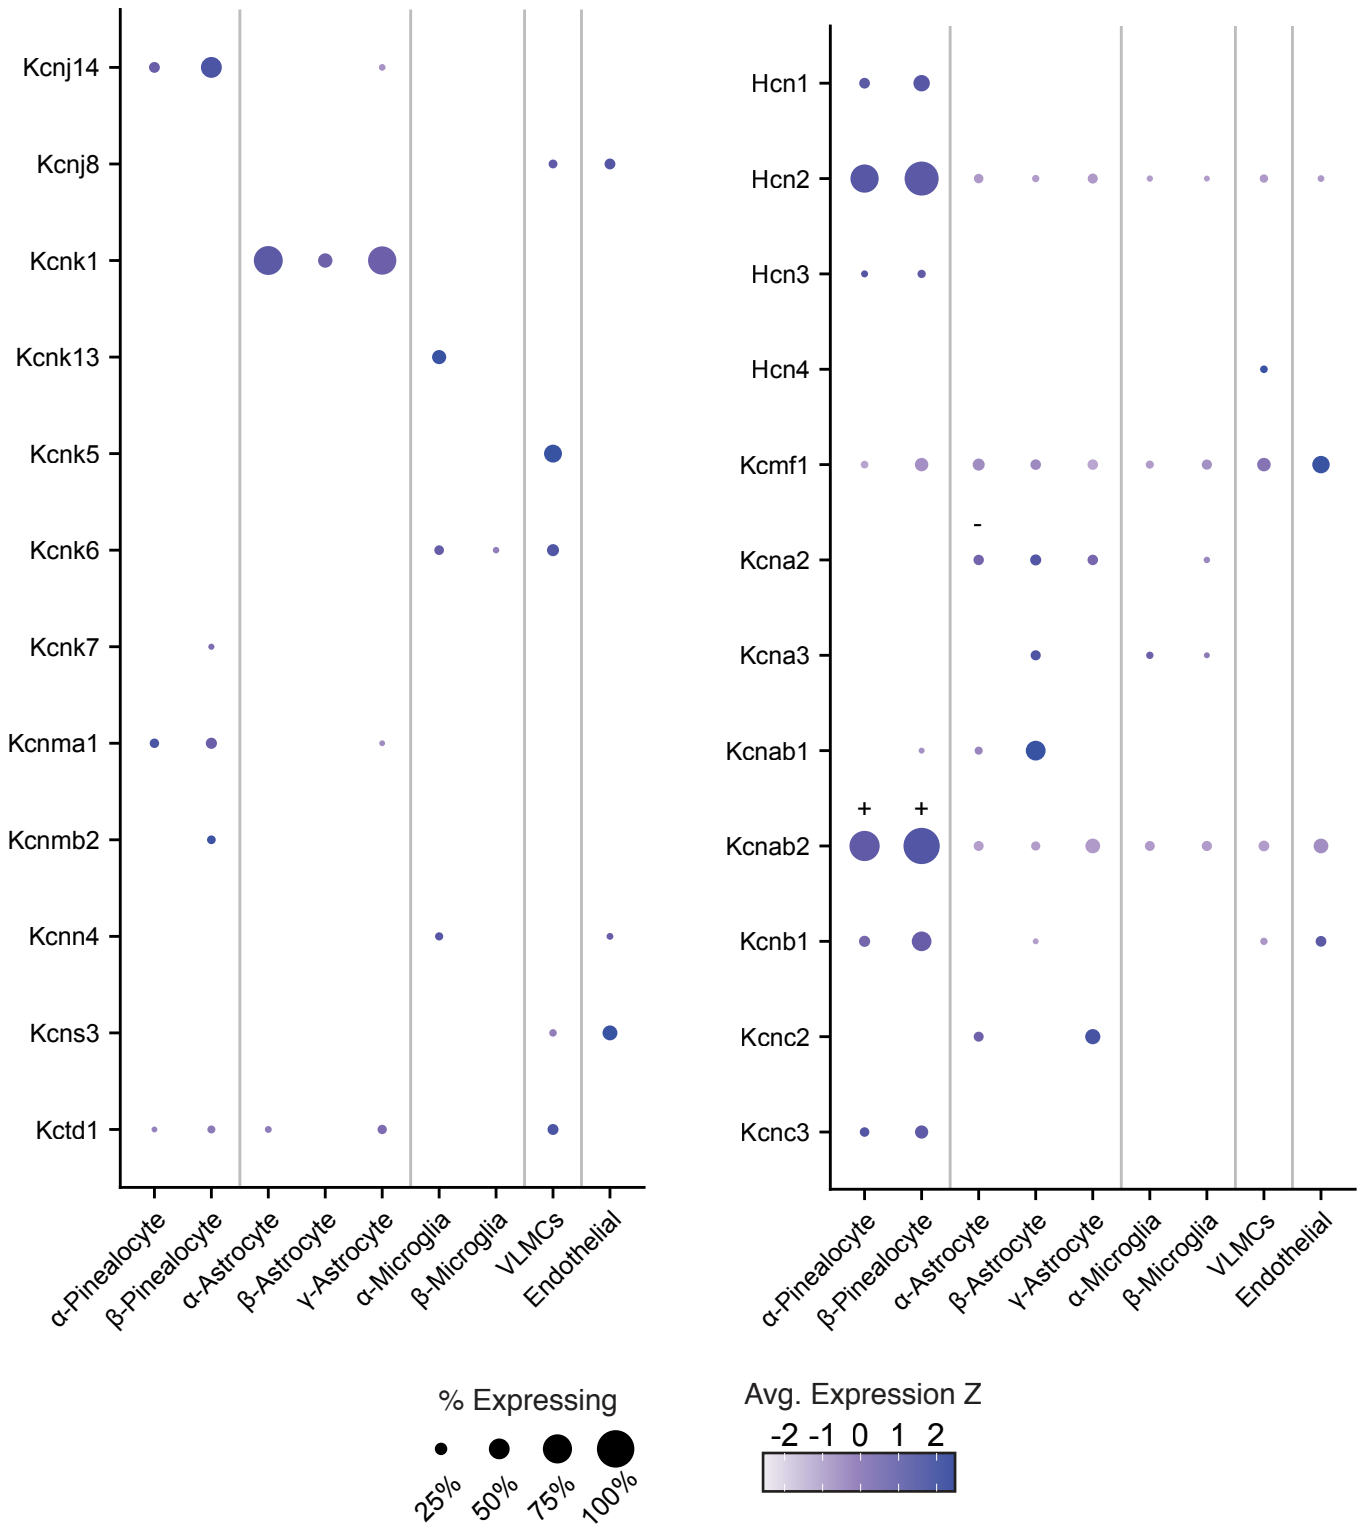

**Supplement:** S13 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S14 Fig. Relative expression of potassium channel transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

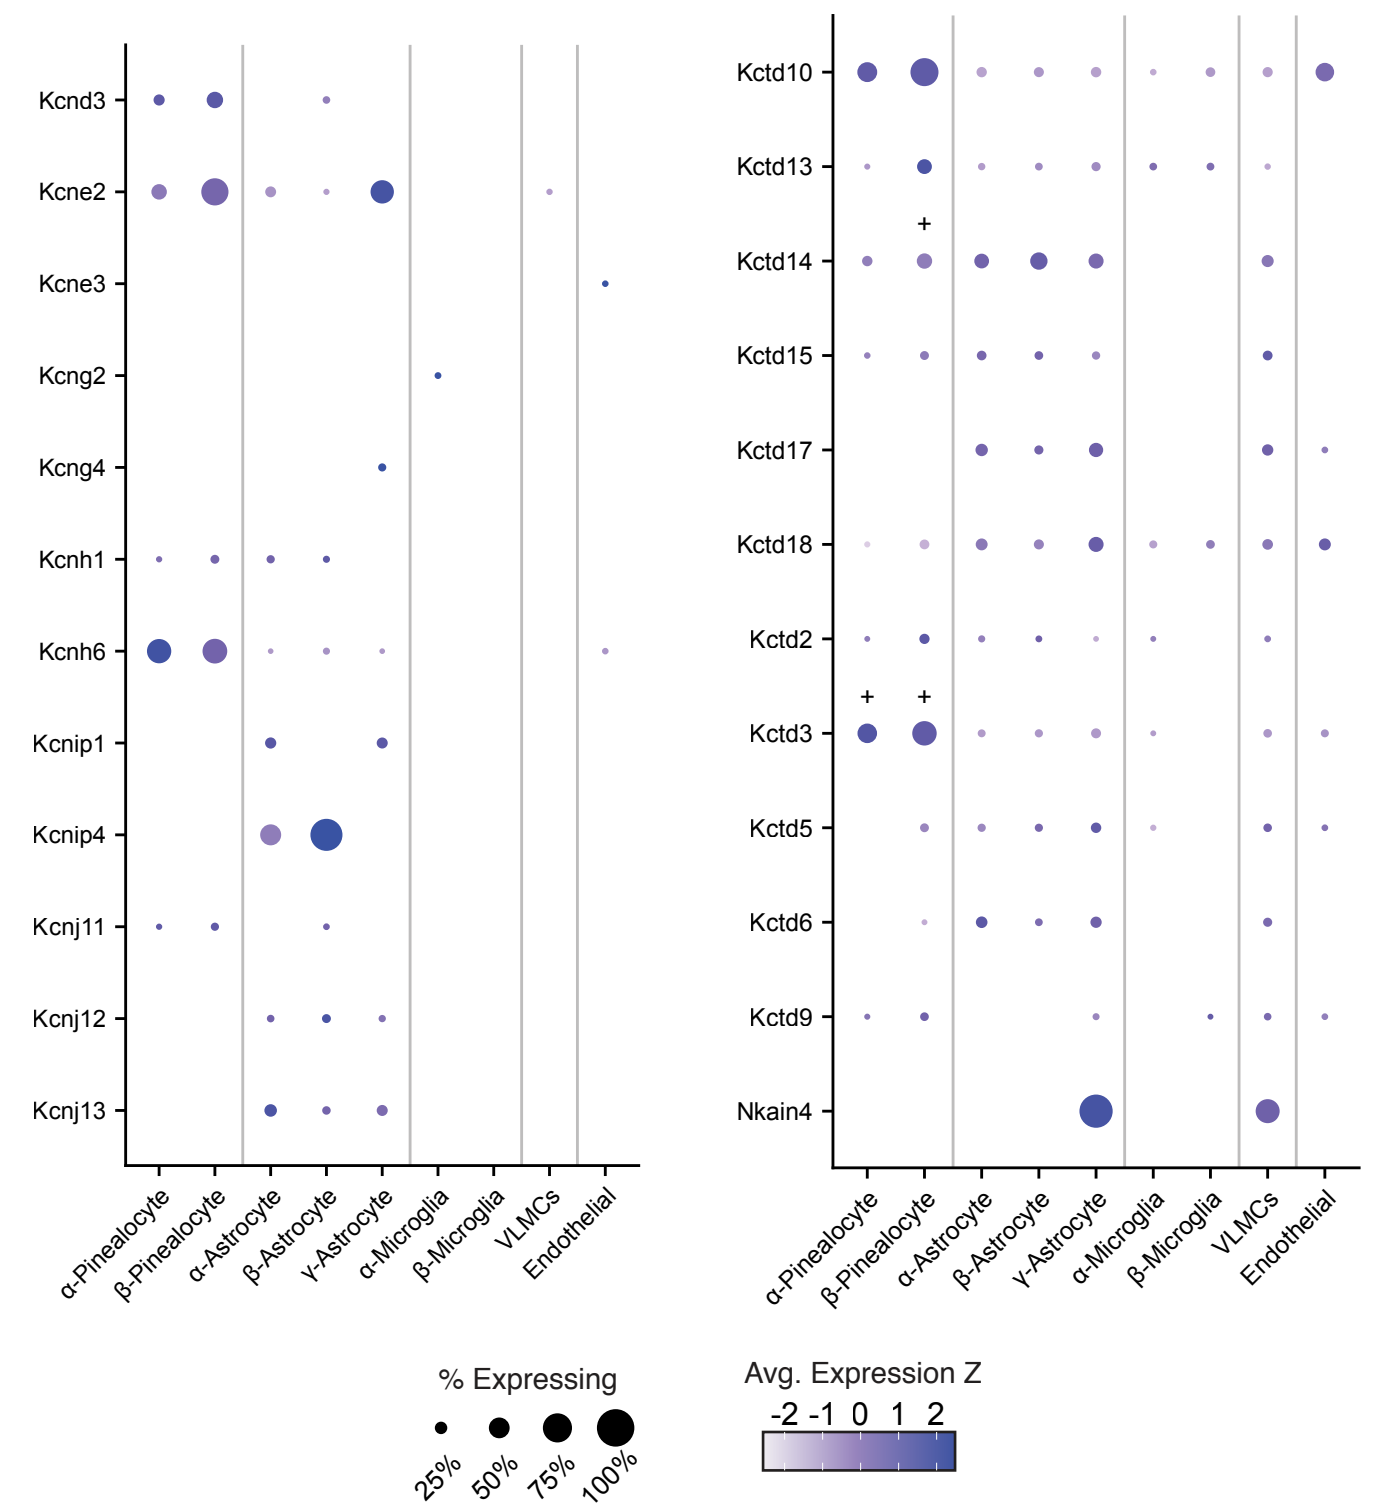

S14 Fig. Relative expression of potassium channel transcripts (continued).

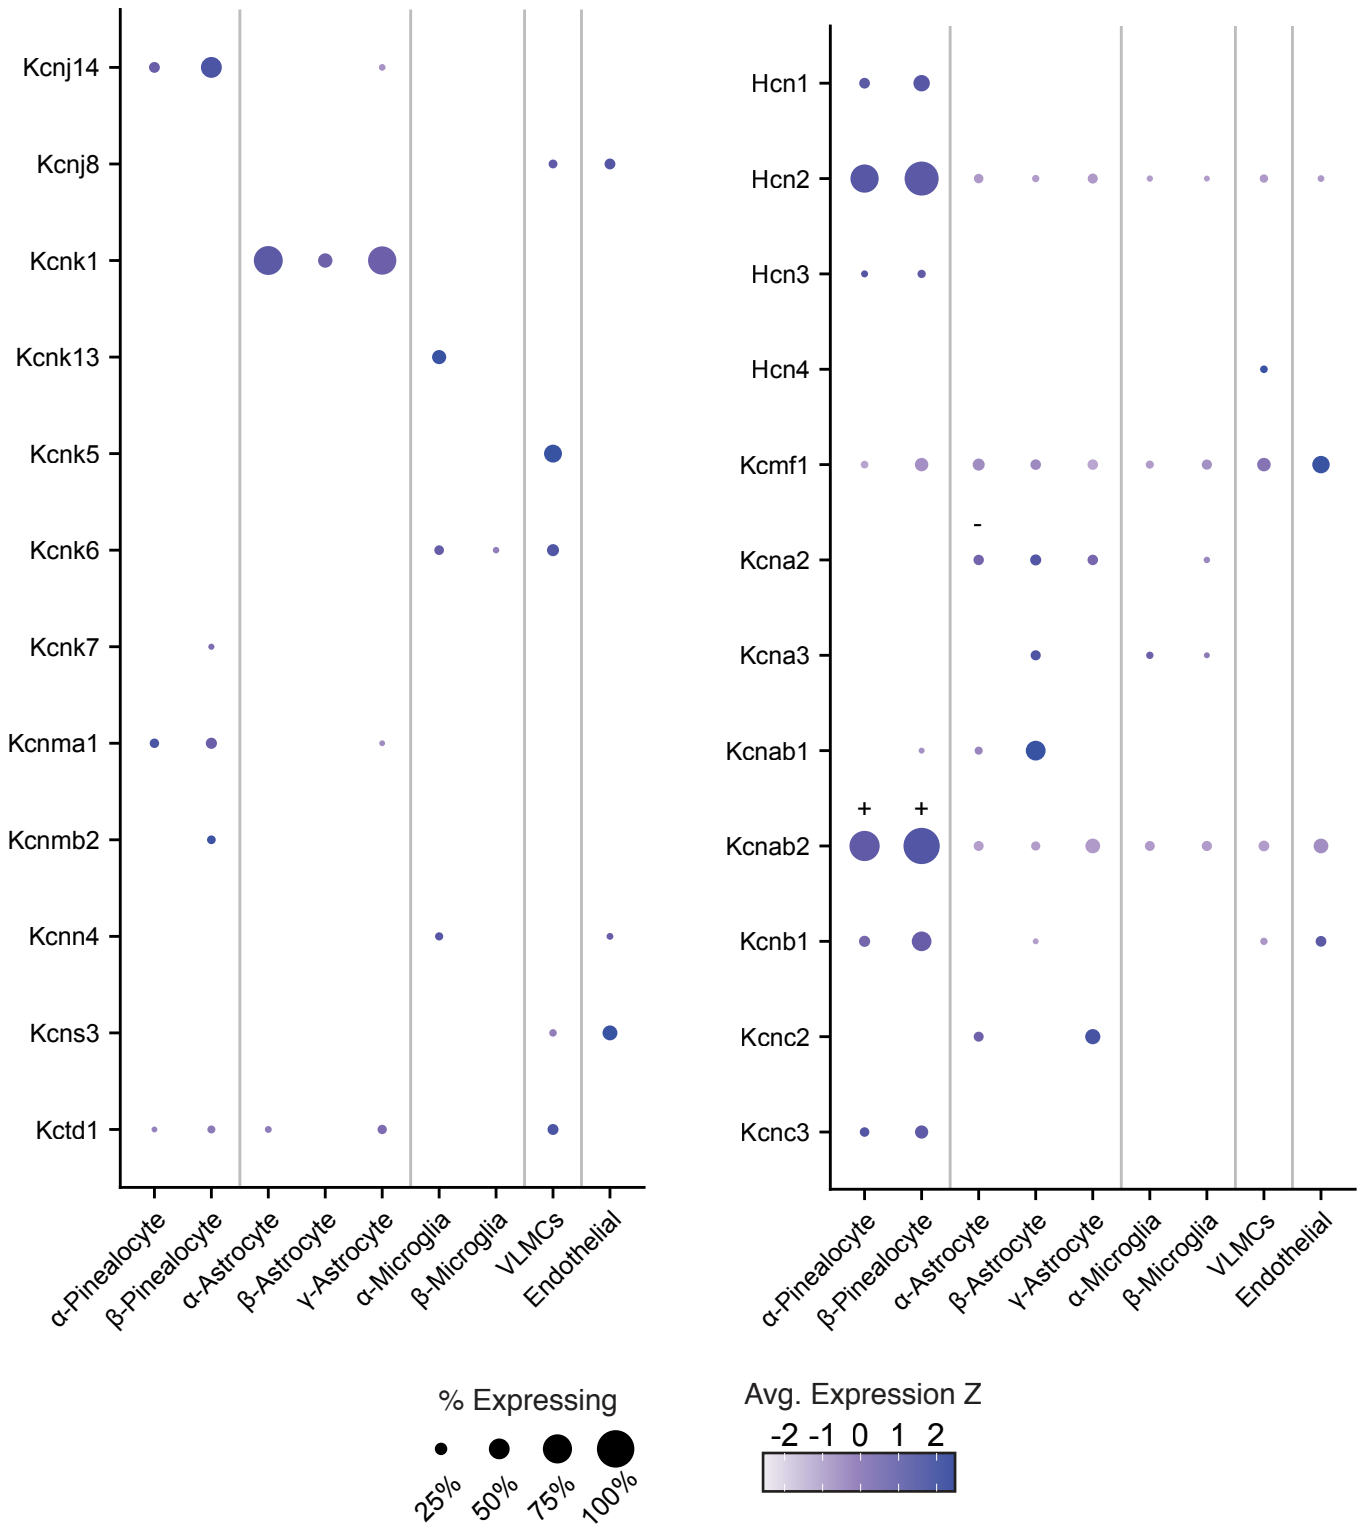

**Supplement:** S14 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S15 Fig. Relative expression of adenylate cyclase and cyclic nucleotide phosphodiesterase transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

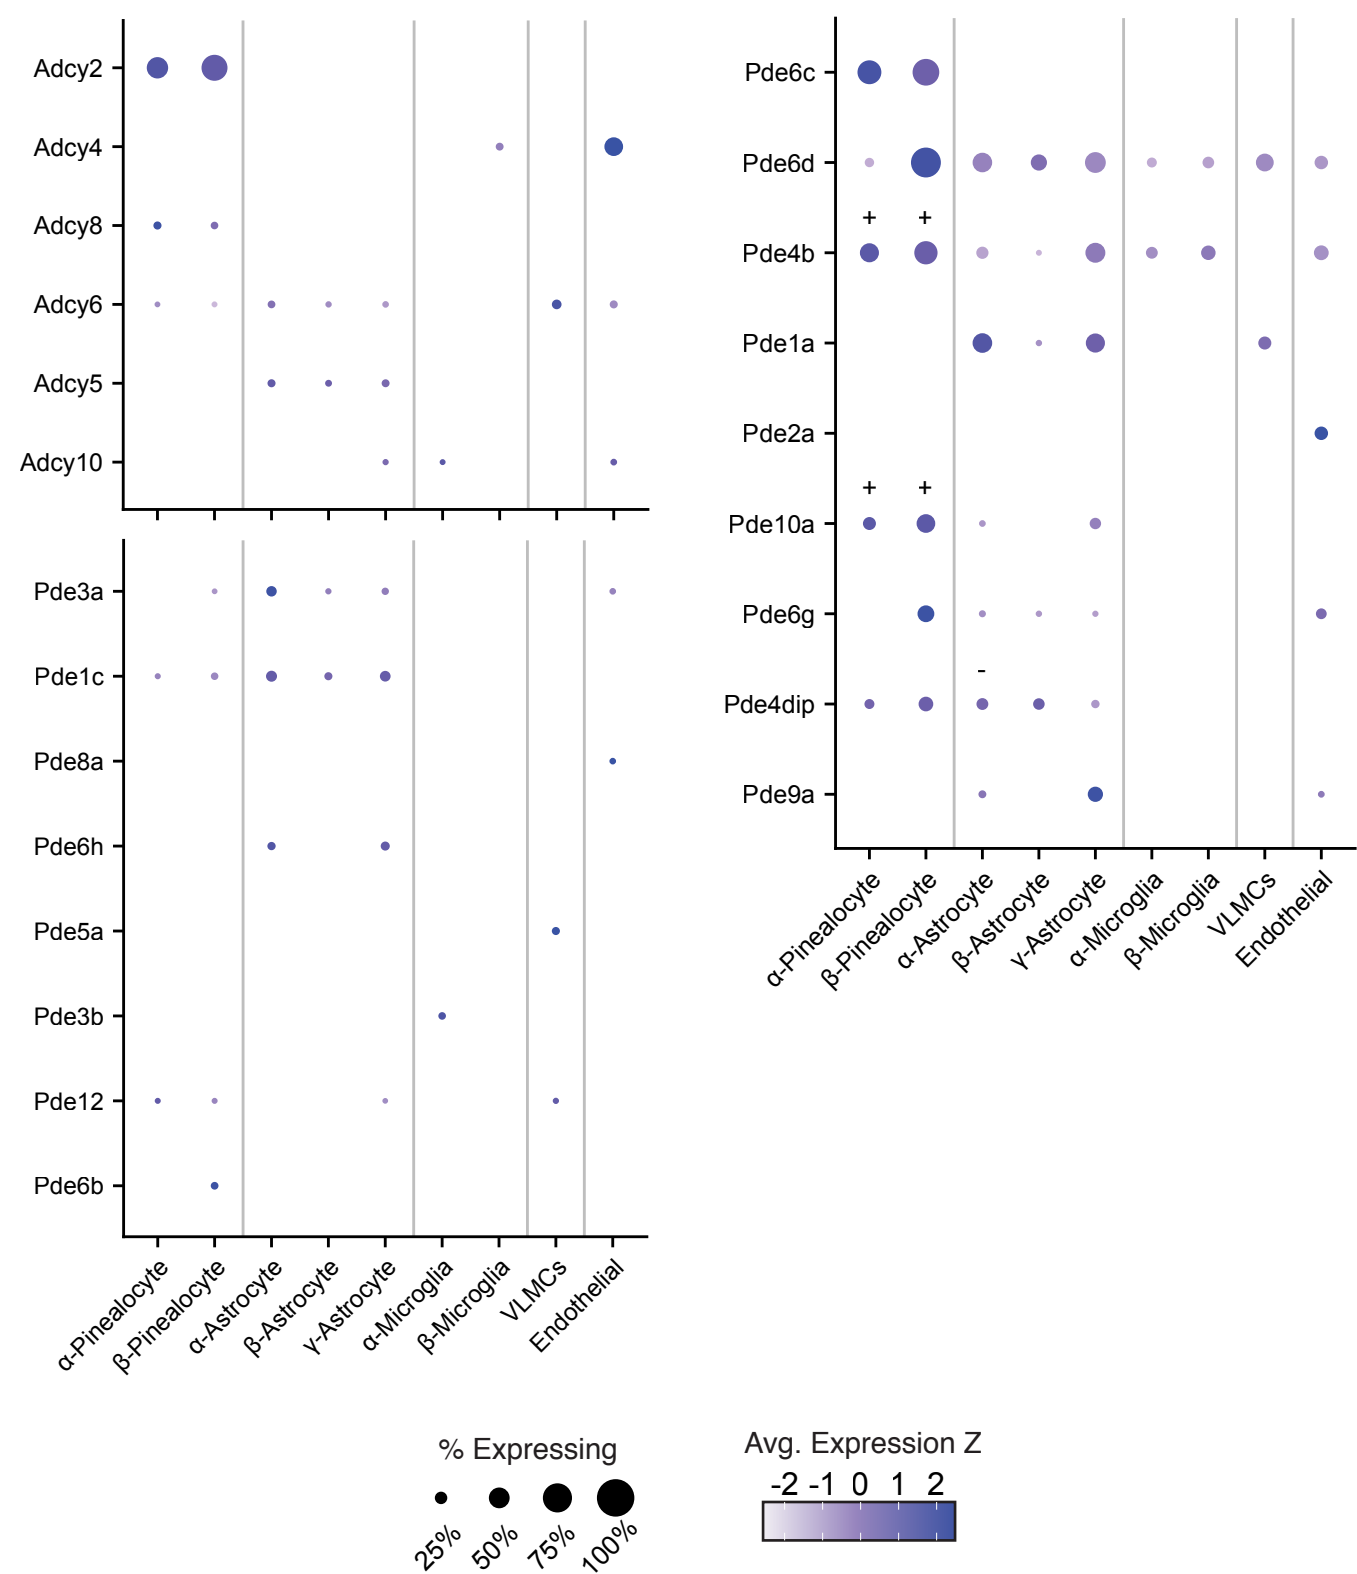

**Supplement:** S15 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S16 Fig. Relative expression of secretion related transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

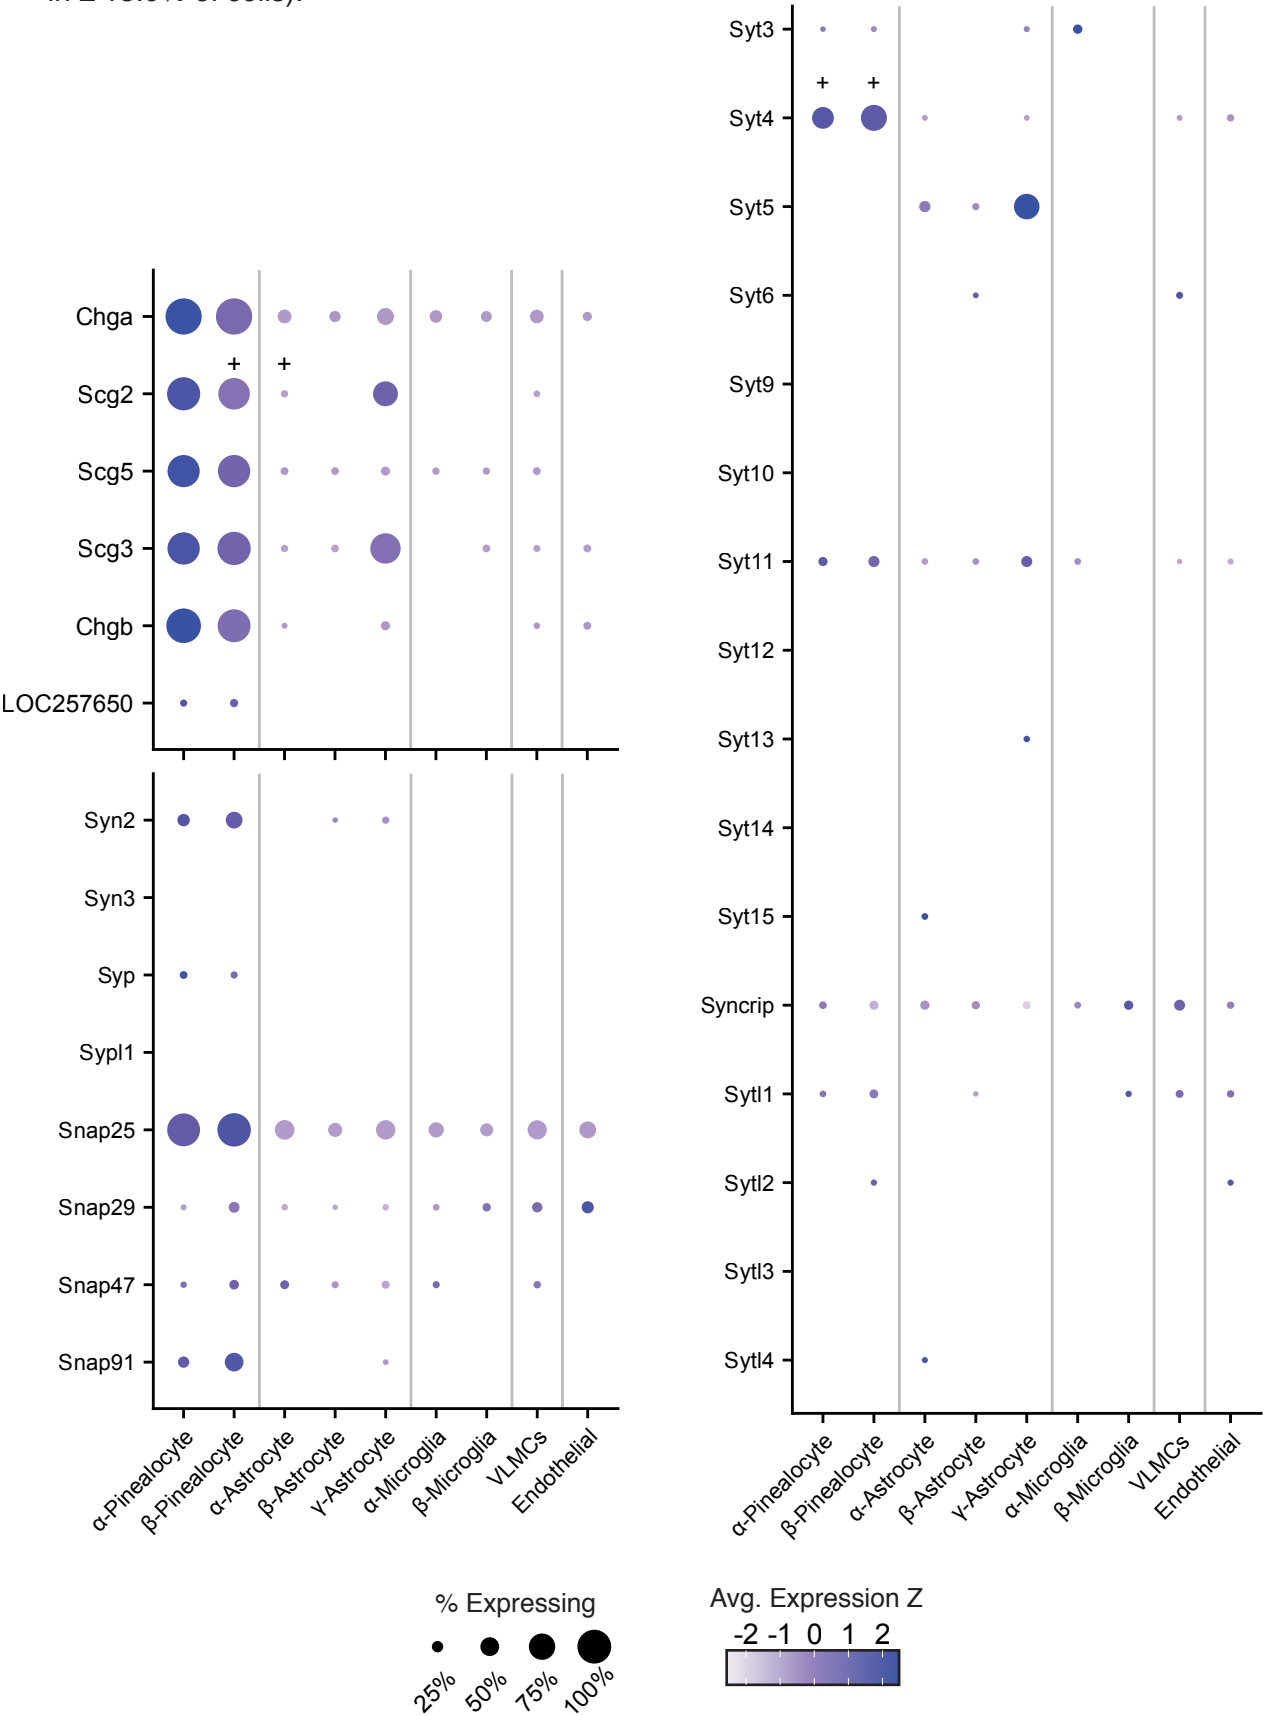

S16 Fig. Relative expression of secretion related transcripts (continued).

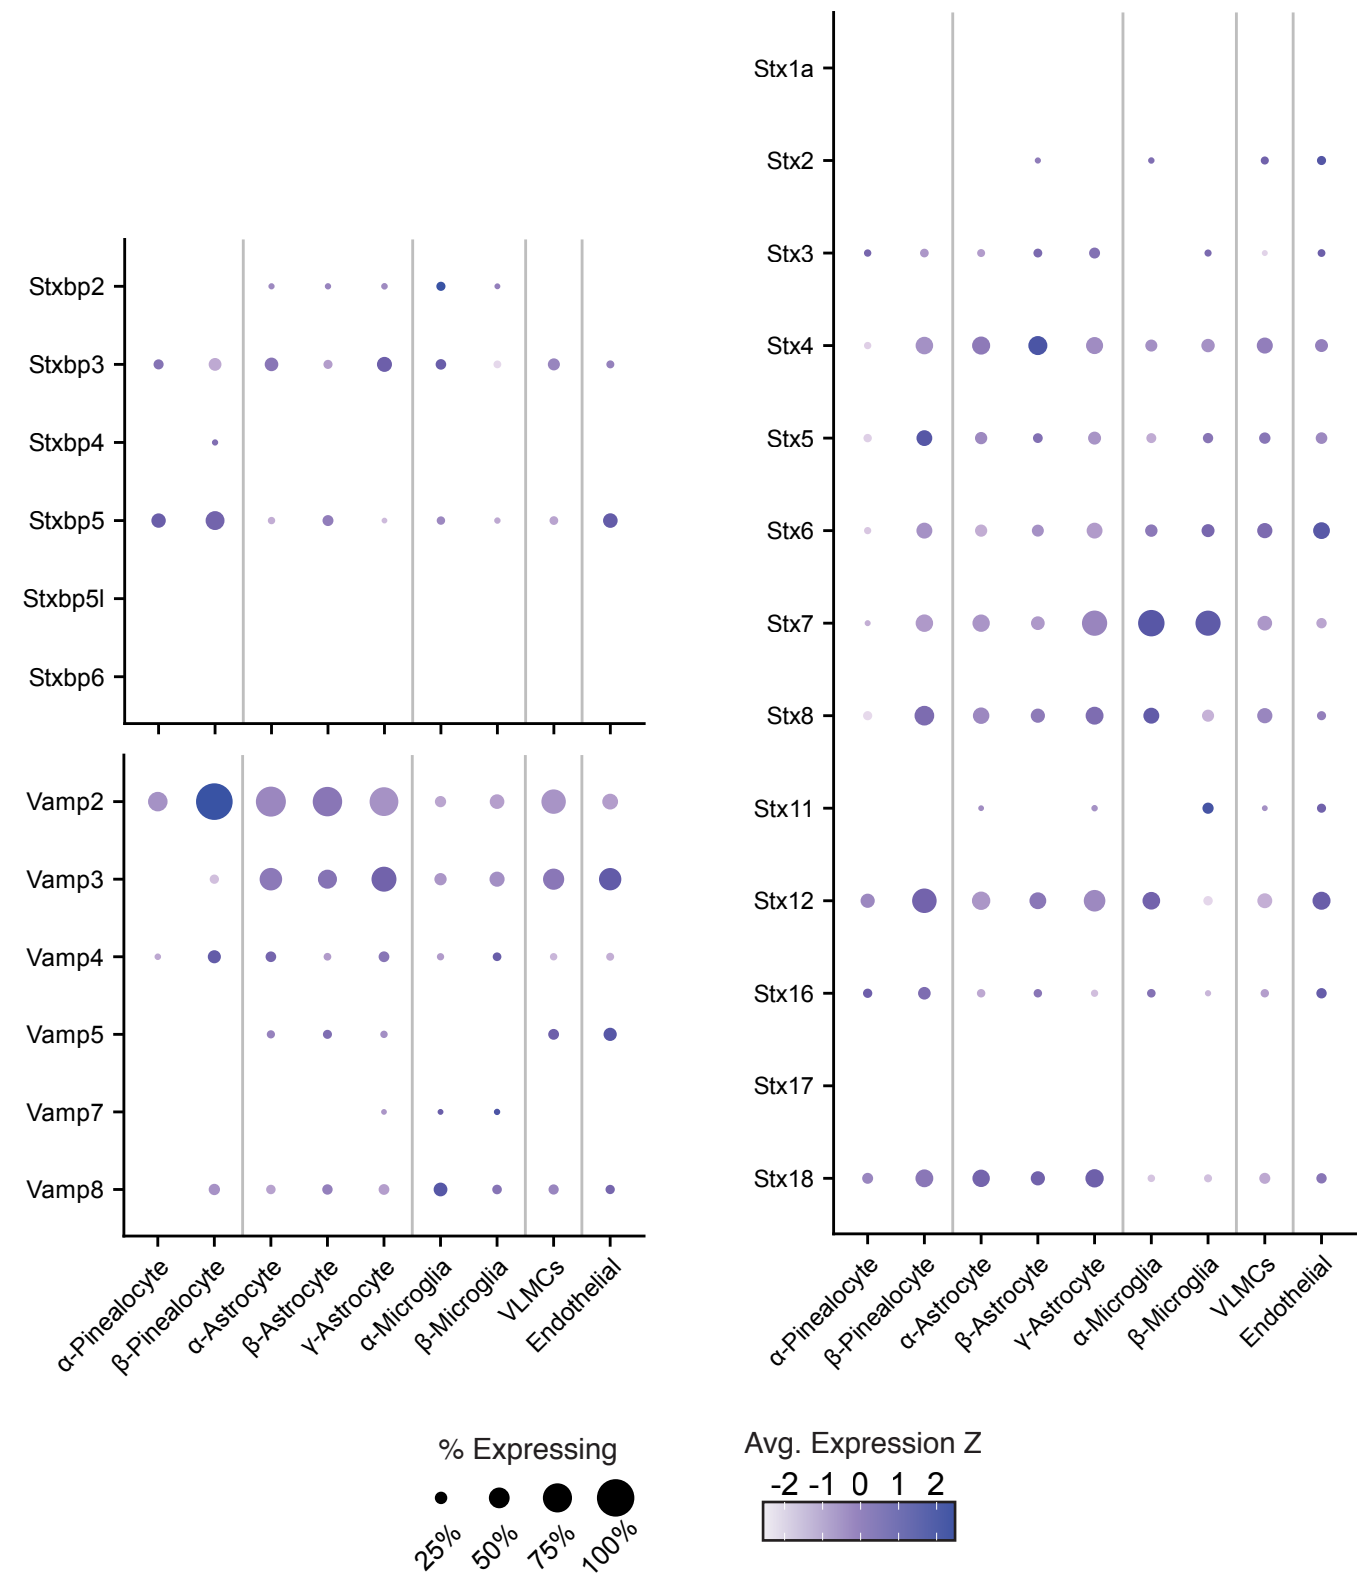

**Supplement:** S16 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S17 Fig. Relative expression of ephrin ligand and receptor transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

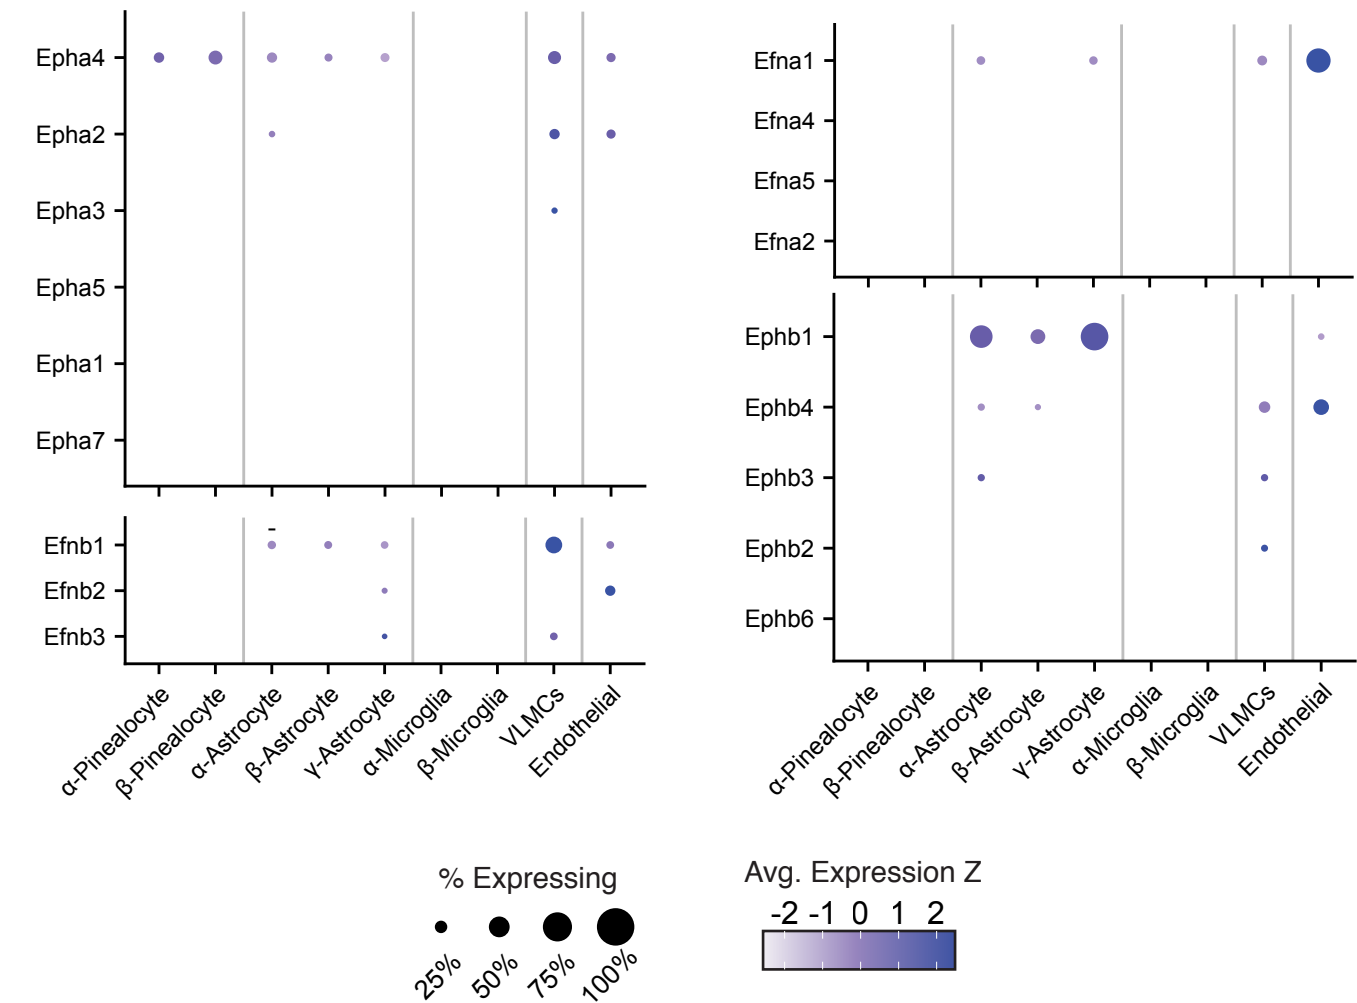

**Supplement:** S17 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S18 Fig. Relative expression of Tfn ligand and receptor transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

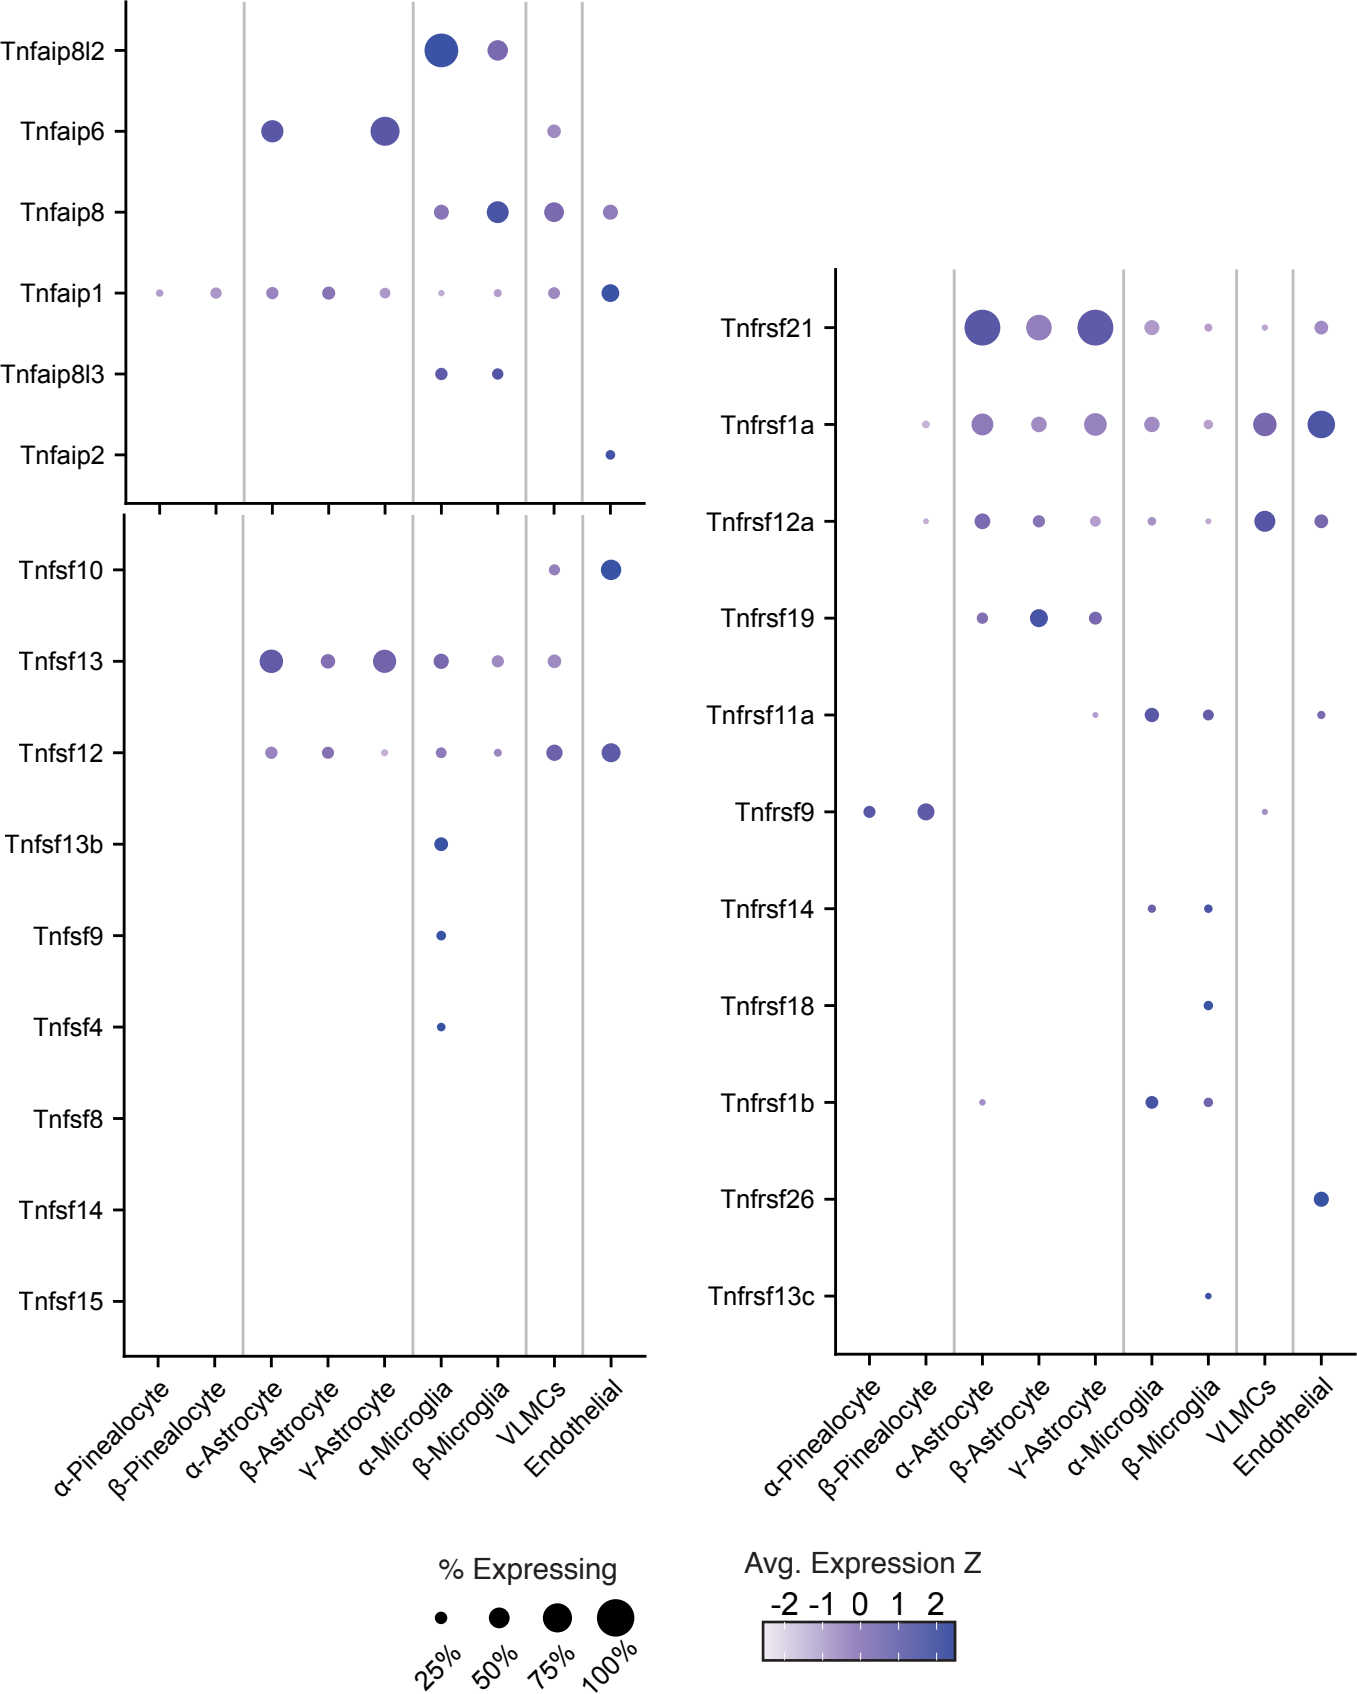

**Supplement:** S18 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S19 Fig

**S19 Fig. Relative expression of transcription factor transcripts (continued).**

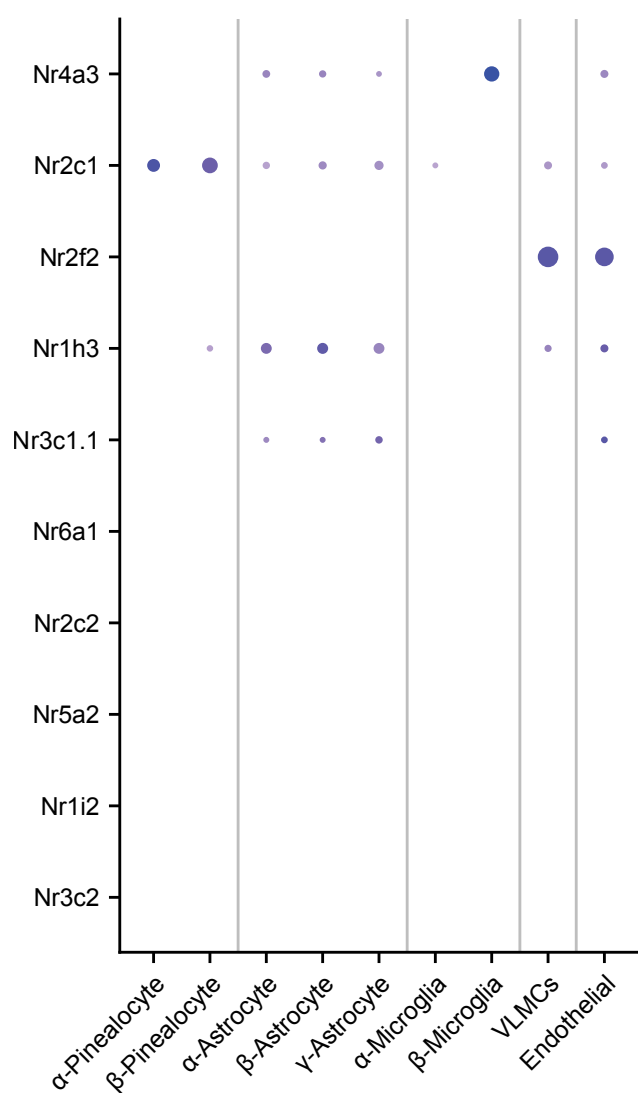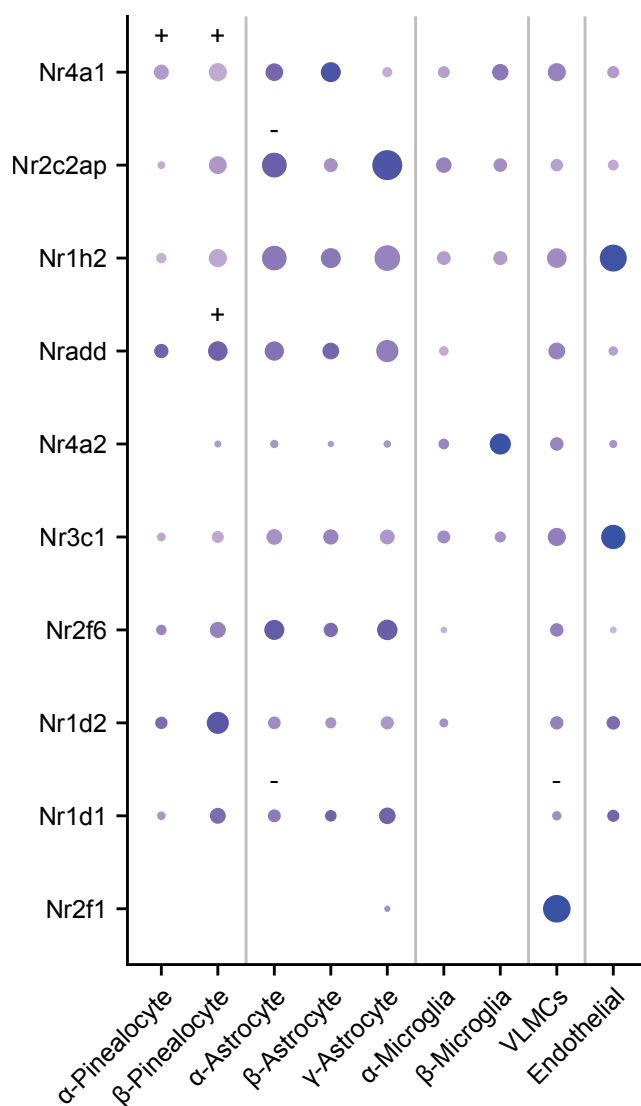

% Expressing

25% 50% 75% 100%

Avg. Expression Z

-2 -1 0 1 2

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S20 Fig. Relative expression of aquaporin transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day ( $p < 0.01$ , Wilcoxon rank sum; effect size  $\geq 0.35$ , fold change  $\geq 2.0$ , expressed in  $\geq 15.0\%$  of cells).

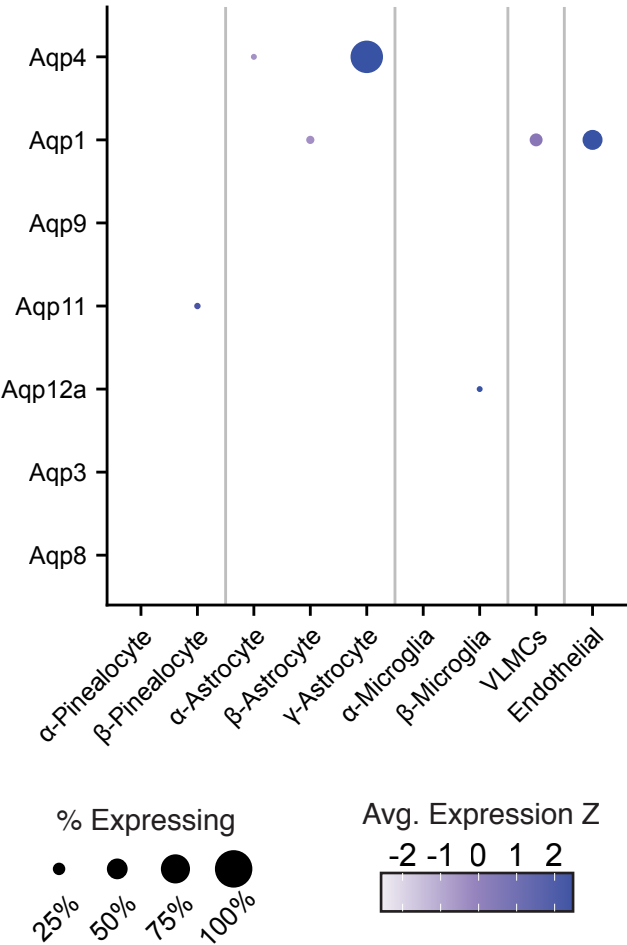

**Supplement:** S20 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S21 Fig. Relative expression of glutamate transporter transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

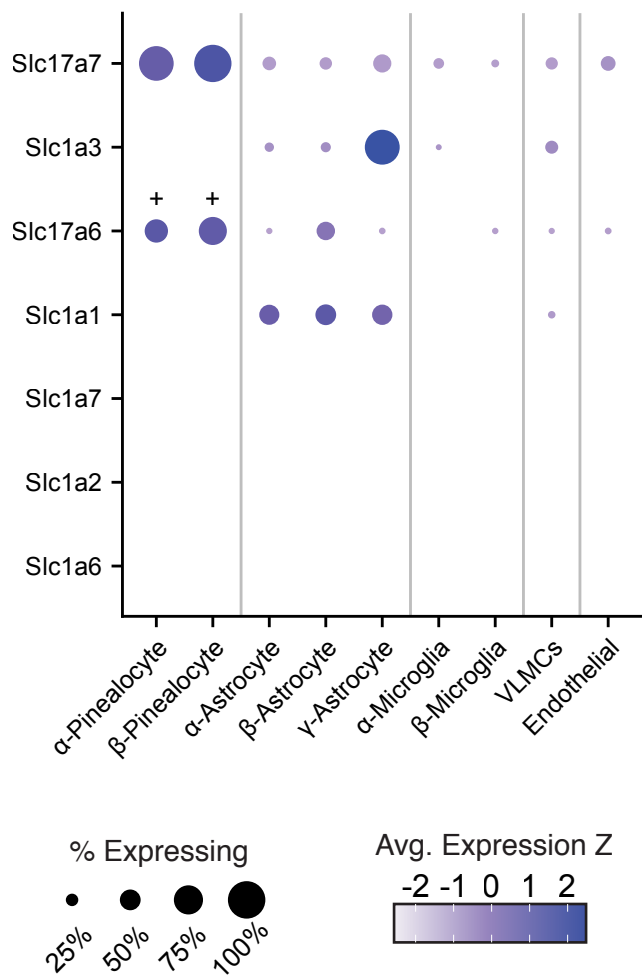

**Supplement:** S21 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

**S23 Fig. Relative expression of lipoxygenase and phospholipase transcripts.** Color intensity represents the z-scored average of normalized counts for a given gene across all cells. Dot size represents the fraction of cells within a cell type that express a given gene (see legend at bottom). All day and night samples included (N=13,607). (+) symbol above dot indicates transcript upregulation at night, (-) indicates upregulation during the day (p<0.01, Wilcoxon rank sum; effect size ≥ 0.35, fold change ≥ 2.0, expressed in ≥ 15.0% of cells).

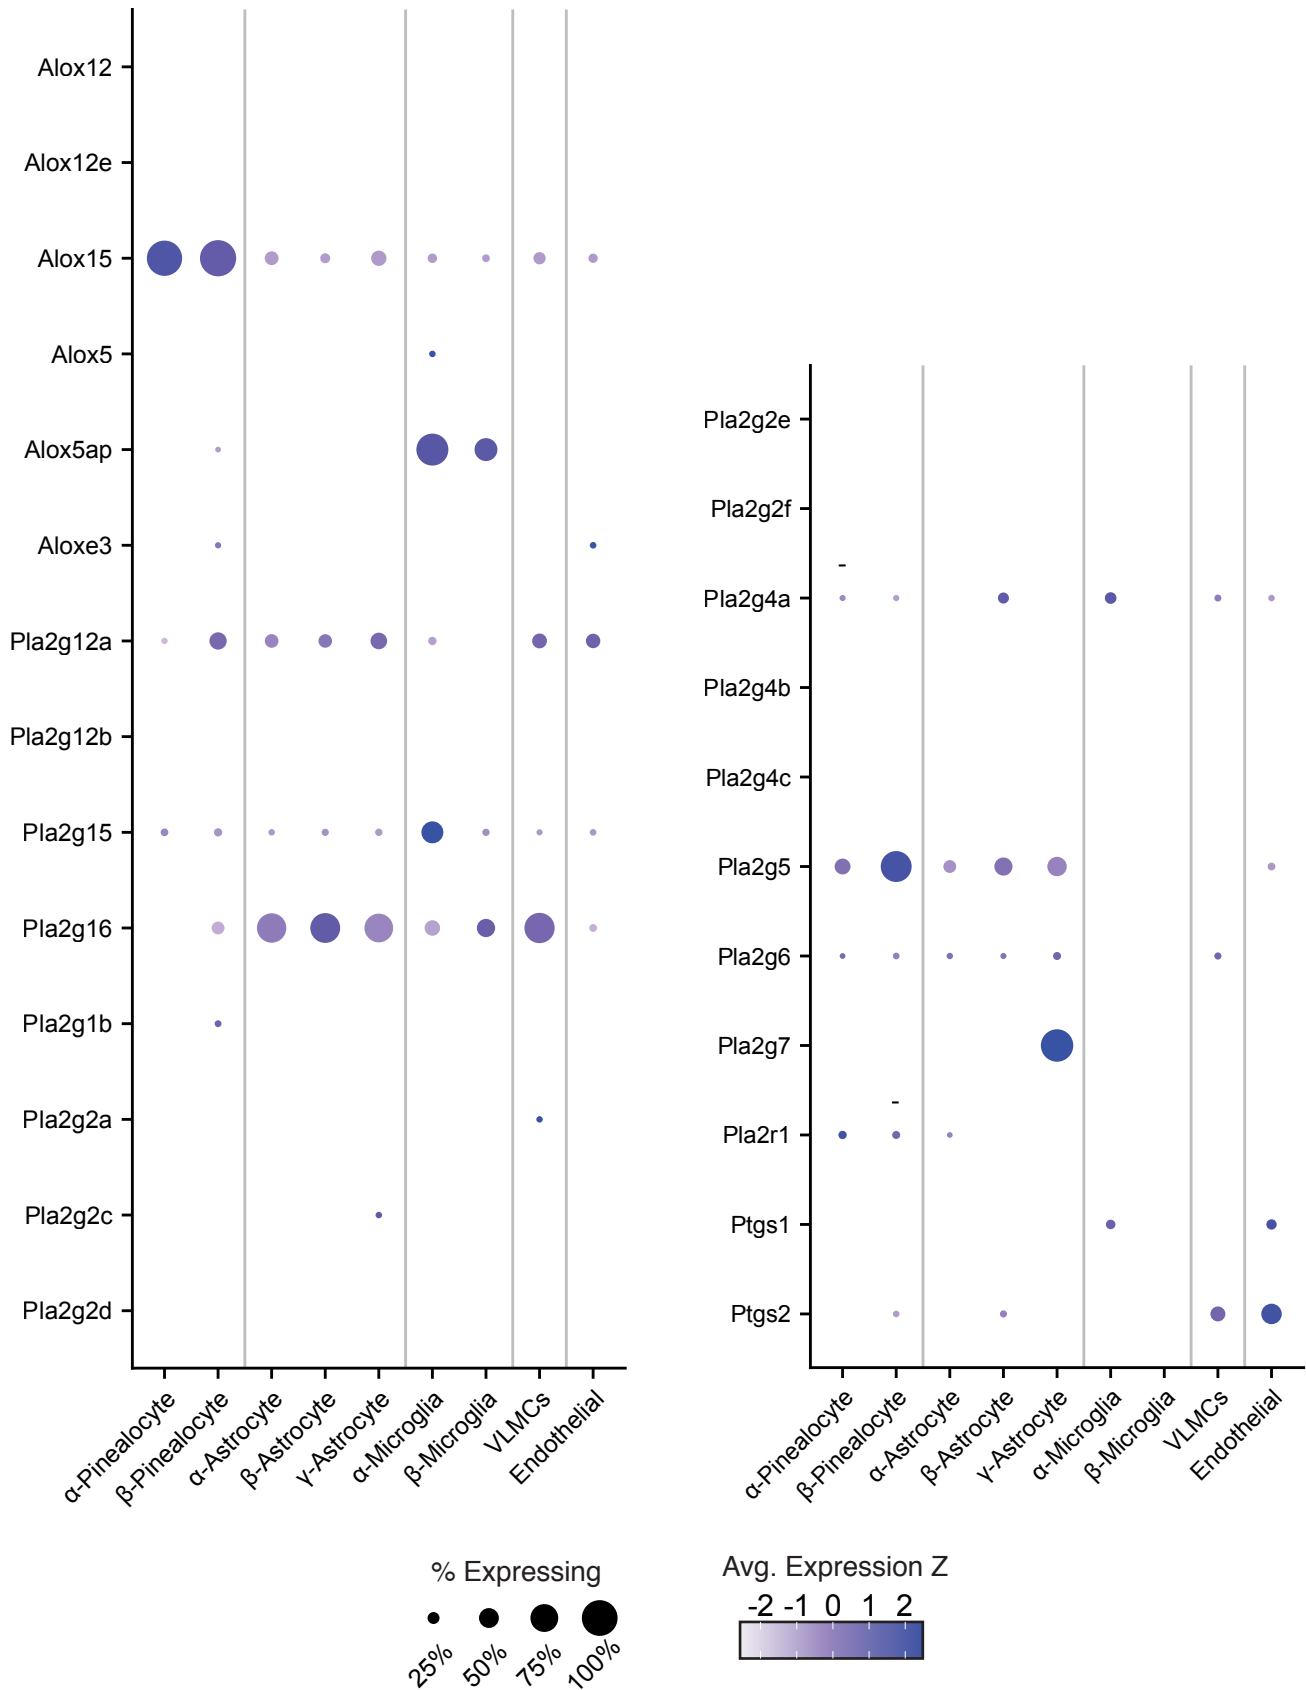

**Supplement:** S23 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883

# **A. Night tSNE Projection (n=7,940)**

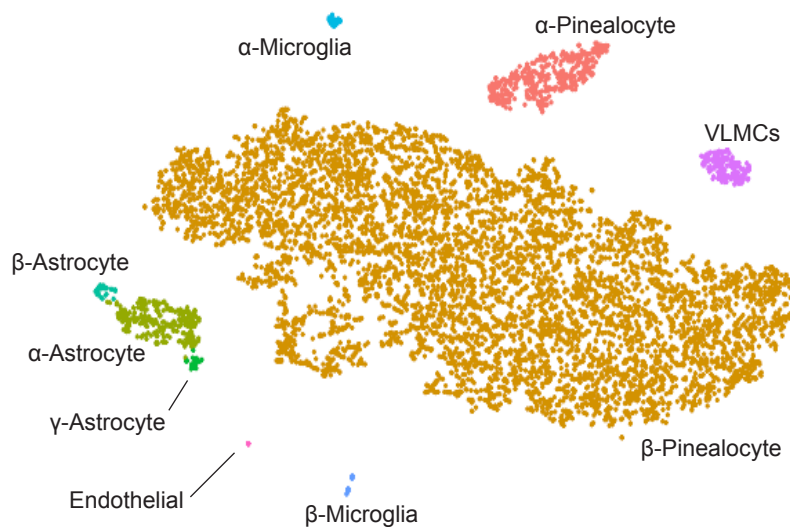

**S24 Fig. Transcriptomic characterization of nighttime pineal gland, batch effects, and QC.** **(A)** tSNE visualization of 7,940 nighttime rat pineal gland cells profiled by scRNA-seq. The same cell types and proportions were found as in the daytime cell samples (Figure 1). **(B-C)** tSNE visualization of daytime and nighttime cells, color coded by sample batch. The generally even distribution of sample batches indicates a lack of strong batch effects. **(D)** Violin plots showing the distribution of UMI and genes detected per cell across cell types and conditions.

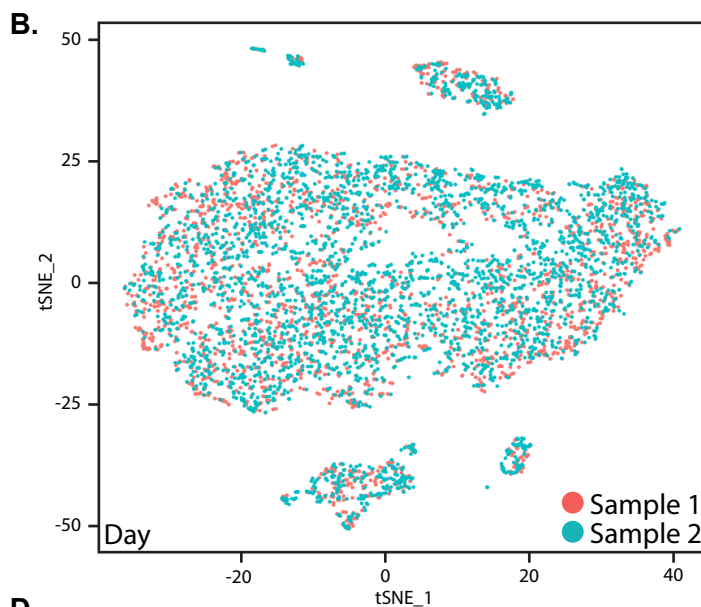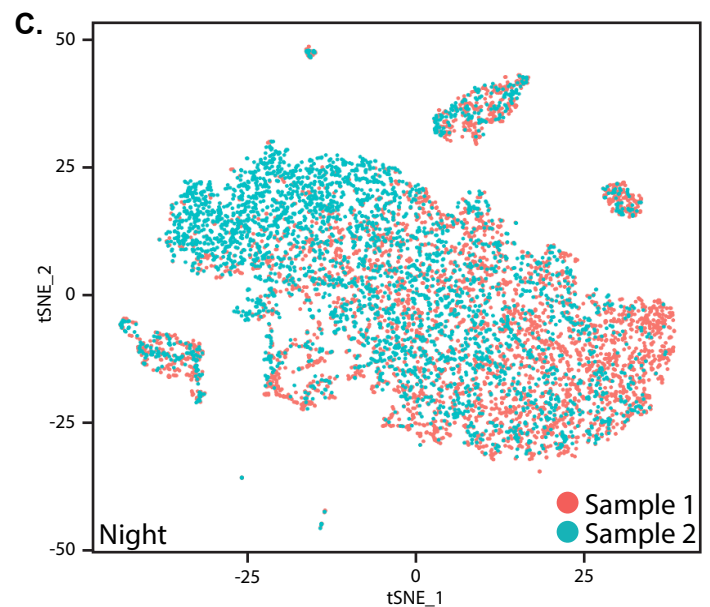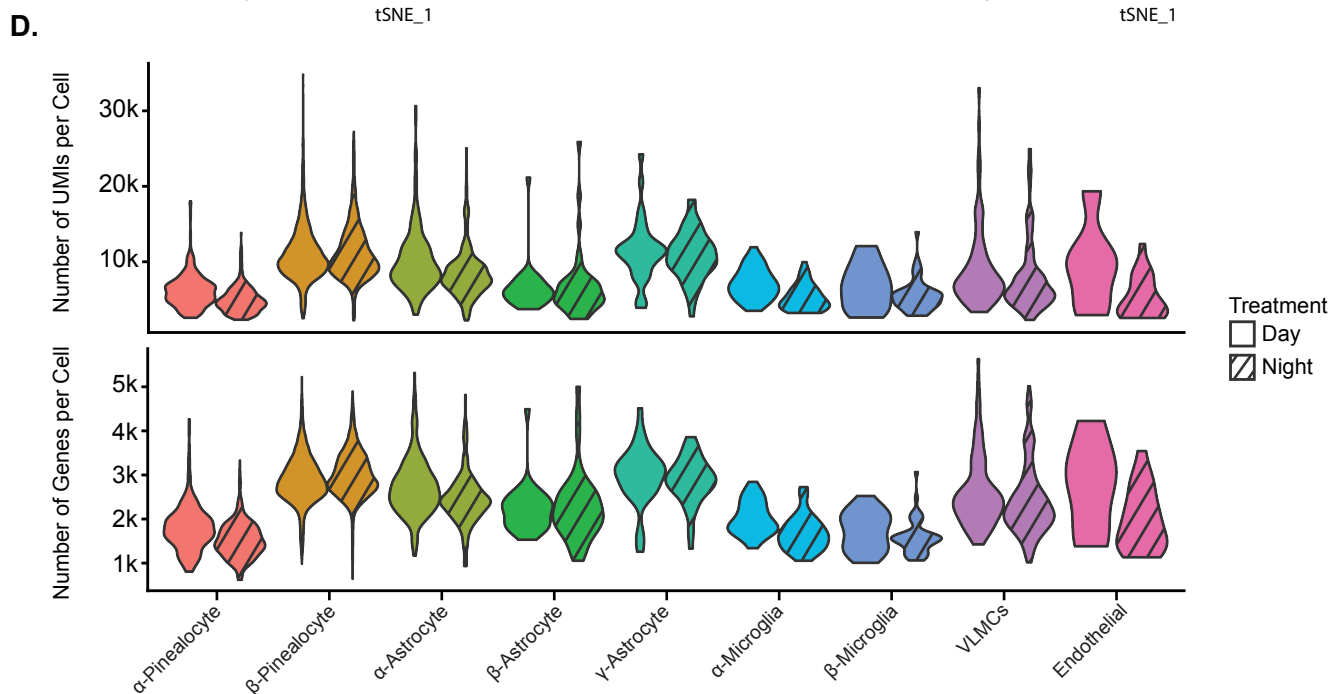

**Supplement:** S24 Fig

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S1 Table

**S1 Table.** Number of single cells profiled by cell type, day/night experiment

| <b>Cell Type</b>      | <b>Day</b> | <b>Night</b> |
|-----------------------|------------|--------------|
| $\alpha$ -Pinealocyte | 257        | 422          |
| $\beta$ -Pinealocyte  | 4822       | 6848         |
| $\alpha$ -Astrocyte   | 339        | 301          |
| $\beta$ -Astrocyte    | 29         | 43           |
| $\gamma$ -Astrocyte   | 32         | 46           |
| $\alpha$ -Microglia   | 44         | 47           |
| $\beta$ -Microglia    | 25         | 46           |
| VLMCs                 | 113        | 168          |
| Endothelial           | 6          | 19           |
| <b>Total</b>          | 5667       | 7940         |

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S2 Table

**S2 Table.** Number of single cells profiled by cell type, isoproterenol experiment

| Cell Type             | Vehicle | Isoproterenol |
|-----------------------|---------|---------------|
| $\alpha$ -Pinealocyte | 121     | 98            |
| $\beta$ -Pinealocyte  | 1320    | 1726          |
| Astrocyte             | 102     | 118           |
| Microglia             | 7       | 10            |
| VLMCs                 | 21      | 30            |
| Endothelial           | 5       | 14            |
| <b>Total</b>          | 1576    | 1996          |

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S3 Table

**S3 Table. Annotation adjustment of 3' ends of select genes.** The original and revised 3' exon boundaries for adjusted genes are given. See methods for details.

| Gene    | chromosome | Original 3'UTR end in rn6 | Revised 3'UTR end in rn6 | Strand | Extension (bp) |
|---------|------------|---------------------------|--------------------------|--------|----------------|
| Adrb1   | 1          | 277,538,988               | 277,540,348              | +      | 1,360          |
| Chrn2   | 2          | 189,088,566               | 189,085,442              | -      | 3,124          |
| Clcn4   | X          | 25,080,416                | 25,082,550               | +      | 2,134          |
| Clic4   | 5          | 153,568,933               | 153,565,828              | -      | 3,105          |
| Crx     | 1          | 77,745,289                | 77,743,937               | -      | 1,352          |
| Gabrb3  | 1          | 113,265,374               | 113,268,943              | +      | 3,569          |
| Gabrg2  | 10         | 27,093,030                | 27,090,901               | -      | 2,129          |
| Hcn1    | 2          | 50,499,810                | 50,502,563               | +      | 2,753          |
| Hcn2    | 7          | 12,851,729                | 12,851,162               | -      | 567            |
| Kcnab2  | 5          | 169,572,704               | 169,570,319              | -      | 2,385          |
| Kcnq4   | 5          | 139,627,575               | 139,625,789              | -      | 1,786          |
| Map2k4  | 10         | 52,196,116                | 52,193,754               | -      | 2,362          |
| Map2k7  | 12         | 2,548,224                 | 2,546,146                | -      | 2,078          |
| Map4k5  | 6          | 92,136,975                | 92,136,227               | -      | 748            |
| Mapk1   | 11         | 88,211,647                | 88,208,129               | -      | 3,518          |
| P2ry4   | X          | 70,426,946                | 70,421,608               | -      | 5,338          |
| Ppm1a   | 6          | 94,484,524                | 94,484,976               | +      | 452            |
| Ppp1r7  | 9          | 100,504,082               | 100,511,241              | +      | 7,159          |
| Prkaa2  | 5          | 124,574,072               | 124,568,840              | -      | 5,232          |
| Prkacb  | 2          | 252,605,306               | 252,602,309              | -      | 2,997          |
| Prkar2a | 8          | 117,545,567               | 117,548,763              | +      | 3,196          |
| Prkce   | 6          | 9,973,401                 | 9,976,191                | +      | 2,790          |
| Prkd1   | 6          | 71,035,788                | 71,035,025               | -      | 763            |
| Rbp3    | 16         | 10,286,241                | 10,291,917               | +      | 5,676          |
| Scn2b   | 8          | 49,427,557                | 49,431,756               | +      | 4,199          |
| Scn7a   | 3          | 52,775,761                | 52,764,946               | -      | 10,815         |
| Scn8a   | 7          | 142,683,667               | 142,688,451              | +      | 4,784          |
| Tab2    | 1          | 1,999,573                 | 1,999,101                | -      | 472            |

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S4 Table

**S4 Table. Immunohistochemical reagents**

| <b>Target Protein</b>                      | <b>Antigen</b>                                                            | <b>Description</b> | <b>Source</b>   | <b>Dilution</b> | <b>Secondary*</b>                     |
|--------------------------------------------|---------------------------------------------------------------------------|--------------------|-----------------|-----------------|---------------------------------------|
| S100b                                      | Purified S100 from cow brain                                              | Rabbit polyclonal  | DAKO Z0311      | 1:1000          | AlexaFluor 488 Goat anti-rabbit IgG   |
| Slc1a3 (Eaat1/Glast)                       | Synthetic 20 AA C-terminus rat EAAT1 peptide                              | Rabbit polyclonal  | Abcam ab416     | 1:500           | AlexFluor 555 Goat anti-Rabbit IgG    |
| Glial fibrillary acidic protein (Gfap)     | Recombinant full-length protein corresponding to human GFAP               | Chicken polyclonal | Abcam ab4674    | 1:1000          | DyLight 488 Donkey anti-Chicken IgY   |
| Acetylserotonin-O-methyltransferase (Asmt) | Synthetic peptide EGWERQASDYRNLA                                          | Rabbit polyclonal  | Dr. David Klein | 1:1000          | 633 AlexaFluor Donkey anti-Rabbit IgG |
| Aif1 (Iba1)                                | Synthetic peptide corresponding to human Iba1 (aa135-147) C-TGPPAKKAISELP | Goat polyclonal    | Abcam ab5076    | 1:500           | 555 AlexaFluor Donkey anti-Goat IgG   |

\*Source: Invitrogen, diluted 1:1000

# Supplementary material for: Single-cell RNA sequencing of the mammalian pineal gland identifies two pinealocyte subtypes and cell type-specific daily patterns of gene expression
**Source:** PLoS One. 2018 Oct 22;13(10):e0205883. doi: 10.1371/journal.pone.0205883
**Supplement:** S5 Table

**S5Table.** Differentially expressed genes overlapping between night/isoproterenol treatment and day/vehicle control treatment.

| Treatment               | Cell Types                                                                                                                                                                                                                                                                                                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|
|                         | $\alpha$ -Pinealocytes                                                                                                                                                                                                                                                                                                  | $\beta$ -Pinealocytes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           | Astrocytes              |
| Night and Isoproterenol | Aanat, Abca1, Asl, Atp7b, B3gnt8, Camk1g, Dcl3, Dnm2, Drd4, Etnk1, Farp2, Fcer1a, Frmpd1, Fry, Galnt16, Gdf15, Hspa1b, Hspa5, Irak2, Itpr1, Kcnab2, Kctd3, Lnx1, Mat2a, Mcam, Mmd2, Nptx1, Pomgnt1, Pqlc1, Ptch1, Reep2, Rpap1, Sik2, Slc15a1, Srrm4                                                                    | Aanat, Abca1, Abcf1, Asl, Atp7b, B3gnt8, Bud31, Cacna1g, Cacna1h, Calhm2, Camk1g, Cd24, Cd8a, Cdc5l, CerK, Cmip, Cnot11, Coq10a, Coq10b, Creb3, Crem, Dcl1, Dcl3, Ddit4, Decr1, Dgat2, Dnajb1, Dnm2, Drd4, Eif1b, Emd, Endog, Eprs, Etnk1, Exosc5, Fam161a, Fbxo6, Fcer1a, Fdx1, Fkbp5, Fndc4, Frmpd1, Fry, G0s2, Galnt16, Gdf15, Gjc2, Gmnn, Grm1, Gstt3, Gtpbp4, Gxylt1, Herpud1, Hyal2, Id1, Ifngr1, Impdh2, Irak2, Irs2, Kcnq4, Kctd3, Lamb1, Lamb3, Lcp1, Lmo1, Lnx1, Lrrc73, Lxn, Man2a1, Mapk10, Marcks, Marcksl1, Mbnl2, Mcam, Mettl8, Mmd2, Mt1, Ncald, Nphp4, Nptx1, Nradd, Nudt19, Oasl, Osbp2, Padi4, Parvb, Pcna, Pde10a, Pde4b, Pmepa1, Pmvk, Pomgnt1, Pqlc1, Prdx1, Ptch1, Ptp4a3, Qsox1, Rab3a, Rabepk, Rcan1, Reep2, RGD1310852, RGD1562747, Ribc2, Robo2, Sash1, Sik2, Slbp, Slc15a1, Slc3a2, Slc4a4, Slc7a5, Srrm4, Srsf3, Tbc1d1, Tc2n, Thap4, Them6, Thrb, Tmem117, Top1, Tpcn1, Tspyl4, Ttc8, Upf3b, Usp16, Vps4b, Wfikkn2, Wipi2, Wnt10a | Aanat*, Ednrb, Slc15a1* |
| Day and Vehicle Control | Acsl1, Ankrd27, Arf5, Ccl9, Cdc25a, Cdh2, Cfl2, Depdc7, Dhrr3, Eef1a2, Emc7, Extl2, Fkbp2, Frmd4b, Gemin8, Gng13, Gucy1a3, Hook1, Hs3st2, Icmt, Idh1, Kdm4c, Klhdc8b, Kpna2, LOC100361854, Mrps27, Nim1k, Pax4, Pdc, Pid1, Ptpmt1, Ptpn21, Rdh11, Reep6, Rgs20, Rrp1b, Sgk1, Snrpd3, Stxbp1, Tcta, Tmed1, Ush2a, Zfp444 | Ankrd27, Anks1a, Anks6, B4galt5, Casp7, Ccl9, Cdc25a, Cdh2, Cfl2, Cpt1a, Depdc7, Dgkd, Dyrk1b, Dyrk2, Eef1a1, Eps8, Extl2, Frmd4b, Glce, Gucy1a3, Hdac5, Hook1, Hs3st2, Kdm3b, Kdm4c, Klhdc8b, Lpcat1, Mrps27, Nim1k, P2ry4, Pid1, Pla2r1, Podxl, Ptpn21, Rgs20, Rnf19b, Rrp1b, Rtn4r1, Sgk1, Slc39a8, Stard7, Tcta, Tle1, Tmed1, Tmem65, Ush2a, Vac14, Wdr70, Zc3h14, Zfp143                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |                         |

(\*) Detection of differential expression of *Aanat* and *Slc15a1* in astrocytes is thought to arise from ambient mRNA contamination from lysed pinealocytes, as discussed in the main text.

How the deposited data were processed for this re-analysis (not part of the article)

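Single-cell RNA was measured in 6 libraries of rat pineal glands, each from a pool of 4 glands (2 males and 2 females): 2 from rats killed at 6 h after lights on (day), 2 from rats killed at 18 h (night), and 1 each from rats injected with vehicle or with isoproterenol (10 mg/kg) at 2 h and 4 h and killed at 6 h. The replicate is the library, so n = 2 by day and by night and n = 1 for vehicle and for isoproterenol. The authors made the libraries with the 10x Chromium 3' v2 kit and counted UMIs (molecules) with Cell Ranger 2.1.0 on Rnor6.0 with a filtered Ensembl annotation, once in its original form and once with the 3' ends of 28 genes extended. They kept cells with at least 800 genes, genes seen in at least 3 cells, and removed cells with very high UMI totals and putative doublets before they deposited the cell tables. The deposited cells go below the stated limit on genes in night 1, vehicle and isoproterenol, where the lowest cell holds 628, 647 and 784 genes.

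The deposited matrices of the day and night libraries hold the UMI count of each gene in each barcode, empty droplets included. The deposited tables of the original annotation hold UMI counts of the kept cells, although they are named as normalized. The deposited tables of the extended annotation hold a normalized signal, for which the authors divided each count by the total of its cell and multiplied it by 10000. The whole UMI counts were recovered from this signal by dividing each cell by its smallest step. For vehicle and isoproterenol only tables of this kind were analysed here, with 13984 genes each, of which 13135 share a symbol with the day and night tables. The extended annotation was used for levels and tests. The original one was used to cluster the day and night cells, and as an alternative in the tests. Gene positions come from the deposited annotation file.

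Cells carried no deposited cell type, so types were assigned again. Day and night cells were clustered on counts of the original annotation, as in the paper, and vehicle and isoproterenol cells on the extended one. Within each condition (day, night, vehicle, isoproterenol) UMIs were scaled to 10000 per cell and log-transformed. Then 1551, 1584, 1715 and 1745 variable genes were taken, without ribosomal protein, mitochondrially encoded, Asmt and G-protein γ subunit genes. For the 4 conditions 13, 10, 8 and 7 components were used as in the paper. Cells were clustered on 30 nearest neighbours at resolution 1.0. Clusters were named from the marker genes that the paper gives, and non-pinealocyte clusters of at least 30 cells were clustered again. The median UMIs per cell were 10526 and 9752 in day 1 and day 2, 9536 and 10712 in night 1 and night 2, 9725.5 for vehicle and 10619.5 for isoproterenol, and the median genes per cell 2871, 2737, 2791, 2995, 2680 and 2911.5.

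For tests, the UMIs of the cells of a type were summed per library. Night was compared with day, α- with β-pinealocytes by day (library as block, with the difference of the night effect), and each type with the others over the day and night libraries, with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, TMM scaling, its filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05). DESeq2 1.42.0 was an alternative. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The edgeR tests, the study's criteria and the random lists were tested on simulated data with known changes, DESeq2 was not. Of simulated log2 changes of 1 the test of the difference of the night effect recovered 26.1% and that of α- against β-pinealocytes by day 45.4%, and of changes of 2 61.9% and 67.7%. For isoproterenol against vehicle the log2 ratio of the summed UMIs after adding 1 UMI is given with exact binomial intervals, and gene lists are placed among 10000 random lists matched in 20 bins of expression, from genes with at least 20 UMIs over both libraries.

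The day and night fits kept β- and γ-astrocytes apart as planned. They had first been fitted together, and those results were seen before the separate fits were made. Microglia were fitted together, because 1 library held fewer than 10 cells of a subtype. Of the 13984 genes of the vehicle and isoproterenol tables 753 are 0 in the vehicle table and 351 in the isoproterenol table. As such a gap can come from the filter on genes seen in at least 3 cells, these 1104 genes were left out of the comparison, a choice made after their values were seen. With at least 100 UMIs they include St8sia5 (0 and 168) and P2ry4 (326 and 0). Ambient RNA was estimated from barcodes with 10 to 100 UMIs and 11 pinealocyte genes, and subtracted as an alternative.

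Genes named in the text are those the paper names, the 10 largest changes in each direction among genes past the threshold with at least 20 CPM and libraries that do not overlap, the members of 29 gene lists with the largest changes, and for isoproterenol the 10 largest ratios in each direction among genes with at least 100 UMIs. These rules, the main fits and the alternatives were fixed in advance, apart from 5 alternatives added later. The alternatives were DESeq2, no filter on low counts, the original annotation, a minimum log2 fold change of 1, other clusterings (all variable genes, resolutions 0.6 and 1.5), each library left out in turn, a replicate block, subtraction of ambient RNA, cells thinned to equal depth, and the study's own criteria over cells (Wilcoxon p under 0.01, at least 15% of cells, at least 2-fold, effect size at least 0.35). Genes whose copies share sequence, such as ribosomal protein genes and their pseudogenes, are uncertain, since the counting drops reads that map to several places. Hierarchical clustering of the types was not repeated, and the immunohistochemistry was not analysed here. Results for some genes are not reported here.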

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

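The fit without the interferon cluster was chosen after the result was seen, and the test of the difference in night effect was planned.

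The night effect differed between α- and β-pinealocytes for 198 genes in the test of the difference itself (edgeR, adjusted p under 0.05), 189 lower and 9 higher in the α type. This is what flagged it. The count rests on single libraries, since it was 0 without day 2 and 497 without night 1, and with β-pinealocytes drawn and thinned to the α cells it was 11, a setting that also lowers the power of the test, so that depth and biology were not separated. Fewer UMIs in the α type and a smaller response of its cells both stay open.

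Pmepa1 was flagged because it moved in opposite directions, rising in both pinealocyte types and falling in α-astrocytes (log2 fold change -2.28, edgeR). The difference between the classes was not tested directly. RNA from pinealocytes would raise Pmepa1 at night in astrocytes, against its fall. Mt2A also rose in both pinealocyte types and was lower in α-astrocytes, so Pmepa1 was not alone in this. Genes of this pattern are not counted here.

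A signal in genes outside those that the paper discusses flagged a response to interferon. UMIs of at least 3 of 8 interferon-induced genes were found in 7.692% of the β-pinealocytes of night 1 and 7.16% of night 2, against 3.79% and 4.69% in day 1 and day 2, 2.65% after vehicle and 0.673% after isoproterenol. By level night 2 lay near the day libraries, as the 8 genes together took 0.969 and 0.973 UMIs per 10000 in day 1 and day 2, 1.69 in night 1 and 1.07 in night 2. The share was 16.6%, 14.1%, 19.0% and 10.5% in the α-astrocytes of day 1, day 2, night 1 and night 2. There the 8 genes together took 4.47, 2.87, 12.88 and 2.66 UMIs per 10000, with night 1 far above the others. A cluster of β-pinealocytes with 162 cells in night 1 and 57 in night 2 was led by these genes, and Oasl2 was seen in 90.1% of these cells in night 1 against 14.8% of the other β-pinealocytes. Without this cluster 4297 genes changed between day and night in β-pinealocytes, against 4308. An infection or other immune stimulus of single animals could not be told from time of day with 2 pools per time, and no biological explanation was tested.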

How the results depend on the processing

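The β- and γ-astrocytes taken together, the α cells chosen by ribosomal share and the β-pinealocytes without the interferon cluster were alternatives chosen after seeing the data, as was leaving out each replicate for the class markers. Counts are genes at an adjusted p under 0.05 (edgeR unless DESeq2 is named). Where a library is left out its partner is taken to vary like the other groups. The cause of a moved value was not tested unless the setting itself shows it (fewer genes tested, fewer libraries, less depth). The α share of the day pinealocytes, the class markers and the effect of the annotation stayed within their spread under each alternative run. At resolution 1.5 the α, β and γ shares of the day astrocytes moved to 85.1%, 6.92% and 7.94%, from 87.1%, 6.48% and 6.38%. In the isoproterenol library the β share of pinealocytes moved from 97.59% to 89.53% at resolution 1.5. In β-pinealocytes 4308 genes became 1593 at a log2 fold change of at least 1, 473 by the study's criteria over cells and 2284 to 6385 with a library left out, in α-pinealocytes 929 became 360 by DESeq2, 613 at that fold, 316 over cells and 491 to 841, and in α-astrocytes 274 became 144 by DESeq2, 667 with no filter, 125 at that fold, 135 after subtraction of ambient RNA, 77 over cells and 212 to 388. VLMCs had 5 and then 87 with no filter, 3 with the original annotation, 1 after subtraction, 24 over cells and 26 to 100, microglia 53 and then 16 by DESeq2, 142 with no filter, 22 over cells and 61 to 100, β-astrocytes 14 and then 5 with no filter, 30 after subtraction, 56 together with the γ type and 67 to 129, and γ-astrocytes 0 and then 56 with no filter, 56 together with the β type, 5 over cells and 24 to 112. Between α- and β-pinealocytes by day 3937 became 2357 at a log2 fold change of at least 1 and 2439 to 4123, and the difference of the night effect 198 became 84 by DESeq2, 87 at that fold, 11 with β cells drawn and thinned, and 0 to 497. Sag, higher in α-pinealocytes by day, was -0.0938 in the night libraries (adjusted p = 0.692, edgeR). Day and night numbers share only a label (correlation of the deviations of equally numbered libraries 0.0239 in β-pinealocytes, 0.0532 in α-pinealocytes, 0.039 in α-astrocytes), and with a replicate block β-pinealocytes had 5040 genes, α-pinealocytes 918, α-astrocytes 570, VLMCs 3, microglia 147, β-astrocytes 166 and γ-astrocytes 0. No paired analysis was possible for isoproterenol because there is 1 library per treatment.

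The α over β ratio of Asmt was 4.54 with ribosomal and mitochondrial genes left out of the totals and 2.07 at night. The mitochondrial ratio was 2.33 as a median over cells, 3.16 with those genes left out, 2.33 by clustering with all variable genes, 2.36 after subtraction of ambient RNA and 3.04 at night, the β over α ratio of 20 ribosomal protein genes 9.17, 6.11, 8.11, 11.1 and 7.37 in these settings, and that of the G-protein γ subunits 5.72, 4.10, 5.37, 8.82 and 6.21. The share of ambient RNA was 4.62% from barcodes with 1 to 10 UMIs. After isoproterenol Aanat in α-pinealocytes was 6.13 by clustering with all variable genes. The share of night-higher genes of β-pinealocytes that stood higher after isoproterenol was 91.22% at a log2 fold change of at least 1, 96.53% by the study's criteria and 84.89% to 92.39% with a library left out, and of night-lower genes 93.38% and 82.99% to 90.25%. In α-pinealocytes it was 78.11% by the study's criteria, 85.49% by ribosomal share and 67.47% to 74.79%, and for night-lower genes 74.19% to 84.15%. Of 2678 alternatives for single named genes 1 reversed. Calls were lost in 34 of 704 for β-pinealocytes, 36 of 409 for α-pinealocytes, 31 of 334 for α-astrocytes, 7 of 45 for VLMCs, 37 of 229 for microglia, 13 of 147 for β-astrocytes, 25 of 765 between α- and β-pinealocytes and 20 of 45 for the difference of the night effect.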

Differences from the paper's values

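The paper's counts of night and day genes come from a test that took cells as replicates, at p under 0.01 with minimum fold and effect size, while the counts here take libraries as replicates (edgeR, adjusted p under 0.05, no minimum fold). The thresholds differ, and a count set beside the paper's is no measure of agreement. Aanat, which the paper leaves out for non-pinealocytes, is left out of the counts of VLMCs and of β- and γ-astrocytes here, and the counts of α-astrocytes here hold it. Settings named as within the paper's value are those of the alternatives set before the data were examined whose value lies within 1.5 times of it, and the settings not named do not.

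In either pinealocyte type the paper's count of genes higher at night is 359 and here it is 2253, and of genes higher by day 195 and 2232. Over cells by the study's criteria the counts are 363 and 199, and no other setting comes within the paper's value. In both pinealocyte types together the paper's counts are 173 and 58 and here 517 and 235. The study's criteria give 171 and 56 and DESeq2 gives 78 for the day genes. In β-pinealocytes the paper's counts are 325 and 146 and here 2205 and 2103, with 326 and 147 only by the study's criteria. In α-pinealocytes the paper's counts are 207 and 107 and here 565 and 364, with 208 and 108 by the study's criteria, 265 and 95 by DESeq2, and 150 day genes without day 2. In α-astrocytes the paper's counts are 37 and 50 and here 132 and 142, with 36 and 41 by the study's criteria and, for the day genes, 70 by DESeq2, 74 after subtraction of ambient RNA and 54 at a log2 fold change of at least 1. Of the paper's listed genes every one in α-pinealocytes (207 and 107) and 323 of 325 and 146 of 146 in β-pinealocytes were called in the same direction here, and 36 of 38 and 43 of 50 in α-astrocytes, but in VLMCs 3 of 12 (11 of them tested) and 0 of 7, although all 11 and 7 tested moved in the paper's direction.

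In VLMCs the paper's counts are 11 and 7 and here 3 and 1, with 14 and 9 by the study's criteria and 8 day genes without night 2. In β-astrocytes the paper's counts are 5 and 8 and here 9 and 5, with 7 and 11 by the study's criteria and 12 day genes by DESeq2. In γ-astrocytes the paper's counts are 4 and 2 and here 0 and 0 (edgeR, 391 genes at an unadjusted p under 0.05, DESeq2 0), with 2 day genes by the study's criteria and no setting within the paper's value for the night genes. Microglia were fitted together here, so their counts of 33 and 20 have no equal in the paper, whose counts of α-microglia are 1 and 8. Over cells by the study's criteria the α-microglia gave 1 and 15 and all microglia 2 and 20.

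Of the genes higher after isoproterenol in astrocytes the paper's share also higher at night is 38% and here it is 62.5% (5 of 8), with 37.5% by the study's criteria and without night 2, and 50.0% without day 1, without day 2 and at a log2 fold change of at least 1. Of the genes lower after isoproterenol in α-pinealocytes the paper's share also lower at night is 4% and here 12.01%, with 4.04% by the study's criteria, 4.44% by DESeq2 and 5.15% without day 2. The paper's number of α-pinealocytes after isoproterenol is 98 and here it is 44, with 96 by clustering with all variable genes and not with resolutions 0.6 or 1.5. The paper's number of endothelial cells after vehicle is 5 and here it is 8, with 5 by clustering with all variable genes and at resolution 0.6 and not at 1.5. The shares given for astrocytes are of a list with Aanat and Slc15a1 in it, which the paper relates to ambient pinealocyte RNA.

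The paper states that both pinealocyte types express the granins at like levels. Here all 5 were higher in α-pinealocytes by day, Chga by a log2 fold change of 1.73 (edgeR, adjusted p = 4.5e-21). The paper states a night change of Rorb for β-pinealocytes. Here it changed in α-pinealocytes too, by 1.04 (adjusted p = 0.0019, edgeR), though not by DESeq2 (0.12) or without day 1 (0.172).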

Other observations

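The tests of cytosolic RNA loss, of depth by matched cells and of the median fold before and after subtraction were chosen after the result was seen, and so was the limit of 3.5% ribosomal share in the test of cluster makeup.

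Gsta1, a glutathione transferase, went from 20.0 to 66.9 UMIs per 10000 in α-astrocytes and from 3.68 to 48.9 in β-astrocytes, and was called night-higher in these classes and in VLMCs (edgeR, adjusted p under 0.05) but not in γ-astrocytes, while in β-pinealocytes it rose by a log2 fold change of 1.33.

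α-Pinealocytes hold less ribosomal protein mRNA and more mitochondrially encoded RNA than β-pinealocytes. The empty droplets hold 1.029 times the ribosomal share of β-pinealocytes, so ambient RNA in droplets with few UMIs is excluded as the whole cause. With each α cell matched to the β-pinealocyte of nearest UMI total the ratio of β to α ribosomal share was 1.009 times that of all cells on average and 0.9717 or more in each of the 4 libraries, so lower depth is excluded as the whole cause down to the totals that β-pinealocytes reach. The matched medians were 6448 against 6416 UMIs in day 1, but 6233 against 4126 in night 2. Genes translated at the endoplasmic reticulum lay 1.233 above genes translated in the cytosol on the log2 scale (α over β, medians 1.05 and -0.18, resampled 0.686 to 1.797), and 1.392 above at night. By day the difference comes from the first list standing high, since the cytosolic list (resampled -0.6775 to 0.2418) lay near the median of all genes (-0.119). Ribosomal protein genes had a median of -2.70 and nuclear genes of oxidative phosphorylation -1.52. At night the medians of the endoplasmic reticulum and cytosolic lists were 0.606 and -0.786, so that the cytosolic list stood lower than by day. Loss of cytosolic RNA through a damaged membrane is thus neither shown nor excluded, and a state of living cells with fewer ribosomes was not tested.

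Genes that change at night in α-astrocytes may come in part from RNA released by pinealocytes. After the profile of the empty droplets was subtracted 53.79% of the night-higher calls (71 of 132) and 48.59% of the night-lower calls (69 of 142) were lost. The median log2 fold change hardly moved, from 1.006 to 0.990 and from -0.905 to -0.895, and the subtraction also removes UMIs and so widens the error. Of the calls that could be looked up, 56.9% and 52.7% went the same way in β-pinealocytes, against 18.7% and 17.8% of all β-pinealocyte genes. Released RNA and a shared response to night cannot be told apart from these values.

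Many genes stood lower in the α-pinealocyte cluster after isoproterenol, 948 of 2044 (46.38%) by at least 2-fold. Among pinealocytes under 3.5% ribosomal share in both libraries 11 of 586 (1.877%) did. The 586 genes are only those with at least 100 UMIs in these cells. Of 987 of the paper's genes lower after isoproterenol in α-pinealocytes, 862 (87.34%) were at least 2-fold lower in the cluster. In the cells under 3.5% 209 of them (21.18%) were. A different makeup of the cluster in the 2 libraries can thus account for part of the pattern, but is not shown to be the whole cause. The vehicle cluster has a ribosomal share of 6.93% and the isoproterenol one of 1.60%. With 1 library per treatment an effect of the drug on the share of such cells stays untested.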
